# Tracing tumorigenesis in a solid tumor model at single-cell resolution

**DOI:** 10.1038/s41467-020-14777-0

**Published:** 2020-02-20

**Authors:** Samantha D. Praktiknjo, Benedikt Obermayer, Qionghua Zhu, Liang Fang, Haiyue Liu, Hazel Quinn, Marlon Stoeckius, Christine Kocks, Walter Birchmeier, Nikolaus Rajewsky

**Keywords:** Cancer stem cells, Computational biology and bioinformatics, Proteomics, Transcriptomics, Oncogenesis

## Abstract

Characterizing the complex composition of solid tumors is fundamental for understanding tumor initiation, progression and metastasis. While patient-derived samples provide valuable insight, they are heterogeneous on multiple molecular levels, and often originate from advanced tumor stages. Here, we use single-cell transcriptome and epitope profiling together with pathway and lineage analyses to study tumorigenesis from a developmental perspective in a mouse model of salivary gland squamous cell carcinoma. We provide a comprehensive cell atlas and characterize tumor-specific cells. We find that these cells are connected along a reproducible developmental trajectory: initiated in basal cells exhibiting an epithelial-to-mesenchymal transition signature, tumorigenesis proceeds through Wnt-differential cancer stem cell-like subpopulations before differentiating into luminal-like cells. Our work provides unbiased insights into tumor-specific cellular identities in a whole tissue environment, and emphasizes the power of using defined genetic model systems.

## Abstract (web summary)

Understanding tumour development at a granular level is a challenge in solid tumours. Here, the authors provide a cell atlas across tumour development in a genetic model of salivary gland squamous cell carcinoma using single-cell transcriptome and epitope profiling.

## Introduction

Solid tumors represent one of the main causes of morbidity and mortality worldwide. The molecular understanding of what drives carcinogenesis and tumor progression remains elusive though. This is in part due to the great extent of intra- and intertumoral heterogeneity in human tumors which confound a vast diversity of genetic and epigenetic factors that are subject to constant changes as a result of intrinsic and environmental cues^1^. Additionally, clinical samples are often derived from advanced or mixed tumor stages where information related to the initial induction of the cancer is frequently lost.

Another challenge consists in the limited availability of methods, which allow to disentangle the highly complex composition of the diseased tissues where cancer cells coexist together with tumor-associated and non-tumoral elements of the tumor microenvironment^2^. Advances in single-cell technologies have recently enabled several studies to elucidate the cellular complexity of a given tumor in more detail or to characterize specific tumor subtypes^3–8^. These findings support hierarchal models of tumor initiation by cancer stem cells (CSCs) that proliferate and differentiate, and induce heterogeneities in cancer cell phenotypes. CSCs are defined by their inherent ability to initiate and drive tumor growth and resistance to conventional treatment strategies^9^. Wnt signaling has been recognized to be a key driver for the initiation and maintenance of CSCs^10^, and it appears that stemness can be reversibly acquired and lost via epigenetic or environmental triggers, such as metabolic reprogramming or epithelial-to-mesenchymal transition (EMT)^11,12^. CSCs have thus become a prime focus for investigating molecular mechanisms that control tumorigenesis and metastasis. Their study, however, has been difficult due to their low frequency, unclear cell surface immunophenotype and other variable biological properties during disease progression^13^.

While emphasizing the great molecular diversity of human cancers, recent single-cell studies also revealed extensive coupling between different molecular levels. For instance, differences in genomic alteration patterns correlated with substantial transcriptional differences in head and neck cancer^7^. In contrast, in gliomas and breast cancer, the transcriptomes of different tumors were found to share similar differentiation or stemness signatures that were independent of genetic lineage relationships^3,6,14^. Moreover, complex relationships between tumor expression programs and tissue-of-origin transcriptomic signatures were found^8^, underscoring the need to comprehensively profile not only the tumor and its microenvironment but also histologically normal tumor-adjacent tissues as well as healthy controls in order to gain a full understanding of the complex feedback between tumor and host tissue^15^. Altogether, this accentuates the need to use controlled model systems to obtain a deeper understanding of general mechanisms that are intrinsic to tumorigenesis.

In a previous study, we found that high Wnt/β-catenin and low Bmp signaling were characteristic for aggressive forms of salivary gland and head and neck squamous cell carcinomas (SCCs) in humans^16^. With the aim to better understand these Wnt-specific mechanisms, we thus created a mouse model^16^ with *K14-cre*-driven *β-catenin* gain-of-function (β-cat^GOF^) and *Bmpr1a* loss-of-function (Bmpr1a^LOF^) mutations. We showed that these mice developed very specific salivary gland SCCs within 100 days after birth which contained highly self-renewing Wnt-dependent CD24^+^CD29^+^ CSCs which, upon isolation and injection into NOD/SCID mice, produced fast-growing tumors^16,17^. These CSCs showed high activity of the stem cell-associated SSEA1 marker as well as nuclear β-catenin and Wnt-specific target genes such as *Axin2* which were not found in other subpopulations within the tumor^16^.

To gain a more basic understanding of tumorigenesis, we here used single-cell transcriptomics together with our Wnt-dependent double-mutant salivary gland SCC mouse model^16,17^ to systematically study CSCs in a controlled setting in vivo. Our setup (Fig. 1a) enabled us to build a high-resolution salivary gland cell atlas, to dissect tumor heterogeneity in a whole tissue environment and to identify CSC-like cells de novo directly from solid tumor samples. We show that tumor-specific epithelial cells consist of luminal- and basal-like cells as well as a small, but distinct CSC-like population. Further molecular characterization together with pathway and lineage analyses allowed us to infer and reconstruct a robust trajectory of the tumor progression. We found that upon activation of *β-catenin* gain- and *Bmpr1a* loss-of-function mutations in basal cells, tumorigenesis is initiated by expression of an EMT signature and proceeds through heterogeneous populations of CSC-like cells driven by differential Wnt signaling, before differentiating into luminal-like cells. Our work reveals several genes and expression patterns that may be fundamental in the regulation of tumorigenesis, and provides a novel and unbiased approach to study CSCs from a developmental perspective.

**Fig. 1:**
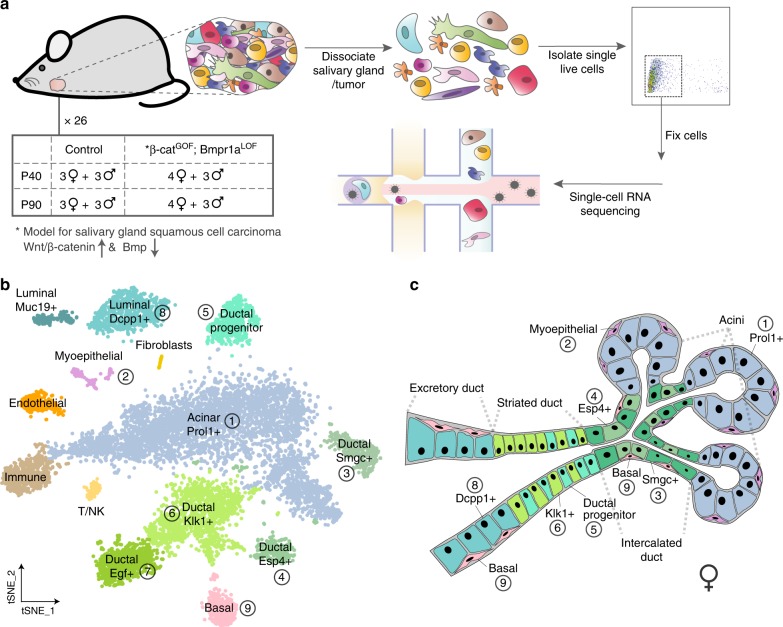
A comprehensive salivary gland cell atlas. **a** Experimental strategy to systematically dissect the cellular diversity in solid tumors. Submandibular salivary glands were individually dissected, dissociated and single, live cells isolated by FACS. Cells were immediately fixed in methanol and further processed to profile their transcriptomes by a high-throughput droplet-based single-cell approach. Each biological replicate corresponds to the cells of one submandibular gland from a control or tumor-bearing, female or male mouse at a defined stage as indicated. **b** tSNE representation of single-cell data from control salivary glands shows that cells cluster into 14 groups based on their transcriptome similarity. Clusters are colored and shaded according to the expression of both novel and known marker genes for epithelial and non-epithelial cell types. Turquoise—blue—green: luminal—acinar—ductal, pink: basal, purple: myoepithelial, shades of brown, yellow and orange: non-epithelial (immune, endothelial, fibroblasts, T/NK). **c** Anatomical sketch of the female submandibular gland based on single-cell transcriptome data, available literature (see text for references) and validations in tissue sections by immunofluorescence.

## Results

### Single-cell RNA sequencing of salivary gland tumors

To identify and characterize the cellular heterogeneity that is specific to the solid tumor context, we first established controlled ways to dissociate tumor-bearing (double-mutant: β-cat^GOF^; Bmpr1a^LOF^) and control salivary glands into high-quality single-cell suspensions (Fig. 1a). After dissociation, dead cells and enucleated cellular debris were excluded and live intact cells obtained by fluorescence-activated cell sorting (FACS) (Supplementary Fig. 1a). Cells were directly sorted into methanol for fixation^18^, and further processed to profile their transcriptomes by a high-throughput droplet-based approach (Drop-Seq)^19^. 

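In Drop-seq, single cells are captured in droplets together with barcoded beads, and transcripts are counted by their unique molecular identifiers (UMIs). The libraries came from 6 control glands at P40, 6 control glands at P90, 7 double-mutant glands at P40 and 7 double-mutant glands at P90, with both sexes in every group. Control mice carried K14-Cre and the Cre-inducible EYFP reporter. Double-mutant mice carried the β-catenin gain-of-function and Bmpr1a loss-of-function alleles in addition. The authors mapped the reads with Drop-seq tools and STAR to mm10 with the GENCODE vM7 annotation, extended by the Cre and EYFP sequences, and kept the barcodes above the knee of the cumulative read distribution. The deposited tables hold UMI counts per gene and barcode, without normalization and without a filter on genes or mitochondrial transcripts, and name genes by symbol only. Total UMIs per gland ranged from 2324335 to 6994504 (median 4338350) in control glands at P40 and from 1679478 to 2558112 (median 1922090) in control glands at P90. They ranged from 650301 to 6512411 (median 2282960) in double-mutant glands at P40 and from 691944 to 3928909 (median 878737) in double-mutant glands at P90. All control glands at P90 were processed in batches B7 to B9 and all control glands at P40 in batches B12 to B14, so that stage and batch cannot be told apart among controls. Batches B8, B9, B12, B13 and B14 held both genotypes, and batches B11, B12 and B13 held double-mutant glands of both stages. Barcodes with at least 100 genes and less than 15% of UMIs from mitochondrial genes were kept, as the authors did. The gland was the replicate in every comparison. Shares of cells were compared by permutation of glands, and counts were summed per gland, or per gland and cell population, before genes were compared with edgeR. Clusters were found without the genes whose expression the paper reports for them, where these were few, and were named by fixed lists of markers.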

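The genes targeted in the double mutants were read first. Bmpr1a had 24.3 ± 11.3 UMIs scaled to the size of the library (CPM) (SD, n = 14, range 8.91 to 46.6) in double-mutant glands and 17.2 ± 6.07 (SD, n = 12, range 9.5 to 26.2) in control glands. With TMM normalization and with sex and stage as covariates, its log2 fold change was −0.19 (standard error 0.12, adjusted p = 0.224 from edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment over 10488 genes). Its direction thus depends on the scaling, as the mean CPM were higher in double-mutant glands. Ctnnb1, which encodes β-catenin, had 112 ± 66.4 (SD, range 33.6 to 270.3) and 54.5 ± 31.8 (SD, range 22.8 to 126) CPM in the same groups, with a log2 fold change of 0.35 (standard error 0.18, adjusted p = 0.166). UMI counts do not tell a recombined from an unrecombined allele, so neither value measures the mutations. Cre had 2.45 ± 0.98 CPM in double-mutant and 3.28 ± 2.05 in control glands (two-sided permutation test, p = 0.193, and p = 0.223 with glands permuted within batches). The sex labels were checked with Xist, the RNA of the inactive X chromosome, and with the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. In 13 of 14 glands labelled female, Xist had between 67.2 and 357 CPM and the Y-linked genes together between 0 and 2.49. In 11 of 12 glands labelled male, Xist had between 0 and 6.22 and the Y-linked genes between 45.9 and 199.9. The double-mutant library labelled B11T40R1M, from a male, held 591 Xist UMIs and 1 Y-linked UMI. The double-mutant library labelled B11T90R5F, from a female, held no Xist UMI and 194 Y-linked UMIs. Both were used under their labels. The shares of cell types by genotype and the 4 tumor populations by stage were also computed without them. So were the fits of genes by genotype in whole glands, including those of genotype with stage or sex. The other results were not.

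**Figure D1:**
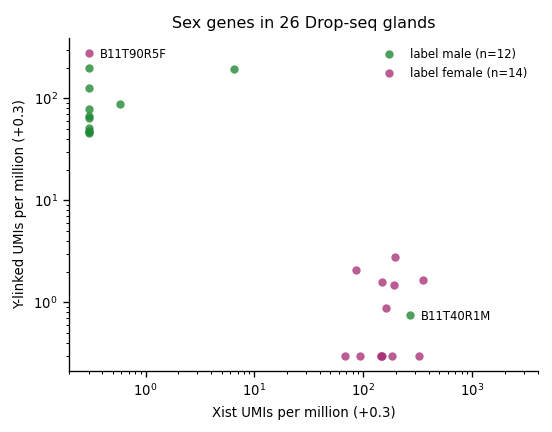
Xist and Y-linked CPM UMIs of each of the 26 glands, both axes logarithmic with 0.3 added; each point is a gland, colored by its label (14 female, 12 male). The libraries labelled B11T40R1M and B11T90R5F lie among the glands of the other label.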

In total, 26 single-cell RNA libraries were generated from 12 control and 14 double-mutant (tumor-bearing) salivary glands of either female or male mice from an early and a late tumor stage at postnatal days 40 (P40) and 90 (P90), respectively (Fig. 1a). 

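Bulk mRNA-seq was made from 1 control gland at P70 and 1 double-mutant gland at P100, both from female mice, so that no error can be given for either group. The authors mapped the reads with STAR and counted those on exons per gene with featureCounts, without normalization. The control library held 34515744 counts and the double-mutant library 34729551. Genes were matched to the single-cell tables by symbol, which found 31102 of the 46407 genes. The single-cell side was the sum of UMIs over the cells of all control or of all double-mutant glands. Counts were scaled to TPM, for the bulk libraries after division by gene length, and compared as log10 values over the 16750 genes above the paper's minimum of 1e-04 TPM in every sample. Pearson correlations were taken across genes, which are not independent replicates, so no p-value is given.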

To validate our experimental approach, we compared all single-cell samples, computationally pooled by disease status (control or double-mutant), to bulk mRNA-seq data that were generated from equivalent, freshly dissected but unprocessed, salivary glands (Supplementary Fig 1b). Although gene expression levels correlated better within experimental procedures and samples grouped by genotype, correlations between all samples were generally high (*R* ≥ 0.74). Additionally, comparison of global transcript counts (Supplementary Fig. 1c) show that individual single-cell RNA libraries correlated well to each other (*R* ≥ 0.8) with no apparent bias towards the disease-, sex-, stage-related status or the experimental batch in which a specific sample was processed. 

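The correlation of log10 TPM was 0.951 between the bulk libraries of control and double-mutant glands and 0.93 between the pooled single-cell data of both genotypes. Across methods, bulk and single-cell data correlated at 0.796 for control glands and at 0.764 for double-mutant glands. The bulk library of the double-mutant gland correlated at 0.784 with the single-cell data of control glands. The lowest of the 6 values was 0.747, between the bulk control library and the single-cell data of double-mutant glands. The choice of genes moved this lowest value most: it was 0.682 when only genes with at least 10 counts in every sample were compared.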

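Individual libraries were compared as log10 TPM of their summed UMIs over the 9899 genes above the minimum in all 26 glands. The correlations of the pairs ranged from 0.589 to 0.948 with a median of 0.844, and 72.3% of the pairs reached 0.8. With log10(TPM + 1), the lowest value was 0.783 and 99.4% of the pairs reached 0.8. The lowest median correlations with the other glands were 0.716 for the double-mutant library B9T90R4F, 0.737 for B11T90R5F and 0.757 for B13T40R5M. The median correlation was 0.856 for pairs of the same genotype and 0.834 for pairs of different genotypes. It was 0.841 and 0.847 for pairs of the same and of different sex, 0.850 and 0.839 for stage, and 0.868 and 0.844 for batch.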

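Of 26987 barcodes in the 26 tables, 23346 passed the limits on genes and mitochondrial UMIs. They comprised 10743 cells from control and 12603 from double-mutant glands, between 606 and 1209 per gland. The median over these cells was 487 genes and 1527 UMIs, against 463 genes and 1350 UMIs over all barcodes. Depth differed between groups: the median cell held 2892 UMIs in control glands at P40, 1341 in control glands at P90, 1570 in double-mutant glands at P40 and 766.5 in double-mutant glands at P90. The median per gland ranged from 408 to 4671 UMIs and from 263 to 950 genes. In 891 cells of 23 glands for which the authors' cell table gives UMI and gene counts, both counts equalled those in the count tables for all 891.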

After computational cell selection and filtering, we obtained a total of ~23,000 cells from 26 individual salivary glands (Supplementary Fig. 1d) and typically detected a median of ~500 genes and ~1000 unique molecular identifiers (UMIs) per cell (Supplementary Fig. 1e, f). To quantify sample-to-sample variation and the extent of possible batch effects, we developed an entropy-based approach^20^ to measure how evenly cells’ nearest neighbors are distributed among different samples. This analysis showed that although these distributions were not completely random, ~80% of the variance was explained by the three major biological variables (genotype, sex, and stage) (Supplementary Fig. 2a). 

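For each of the 23346 cells, the distribution of its 30 nearest neighbors over groups was compared with that of all cells by the Kullback-Leibler divergence. Its mean was 1.21 for glands, against 0.483 with gland labels shuffled. For the combination of genotype, sex and stage the mean was 0.635, against 0.12 shuffled. After subtraction of the shuffled values, the combination accounted for 69.6% of the value for glands, genotype alone for 26.1%, stage for 21.5% and sex for 12.8%. The experimental batch, which overlaps with genotype and stage, accounted for 52.8%. Leaving out the subtraction moved the share of the combination most, to 52.2%. With 15 neighbors it was 83.8%, and with the same number of cells from every gland it was 68.2%.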

Further, cell distributions were largely balanced except in cell types that are affected by one of these biological variables (Supplementary Fig. 2b). 

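By cell type, the mean divergence over genotype was largest in luminal Clu+-like cells (0.593) and CSC-like cells (0.538), that over sex in ductal Egf+-like cells (0.525) and that over stage in luminal Dcpp1+-like cells (0.468). For the combination of the 3 variables, ductal Egf+-like cells had the highest mean (1.33), followed by luminal Clu+-like cells (0.816), CSC-like cells (0.811) and luminal Dcpp1+-like cells (0.789). The lowest mean was 0.281, in ductal Duoxa2+-like cells. Cells of one gland share neighbors and are not independent, so no test was made over cells.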

We thus conclude that our protocol is reproducible given biologically-relevant sample differences.

### A comprehensive salivary gland cell atlas

In order to provide a comprehensive cell atlas of the salivary gland that could also serve as an appropriate reference to the tumor context, we first pooled and analyzed single-cell datasets from control salivary glands using Seurat^21^ (Fig. 1b). After inspection of marker genes, we assigned the cell type identity to clusters, for which the expression of specific genes has been reported in previous literature^22–31^, and molecularly characterized and validated additional cell types for which no or only ambiguous information was available (Fig. 1b, c; Supplementary Figs. 3, 4). 

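Clustering of the 10743 cells of the 12 control glands (2000 variable genes, 30 principal components, resolution 0.7 as in the paper) gave 18 clusters. Of these, 3 clusters with 1629, 1223 and 631 cells were named acinar. The ductal clusters were Klk1+-like (1406 cells), Egf+-like (718), progenitor-like (612), Duoxa2+-like (77) and a pair of Smgc+/Esp4+-like clusters led by Smgc (434) and by Esp4 (265). Luminal cells formed a Dcpp1+-like (788) and a Muc19+-like cluster (198). Basal-like (370), myoepithelial-like (187), immune-like (629), T/NK-like (145), endothelial-like (302) and fibroblast-like (71) clusters were also found. A cluster of 1058 cells led by Lars2 matched no list of markers and was left unnamed. Axin2, Ptn, Wif1, Egf, Smgc and Dcpp1 were held out of this clustering, so that the size of a cluster did not rest on the gene whose cells it was meant to hold.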

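In control glands, ductal Egf+-like cells made up 16.0% ± 14.2 (SD, n = 6) of the cells of male glands and 0.217% ± 0.236 (SD, n = 6) of those of female glands (two-sided exact permutation test over 924 arrangements, p = 0.00216, the smallest p that 6 against 6 allow; BH-adjusted p = 0.00649 over 3 comparisons). All 6 male glands lay above every female gland. Ductal Smgc+/Esp4+-like cells made up 9.87% ± 5.37 of female and 2.9% ± 2.99 of male glands (exact permutation test, p = 0.0238, adjusted p = 0.0357), with 6 of 6 female glands above the male mean. This difference lay in the cluster led by Smgc, with 7.58% ± 5.27 in female and 0.0240% ± 0.0587 in male glands (exact permutation test, p = 0.00216), whereas the cluster led by Esp4 held 2.29% and 2.88% (p = 0.851). The cells used moved the Smgc result most: with cell types taken from the clustering of all 26 glands, the difference was 2.09 percentage points (adjusted p = 0.160). Over all 18 control clusters, only the Egf+-like and the Smgc-led cluster had an adjusted p under 0.05 for sex (0.0195 each). Ren1 and Klk1b genes are among the markers of the Egf+-like cluster and themselves differ by sex, so its size is not independent of the genes that define it.

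**Figure D2:**
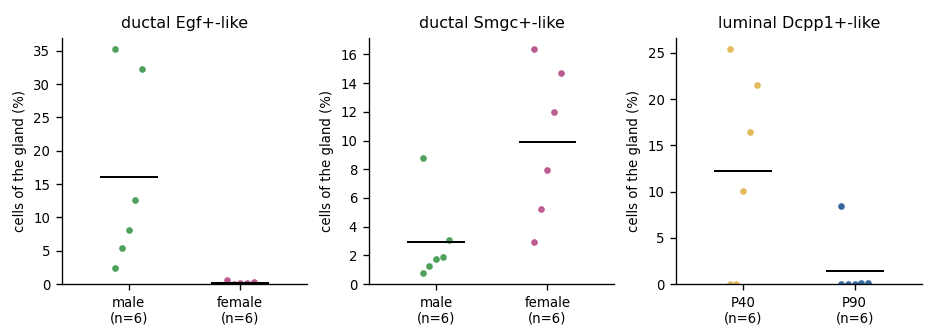
Share of cells (percent of the cells of the gland) in control glands of ductal Egf+-like and ductal Smgc+/Esp4+-like cells by sex and of luminal Dcpp1+-like cells by stage; each point is a gland (n = 6 per group) and the black line the mean. For Egf+-like cells all 6 male glands lie above the 6 female glands.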

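Without reference to clusters, the summed UMIs of the 6 male and 6 female control glands were compared over 9099 genes with stage as covariate, and 91 genes had an adjusted p under 0.05 (67 higher and 24 lower in males). The replicate number as a covariate moved this number most as a ratio, to 10 genes, all among the 91. Without the filter on low counts 616 genes were called, and by DESeq2 205, with all 91 among them in both. Egf had 2227 ± 1654 CPM in male and 107 ± 60.2 in female glands, a log2 fold change of 4.73 (standard error 0.36, adjusted p = 3.86e-06). Smgc had 225 ± 320 in male and 18307 ± 16786 in female glands, a log2 fold change of −5.22 (standard error 1.66, adjusted p = 0.202 from edgeR), although all 6 male glands lay below every female gland. Among genes the paper does not name for this comparison, Sult1e1 was higher in males (8.57 on the log2 scale, standard error 0.93, adjusted p = 0.000129), followed by Smr2 (7.09) and RP23-3L20.6 (6.5). RP23-421B1.4 (−6.09), Tsix (−5.44), Col11a1 (−4.96) and Fgg (−4.72) were lower. A single control gland had 907 CPM of RP23-421B1.4, against a median of 13.6 over the 12 glands. Xist had no UMI in the 6 male glands and 141.5 CPM in female glands, at least a 1084-fold difference against a floor of 3 counts. Ddx3y (8.40), Eif2s3y (7.85) and Uty (5.83) were higher in males, and Kdm5d (4.84) was tested only without the filter on low counts.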

In agreement with previous studies^32–34^, we observed that *Egf* and *Smgc* were expressed in cell populations with strongly sex-dependent representation (Supplementary Fig. 3) and identified several other marker genes with similar patterns (Supplementary Fig. 4a). Interestingly, we also noted that Dcpp1+ cells were more abundant in tissues from mice at the P40 than at the P90 stage and validated this finding by immunofluorescence in tissue sections (Supplementary Fig. 3b, c). 

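In control glands, luminal Dcpp1+-like cells made up 12.2% ± 10.8 (SD, n = 6) at P40 and 1.44% ± 3.42 (SD, n = 6) at P90 (two-sided exact permutation test, p = 0.0606, BH-adjusted p = 0.0606), with 4 of 6 glands at P40 above every gland at P90. Over the 18 control clusters, no adjusted p for stage lay under 0.442. In the summed UMIs of the same glands, Dcpp1 had 32561 ± 27960 CPM at P40 and 10124 ± 22545 at P90, a log2 fold change of −3.12 from P40 to P90 (standard error 1.98, adjusted p = 0.383 from edgeR). Dcpp1 has near-identical copies in Dcpp2 and Dcpp3, which leaves its own level uncertain, and Dcpp2 and Dcpp3 named the cluster. No batch held control glands of both stages, so no value within batches can be given.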

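Over 9099 genes, 988 had an adjusted p under 0.05 between control glands at P90 and P40 with sex as covariate (842 higher and 146 lower at P90). With each gland thinned to the same number of UMIs, which moved the number most as a ratio, 328 genes were called, 306 of them among the 988, and without the filter on low counts 2235. The largest log2 changes among higher genes were those of RP24-491O6.2 (4.73, standard error 0.53, adjusted p = 6.89e-05), Gm15464 (4.29), Gm13009 (4.03), Cebpb (3.94) and Ceacam2 (3.77). The largest among lower genes were those of RP23-421B1.4 (−5.32, standard error 1.01, adjusted p = 0.00241), Cst10 (−4.79), Col3a1 (−2.75), Cgref1 (−2.23) and Olfml3 (−2.23). For RP23-421B1.4, a single control gland at P40 had 907 CPM, against a median of 21.7 at P40 and 4.41 at P90. The size of its change thus leans on that gland. Of the 842 higher genes, 79.1% had names of genomic clones or predicted genes, against 11.1% of all genes tested and 2.05% of the 146 lower genes. In double-mutant glands, the mean difference between higher and lower genes did not rise from the 7 glands at P40 to the 3 at P90 of batches B11 to B14 (a change of −0.0999, two-sided exact permutation test over 120 arrangements, p = 0.875). At P90 it was 1.67 higher in the 4 double-mutant glands of batches B6 to B9 than in the 3 of batches B11 to B13 (exact permutation test over 35 arrangements, p = 0.114).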

Altogether, this indicates that we can reliably identify and characterize cell types at high resolution and provide evidence that the ductal composition of healthy salivary glands is sexually dimorphic and stage-dependent. Our approach combined with imaging-based validations enabled us to chart all epithelial cells onto a consolidated anatomical sketch depicting female- (Fig. 1c) and male-specific (Supplementary Fig. 3e) features.

### Identification of cancer stem cells and other tumor-specific cell populations

To systematically uncover cells that were specific to the tumor samples, we analyzed and clustered cells pooled from all single-cell datasets of control and double-mutant samples (Fig. 2a). This combined analysis enabled us to recapitulate all previously identified cell types without the need to resort to advanced sample alignment methods^21^ as cells from both control and double-mutant mice were distributed evenly on the tSNE for many clusters as shown in the local density plot (Fig. 2b). However, in line with our entropy-based analysis (Supplementary Fig. 2), we noted that a number of cell types, including stromal and immune-related cells were significantly more abundant in double-mutant (Supplementary Fig. 5a, Supplementary Fig. 6), while acinar and some ductal cell types were accordingly more prevalent in control tissues (Supplementary Fig. 5b).

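Clustering of the 23346 cells from all glands (resolution 1.0) gave 29 clusters without any alignment of samples, of which 4 matched no list of markers. The named types held 7026 acinar-like, 2608 immune-like, 2302 ductal Klk1+-like, 1468 luminal Dcpp1+-like, 1367 basal-like, 1151 ductal Egf+-like, 1078 ductal Smgc+/Esp4+-like, 1009 endothelial-like and 845 ductal progenitor-like cells. Rarer types were T/NK-like (470), fibroblast-like (414), luminal Clu+-like (326), CSC-like (295), myoepithelial-like (243), Ig-producing-like (161) and ductal Duoxa2+-like cells (124). Together 20887 cells were typed, and 2459 were in unnamed clusters led by Gm15564, Muc19, Top2a or Rgs5. Every type named in the control glands alone was found again except luminal Muc19+-like cells, whose cluster here was led by Muc19 but fell short of the rule for naming.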

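Shares of 16 cell types among the cells of each gland were compared between 14 double-mutant and 12 control glands by a two-sided permutation test of the mean share, with BH adjustment over the 16 types. Fibroblast-like cells made up 2.70% ± 1.38 (SD) and 0.621% ± 0.359 in double-mutant and control glands (permutation p = 2e-05, adjusted p = 0.00032), and all 14 double-mutant glands lay above the control mean. Endothelial-like cells made up 5.78% ± 3.36 and 2.84% ± 2.63 (permutation p = 0.0170, adjusted p = 0.0353, 11 of 14 glands above the control mean). Basal-like cells made up 8.17% ± 6.72 and 3.30% ± 3.25 (permutation p = 0.0247, adjusted p = 0.0439, 11 of 14). Acinar-like cells made up 22.7% ± 16.5 and 38.4% ± 14.8 (permutation p = 0.0177, adjusted p = 0.0353), with 11 of 14 glands below the control mean, and ductal Egf+-like cells 1.36% ± 2.25 and 10.5% ± 13.1 (p = 0.00177, adjusted p = 0.00472, 14 of 14 below). Ductal Klk1+-like cells made up 7.91% ± 5.97 and 11.8% ± 7.82 (permutation p = 0.167, adjusted p = 0.243). No difference beyond the spread between glands was found for luminal Dcpp1+-like (4.54% and 7.37%, permutation p = 0.363), ductal progenitor-like (3.11% and 4.09%, p = 0.271), ductal Smgc+/Esp4+-like (4.82% and 4.46%, p = 0.719), ductal Duoxa2+-like (0.487% and 0.584%, p = 0.631) or myoepithelial-like cells (0.933% and 1.15%, p = 0.477). With cells under 500 UMIs left out and the others thinned to 500, the difference in acinar-like cells was −10.8 percentage points (permutation test, adjusted p = 0.15), against −15.8 with all cells at full depth. The median cell held 408 UMIs in B11T90R5F, 481.5 in B9T90R4F and 488 in B13T40R5M, and at least 843 in every control gland. Loss of cells and loss of depth can thus not be told apart. Without B9T90R4F the difference in basal-like cells was 3.54 percentage points (permutation test, adjusted p = 0.0723), against 4.87. With 20 principal components ductal Klk1+-like cells passed the threshold (−5.22, adjusted p = 0.0352) and ductal progenitor-like cells changed direction (0.288).

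**Figure D3:**
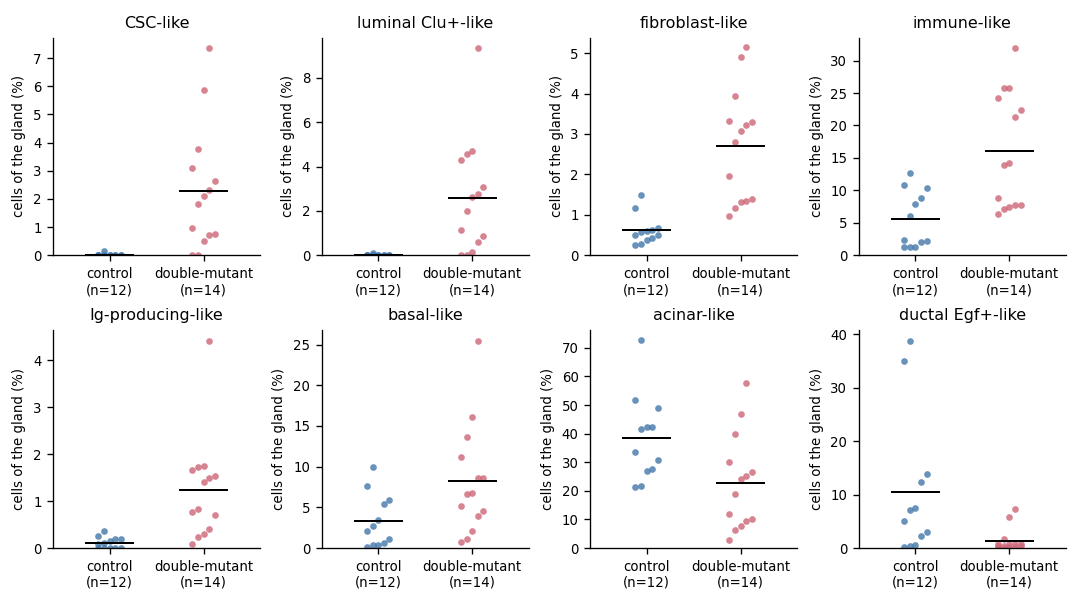
Share of cells (percent of the cells of the gland) for 8 cell types in control (n = 12) and double-mutant (n = 14) glands; each point is a gland and the black line the mean. CSC-like and luminal Clu+-like cells stay near 0 in all control glands, and acinar-like and ductal Egf+-like cells have lower means in double-mutant glands.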

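Glands were then permuted only within their batch, which gave 1728 arrangements and exact p-values. The adjusted p was 0.00617 for fibroblast-like, 0.0340 for endothelial-like, 0.00926 for basal-like, 0.00617 for acinar-like, 0.00926 for ductal Egf+-like and 0.253 for ductal Klk1+-like cells. In the 5 batches with both genotypes, fibroblast-like cells were higher in double-mutant glands in 5 batches, and acinar-like and ductal Egf+-like cells were lower in 5. Endothelial-like and basal-like cells were higher in 4 of 5, and ductal Klk1+-like cells lower in 3 of 5. Within stages, acinar-like cells made up 23.8% against 46.1% at P40 (exact permutation test, p = 0.0192) and 21.5% against 30.8% at P90 (p = 0.309). Among female glands, ductal Klk1+-like cells made up 7.06% in double-mutant and 16.5% in control glands (exact permutation test, p = 0.0293), and among male glands 9.05% and 7.05% (p = 0.619). A test of whether genotype differences depend on sex gave a raw p of 0.0342 for ductal Klk1+-like and 0.0501 for ductal Egf+-like cells (adjusted p = 0.401 for both, two-sided permutation tests), and no cell type had an adjusted p under 0.05 for sex or for stage. The paper's binomial mixed model with sex, stage and genotype as fixed and the gland as random effect gave log-odds of 1.49 for fibroblast-like (p = 3.2e-11), 0.935 for endothelial-like (p = 0.00062), −0.960 for acinar-like (p = 0.0027) and −0.53 for ductal Klk1+-like cells (p = 0.055).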

**Fig. 2:**
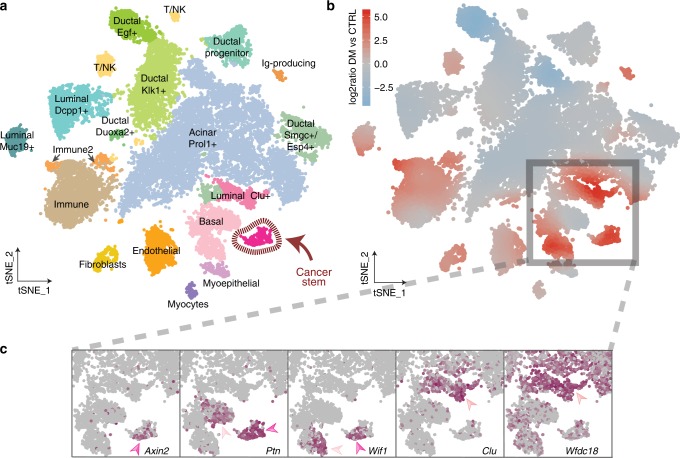
Single-cell sequencing identifies a distinct cancer stem cell-like and other tumor-specific cell populations. **a** Clustering of combined single-cell sequencing data from control and double-mutant (β-cat^GOF^; Bmpr1a^LOF^) tumor-bearing salivary glands shown in the tSNE. Tumor-specific epithelial cell clusters are shown in the lower right part of the tSNE in shades of pink: cancer stem, basal, luminal Clu+ cells. **b** Same tSNE plot showing the relative local densities of control and double-mutant cells. Color gradients reveal clusters that are predominantly represented by double-mutant (red), control (blue) or both double-mutant and control cells (gray). **c** Expression of *Axin2, Ptn, Wif1, Clu*, and *Wfdc18* in the tumor-specific epithelial subset of the tSNE representation as indicated by a color scale ranging from gray (no expression) to maroon (high expression).

In particular, our analysis revealed clusters of epithelial cells with transcriptional profiles unique for the tumor context. This included luminal- and basal-like cells as well as a small but distinct cancer stem cell (CSC)-like population in which Wnt-specific genes were activated (Fig. 2b, c). 

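CSC-like cells made up 2.28% ± 2.18 (SD, n = 14) of the cells of double-mutant glands and 0.0130% ± 0.045 (SD, n = 12) of those of control glands (two-sided permutation test, p = 0.00023, BH-adjusted p = 0.00123). Luminal Clu+-like cells made up 2.58% ± 2.57 and 0.00727% ± 0.0252 (permutation p = 0.00048, adjusted p = 0.00192). For both types, 12 of 14 double-mutant glands lay above every control gland. Of the 295 CSC-like cells, 1 came from a control gland, the male gland B8W90R3M, and of the 326 luminal Clu+-like cells, 1 came from the control gland B13W40R3M. Within batches, CSC-like cells were higher in double-mutant glands in 5 of 5 batches (exact permutation test, p = 0.00116, adjusted p = 0.00617). The share of luminal Clu+-like cells was higher in 4 of 5, with none in either genotype in batch B14 (exact p = 0.00231, adjusted p = 0.00617). CSC-like cells were seen at both stages, with 1.59% at P40 (exact permutation test against controls, p = 0.0128) and 2.96% at P90 (p = 0.00874), and luminal Clu+-like cells likewise with 1.60% (p = 0.0414) and 3.55% (p = 0.00524). Clu and Wfdc18 are among the markers that named the luminal Clu+-like cluster and Bmp4 and S100a14 among those that named the CSC-like cluster.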

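Wnt targets held out of the clustering were read in the named cells of double-mutant glands. Wif1 had a UMI in 46.6% of CSC-like cells (median 740.5 UMIs per cell), 25.5% of basal-like cells (584), 19.3% of myoepithelial-like and 6.03% of fibroblast-like cells, against 0.450% of immune-like cells (573). It was detected in all 14 double-mutant glands and in 5 of 12 control glands. Bmp2, Bmp4, Dkk4, Lef1, Nkd1, Notum and Sp5, which are themselves Wnt-related, were among the genes that named the CSC-like cluster, so that high levels of them in CSC-like cells follow in part from the naming.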

Among others, the expression of several genes such as *Axin2*, *Ptn*, *Wif1*, *Clu* and *Wfdc18* was particularly characteristic for these tumor-specific cell clusters (Fig. 2c). 

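In the summed UMIs of all cells per gland, with sex and stage as covariates, 2309 of 10488 genes had an adjusted p under 0.05 between genotypes (1515 higher and 794 lower in double-mutant glands). These sums follow the mix of cells as well as the expression in each. Axin2 had 20.1 ± 21.5 CPM in double-mutant and 1.10 ± 1.18 in control glands, a log2 fold change of 3.33 (standard error 0.49, adjusted p = 9.86e-05 from edgeR), and 12 of 14 double-mutant glands lay above every control gland. For Ptn the values were 210.3 ± 241 and 26.3 ± 29.9, a log2 fold change of 2.51 (standard error 0.62, adjusted p = 0.00673, 8 of 14). Wif1 rose from 0.386 ± 0.677 to 86.0 ± 103, by 6.82 on the log2 scale (standard error 0.87, adjusted p = 1.63e-05, 12 of 14), and Clu from 21.9 ± 11.9 to 320 ± 253, by 3.01 (standard error 0.38, adjusted p = 1.47e-05, 12 of 14). The log2 fold change of Wfdc18 was 1.83 (standard error 0.69, adjusted p = 0.0562, 9 of 14 above every control gland). Batch as a further covariate moved the number of genes most as a ratio, to 301 with 252 of them shared (235 of the 1515 higher and 17 of the 794 lower genes), and Axin2, Ptn, Wif1 and Clu kept an adjusted p under 0.05 in every alternative. Clu had a UMI in 84.3% of luminal Clu+-like cells (median 869 UMIs), in 42.0% of ductal Smgc+/Esp4+-like cells and in 2.55% of immune-like cells (573) of double-mutant glands. Wfdc18 had a UMI in 90.8% of luminal Clu+-like cells and also in 35.5% of immune-like cells, so that free RNA is part of its signal. Among genes the paper does not name, Bpifb9a (9.09), Krt42 (6.58), Ltf (6.47) and H19 (6.34) had the largest log2 fold changes upward. Klk1b26 (−3.20), Klk1b5 (−3.02), Klk1b8 (−2.92), Klk1b21 (−2.90) and RP23-3L20.5 (−2.82) had the largest downward. Klk1b genes are near-identical copies, as are Bpifb9a and Bpifb9b, and their separate counts are uncertain. From the clusters with more cells in double-mutant glands, the genes expressed in them and immunofluorescence of tissue sections, which was not analysed here, the paper concludes that it had identified a small subset of tumor-specific epithelial cells with markers for them in RNA and protein.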

Using these genes as markers, we further confirmed that the tumor-specific epithelial cells identified in our data were truly located in tumor regions. Immunofluorescence analysis of submandibular gland tissue sections from double-mutant mice showed that antibodies against these gene products positively stained cells within evident tumor lesions (Supplementary Fig. 7). To further increase tumor-specific resolution, we included other epithelial markers where possible. In line with our transcriptome data, Clu and Wfdc18 distinctively stained K8-positive luminal-like cells within the tumor region. Nuclear β-catenin is considered to be the hallmark of active Wnt signaling which ultimately drives the expression of its target genes^35,36^ and was previously described to be a key feature of CSCs in several cancers including our model^16,17,37^. We, therefore, used this as an additional marker, and found that nuclear β-catenin-positive cells were generally K8 negative and greatly overlapped with high Axin2, but only partially with Ptn and Wif1 stainings. Taken together, we identified a small subset of tumor-specific epithelial cells and provide a marker set that can identify them both at the RNA and protein level.

### Simultaneous quantification of mRNA and cell surface proteins resolves immune cell diversity

Unbiased transcriptional profiling identified four clusters of various adaptive and innate immune cells. 

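In the clustering of all 26 glands, 4 clusters were immune. A cluster of 2288 cells and a cluster of 320 cells led by Mmp12 and Spp1 were both named immune-like by Cd74, Lyz2, C1qa and similar markers. The others were T/NK-like with 470 cells and Ig-producing-like with 161 cells.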

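In control glands, T/NK-like cells, named by Ccl5, Nkg7, Cd7 and T cell receptor genes, made up 1.33% ± 1.30 (SD, n = 12) of the cells of a gland. In double-mutant glands they made up 2.72% ± 2.68 (SD, n = 14; two-sided permutation test, p = 0.112, BH-adjusted p = 0.180). In 3 of 14 double-mutant glands the share lay above every control gland. Within batches the raw exact permutation p was 0.0625 and the adjusted p 0.1.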

T or NK cells (‘T/NK’; *Ccl5, Nkg7, Cd7*)^38^ and tissue-resident monocytic phagocytes (‘immune’) were already present in control salivary glands (Fig. 1b). 

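Immune-like cells made up 16.1% ± 8.87 (SD, n = 14) of the cells of double-mutant and 5.58% ± 4.33 (SD, n = 12) of those of control glands (two-sided permutation test, p = 0.00107, BH-adjusted p = 0.00342). All 14 double-mutant glands lay above the control mean and 8 above every control gland. Their share was higher in double-mutant glands in each of the 5 batches with both genotypes, with 23.6% against 1.27% in B8, 14.3% against 11.5% in B9, 16.0% against 7.43% in B12, 14.1% against 2.35% in B13 and 7.41% against 1.83% in B14 (exact permutation within batches, p = 0.00116). At P40 the means were 12.3% and 3.79% (exact permutation test, p = 0.0192) and at P90 19.9% and 7.38% (p = 0.0122). The binomial mixed model gave log-odds of 1.33 (p = 2.6e-06).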

In the tumor context, ‘immune’ cells were significantly more abundant in double-mutant compared to control samples (Supplementary Fig. 5a). Additionally, new populations of monocytic cells (‘immune2’) and terminally differentiated B plasma cells (‘Ig-producing’; *Ly6c2, Slpi, Xbp1*)^39^ emerged in double-mutant tissues showing an influx into or activation of immune cells in the tumor environment (Fig. 2a; Supplementary Fig. 5a). To investigate this tumor-specific immune compartment in more detail, we used ‘CITE-seq’^40^ in conjunction with a panel of 63 oligonucleotide-coupled antibodies mainly directed against immune and some epithelial cell surface proteins (see Supplementary Table 1). This allowed us to simultaneously quantify mRNA transcripts and protein epitopes from single cells of freshly dissociated ~P70 control and tumor-bearing salivary glands (Fig. 3a). 

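Ig-producing-like cells made up 1.24% ± 1.09 (SD, n = 14) of the cells of double-mutant and 0.114% ± 0.123 (SD, n = 12) of those of control glands (two-sided permutation test, p = 0.00017, BH-adjusted p = 0.00123), and 11 of 14 double-mutant glands lay above every control gland. Within batches they were higher in 4 of 5 (exact permutation test, p = 0.00174, adjusted p = 0.00617). The largest share was 4.41% in the double-mutant gland B13T90R7F, with 0.0937% to 1.72% in the other 6 double-mutant glands at P90. The cluster was not restricted to double-mutant glands. The paper's text names no markers for immune2 cells, and the immune-like clusters were therefore counted together.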

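In CITE-seq, cells are stained with antibodies that carry oligonucleotide barcodes before they are captured, so that each cell gives RNA counts and counts of antibody-derived tags. The libraries came from 2 control glands (B15W70R1M and B15W70R2F) and 2 double-mutant glands (B15T70R1F and B15T70R2F) at P70. RNA was counted as in the other Drop-seq libraries, and the authors removed human cells that had been added as spike-in by mapping to both genomes, a step that the deposited tables already include. Tags were counted with CITEseq-count, and whether the counts are UMIs or reads is not stated. Between 670322 and 2205865 RNA UMIs were counted per gland. Barcodes with at least 100 and fewer than 2500 genes and under 15% mitochondrial UMIs were kept, 2535 of 3095, with a median of 1403 UMIs per cell in control and 829 in double-mutant glands. The median number of antibody counts per cell was 1416.5 and 781.5 in the control and 855.5 and 869 in the double-mutant glands. RNA was clustered jointly with the 26 earlier glands, and antibody counts were transformed per cell to centered log-ratios over 61 antibodies, isotype controls included. Both control libraries held Xist and Y-linked UMIs. In B15W70R1M, 105 cells had only Xist, 44 only Y-linked UMIs and 1 both, where 7.1 would be found if the genes were detected independently. In B15W70R2F the numbers were 108, 55 and 3, with 8.84 if independent. In the double-mutant libraries the Y-linked genes had 16 and 14 UMIs. Sex was therefore not used in this experiment.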

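In the joint clustering of the 30 libraries, CITE-seq cells made up 34.7% of T/NK-like cells and none of the 648 luminal Muc19+-like cells. They made up 30.0% of Ig-producing-like, 27.2% of fibroblast-like, 18.6% of immune-like, 9.41% of acinar-like, 6.36% of CSC-like, 2.9% of basal-like, 0.685% of myoepithelial-like and 0.148% of luminal Dcpp1+-like cells. In double-mutant glands, immune-like cells made up 34.0% and 37.8% of the CITE-seq cells, and in control glands 15.3% and 11.8%. The CITE-seq glands differ from the others in age as well as in method, and no batch held both methods.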

Implementation of CITE-seq did not introduce any obvious transcriptional biases as mRNA-based clustering with our earlier obtained transcriptome datasets recapitulated all cell clusters with cells from the CITE-seq experiments evenly distributed in the tSNE (Fig. 3b). 

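In each of the 4 CITE-seq glands, antibody signals on immune-like cells were compared with those on all other cells. The glands held 217, 188, 103 and 86 immune-like cells. CD11b was higher by 2.60 ± 0.298 (SD, n = 4 glands, range 2.30 to 2.86) on the scale of the centered log-ratio, and CD172a by 2.24 ± 0.188 (range 2.02 to 2.40). Both were higher in all 4 glands (two-sided exact sign-flip permutation test, p = 0.13, the smallest p that 4 glands allow, so that 0.05 cannot be reached). Among 61 antibodies they held ranks 2 and 3, behind IA/IE (MHC class II) with 4.76 and ahead of CD11c with 1.52. Isotype controls lay between −0.225 and −0.15. The scale moved CD11b most: as log-normalized counts per 10000 its difference was 3.24. In RNA, Sirpa, which encodes CD172a, had a UMI in 12.5% of immune-like cells (median 659.5 UMIs per cell) and 2.37% of other cells (1377). Itgam, which encodes CD11b, had a UMI in 13.3% and 13.1% of the same cells, with 2.08 and 2.51 UMIs per 10000. From the enhanced protein signals, the paper concludes that the immune and immune2 clusters consist mainly of myeloid cells of the monocytic lineage.

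**Figure D4:**
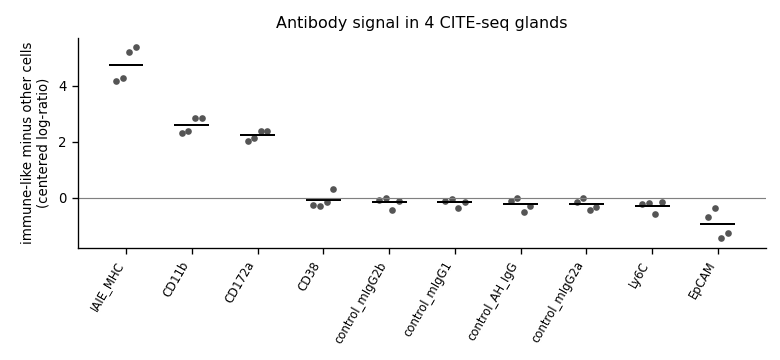
Difference in mean centered log-ratio between immune-like and other cells for 10 antibodies; each point is a CITE-seq gland (n = 4) and the bar the mean. IA/IE, CD11b and CD172a lie above 2 in all 4 glands, and the isotype controls near 0.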

Integration of cell surface protein information enhanced the signals for specific markers such as CD172a and CD11b (Fig. 3c), confirming that ‘immune’ and ‘immune2’ clusters predominantly consist of myeloid cells from the monocytic lineage. Subclustering of the combined ‘immune’ clusters revealed four cell subsets that exhibited signatures of tumor-associated macrophages (TAMs) with diverse activation and functional states (Fig. 3d, e). These TAMs differed in expression of genes associated with tissue-remodeling (*Vim, Mmp12, Fn1*)^41–43^, proliferating (*Hmgb2, Mki67*)^44,45^, interferon-responding (*Isg15, Rsad2, Irf7*)^46,47^ or inflammatory (*Irg1, S100a9, S100a8*)^48–50^ properties (Supplementary Fig. 8). 

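The 3186 immune-like cells of the joint clustering, 594 of them from CITE-seq, were clustered again (15 principal components, resolution 1) into 13 sub-clusters, of which 4 were named. Tissue-remodeling-like cells (177) were led by Gpnmb, Spp1 and Mmp12, interferon-activated-like cells (142) by Ifit2 and Ifit3, proliferating-like cells (78) by Cenpe and Cenpf, and inflammatory-like cells (39) by S100a8 and S100a9. The 9 unnamed sub-clusters held most of the cells. The sub-clusters were named by the genes the paper lists for them, so the levels of these genes in them are not results.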

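The genes that the paper lists for the subsets were compared between genotypes in the summed UMIs of the immune-like cells of 14 double-mutant and 10 control glands. Of 1755 genes, 183 had an adjusted p under 0.05 (100 higher and 83 lower). Mmp12 had 929 ± 715 CPM in double-mutant and 127 ± 84.6 in control glands, a log2 fold change of 2.17 (standard error 0.50, adjusted p = 0.00712 from edgeR), and 13 of 14 glands lay above every control gland. Fn1 (5.09, standard error 0.99, adjusted p = 0.00161) and Irf7 (1.66, standard error 0.47, adjusted p = 0.0237) were also higher, and Vim had a log2 fold change of 0.74 (adjusted p = 0.0637). Hmgb2 (−0.13), Mki67 (0.47), Isg15 (1.03) and Rsad2 (0.46) had adjusted p-values between 0.106 and 0.772. S100a8 and S100a9 had no UMI in the immune-like cells of control glands and 94.99 and 53.3 CPM in those of double-mutant glands, at least a 26.9-fold and a 15.1-fold difference against a floor of 3 counts. Irg1 had 46 UMIs in all and a log2 fold change of 2.18 without the filter on low counts (adjusted p = 0.0548). Itgam rose by 1.28 (standard error 0.36, adjusted p = 0.0217) and Sirpa by 0.76 (adjusted p = 0.0887). Genes not named by the paper with the largest changes were Ftl2 (5.96), Ccl8 (4.54), Retnla (4.20), Gdpd3 (3.84) and Lyz1 (2.98). Lower were Klk1b5 (−4.02), Klk1b11 (−3.02), Mucl1 (−2.74), Scgb2b26 (−2.63) and Spt1 (−2.52), which are secretory genes of other cells. The share of 10 acinar secretory genes in the UMIs of immune-like cells was set against the share of acinar-like cells in the gland, and likewise for basal-like cells, in 6 correlations with permutation tests. For immune-like cells of 24 glands, Pearson's r was 0.784 (p = 2e-05, adjusted p = 0.00012) and Spearman's rho 0.767 (p = 6e-05, adjusted p = 0.00036), and r was 0.759 without the 2 glands farthest from the median share. Within the 10 control glands r was 0.833 (permutation p = 0.00226, adjusted p = 0.00452; rho 0.733, p = 0.0206; 0.797 without the 2 farthest). Within the 14 double-mutant glands it was 0.776 (permutation p = 0.00152, adjusted p = 0.00452; rho 0.749, p = 0.003) and 0.49 without the 2 farthest.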

In summary, our results suggest that the immune landscape in this Wnt-dependent salivary gland tumor model is dominated by myeloid cells and TAMs, accompanied by a small population of tumor-associated B plasma cells. 

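Among the immune-like cells of each gland with at least 10 of them (16 double-mutant and 12 control glands), tissue-remodeling-like cells made up 6.78% ± 7.02 (SD) in double-mutant and 2.01% ± 2.65 in control glands (two-sided permutation test, p = 0.0215, BH-adjusted p = 0.0349 over 4 subsets). Interferon-activated-like cells made up 5.68% ± 4.03 and 2.48% ± 2.8 (permutation p = 0.0262, adjusted p = 0.0349), and inflammatory-like cells 1.43% ± 1.54 and 0.107% ± 0.370 (p = 0.00377, adjusted p = 0.0151). Proliferating-like cells made up 3.75% ± 4.37 and 2.08% ± 3.18 (permutation p = 0.294). Double-mutant glands above the control mean numbered 10, 12, 11 and 9 of 16. Permuted within batches, the p was 0.0758 for tissue-remodeling-like, 0.0249 for interferon-activated-like, 0.00694 for inflammatory-like and 0.573 for proliferating-like cells (exact permutation tests, adjusted p = 0.101, 0.0498, 0.0278 and 0.573). The binomial mixed model gave the highest p for interferon-activated-like cells (log-odds 0.392, p = 0.114).

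**Figure D5:**
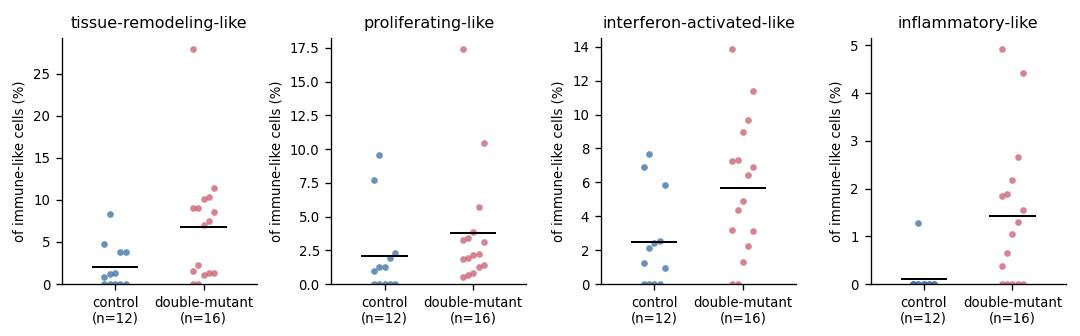
Share of the 4 named subsets (percent of the immune-like cells of the gland) in control (n = 12) and double-mutant (n = 16) glands, Drop-seq and CITE-seq together; each point is a gland and the black line the mean. Inflammatory-like cells are absent from most control glands.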

Consistent with the aggressive nature of these tumors, infiltration by inflammatory T cells seemed low^51^ with T/NK mostly corresponding to tissue-resident cells. 

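Over all 30 glands of the joint clustering, immune-like cells made up 18.5% ± 10.7 (SD, n = 16) of the cells of double-mutant and 6.64% ± 4.95 (SD, n = 14) of those of control glands (two-sided permutation test, p = 0.00079). T/NK-like cells made up 12.5% and 14.7% of the cells of the CITE-seq double-mutant glands, and 9.52% and 4.67% of those of the CITE-seq control glands.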

Our data support the newly emerging concept that TAMs exhibit a wide and continuous spectrum of functional and differentiation states^20,52^ rather than conforming to a defined polarizing tumor-supporting vs. tumor-suppressing model.

**Fig. 3:**
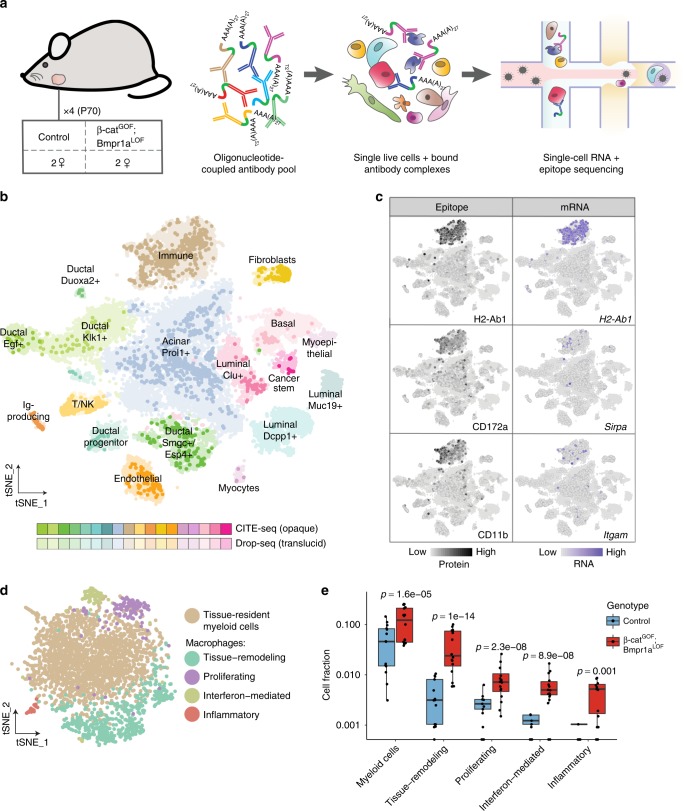
Combined mRNA and epitope profiling from single cells resolves immune cell diversity in the tumor microenvironment. **a** Overview of cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) experiments (*n* = 4). Single live cells were prepared as described earlier. A pool of 63 oligonucleotide-coupled antibodies was incubated with the cell suspension from one submandibular gland, washed and further processed by Drop-seq. The oligonucleotides contain an antibody-specific barcode, a PCR handle and are polyadenylated for capture by the Drop-seq primer beads. **b** mRNA-based clustering of all single-cell datasets. Cells from the CITE-seq experiments are highlighted (opaque colors) over those from previous ‘Drop-seq only’ transcriptome datasets (translucid colors). **c** Epitope and mRNA signals in cells from CITE-seq experiments for selected immune-specific markers. **d** Subclustering of the immune cluster (shown in **b**) identifies 4 macrophage subpopulations. **e** Contributions of cells from control or double-mutant samples to immune subpopulations. *P*-values from mixed effects binomial model using 3207 cells in 30 samples. Boxes span the 25th to the 75th percentile, whiskers 1.5 times the interquartile range.

### Subclustering reveals two subpopulations of cancer stem and basal cells

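Basal-like cells from all glands except B9T90R4F, and CSC-like cells of double-mutant glands except B9T90R4F, were clustered again as in the paper (1000 variable genes, 10 principal components). That library was left out by the authors for its high share of ribosomal transcripts, and its median cell held 12.7% of such UMIs against 1.24% to 9.77% in the other glands. The keratins Krt14, Krt5, Krt8 and Krt18 and the EMT and Wnt genes that the paper reports for the sub-clusters were held out. CSC-like cells formed a CSC 1-like (173 cells) and a CSC 2-like cluster (58 cells). Basal-like cells formed a basal tumor-like (552) and a basal normal-like cluster (540), and 57 cells led by Klk1b genes stayed unnamed.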

Since our data indicated heterogeneity within tumor-specific cells (Fig. 2b, c), we selected basal cells and CSC-like cells for subclustering (Fig. 4a), which showed that each of the two clusters consists of two distinct subpopulations. 

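CSC 1-like and CSC 2-like cells were compared in the summed UMIs of 10 and 4 glands with at least 5 such cells, with the number of cells as covariate, and 13 of 202 genes had an adjusted p under 0.05 (3 higher and 10 lower in CSC 1). This fit does not take into account that both populations come from the same glands. Both were also formed by clustering the same cells, so the p-values of genes not held out follow in part from the clustering. With the gland as a block 6 genes were called, only 1 of them among the 13. With the paper's filter on genes in at least 5% of cells, which moved the number most, 75 were called. Under that filter, Krt14 had a log2 fold change of 4.12 (standard error 1.02, adjusted p = 0.00921), Krt5 of 3.73 (1.06, adjusted p = 0.0377) and Dkk4 of 2.71 (0.78, adjusted p = 0.0422). Krt18 (−1.34, adjusted p = 0.0881), Krt8 (−1.44, adjusted p = 0.0761), Bmp2 (1.68, adjusted p = 0.148) and Bmp4 (1.02, adjusted p = 0.402) did not reach an adjusted p of 0.05 in edgeR. With the gland as a block the directions were the same, but of these 7 genes only Krt18 had an adjusted p under 0.05. In the 4 glands with both populations, Krt14 fell from 6.80 to 0.234 UMIs per 10000 from CSC 1 to CSC 2, Krt5 from 6.68 to 0.0826, Bmp2 from 7.45 to 1.22, Bmp4 from 11.3 to 2.47 and Dkk4 from 7.55 to 0.564, while Krt18 rose from 7.47 to 30.2 and Krt8 from 3.06 to 15.3 (exact sign-flip permutation tests cannot go below p = 0.13 with 4 glands). Bmp2, Bmp4 and Dkk4 are among the markers of the CSC-like cluster as a whole, but were held out of the sub-clustering.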

Inspection of the top marker genes (Fig. 4b; Supplementary Fig. 9a) revealed that the CSC 1 subpopulation exhibited more basal-like (*K14 *+ /*K5*+) Wnt-high (*Bmp2*, *Bmp4*, *Dkk4*+) whereas CSC 2 rather luminal-like (*K18*+) features. Moreover, we were able to distinguish the tumor-specific basal cell subset (‘basal tumor’) from the ‘normal’ one (‘basal normal’), as illustrated by projecting the subclustered cell populations back onto the original tSNE coordinates from the clustering of all samples (Supplementary Fig. 9c).

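Basal tumor-like cells came almost wholly from double-mutant glands, with 526 of 552 cells. The basal tumor-like cluster was led by Wif1, Timp3, Syn3 and Cxcl14, and the basal normal-like cluster by Esp18, Smoc2 and Ucma. The median cell held 600.5 and 831.5 UMIs.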

**Fig. 4:**
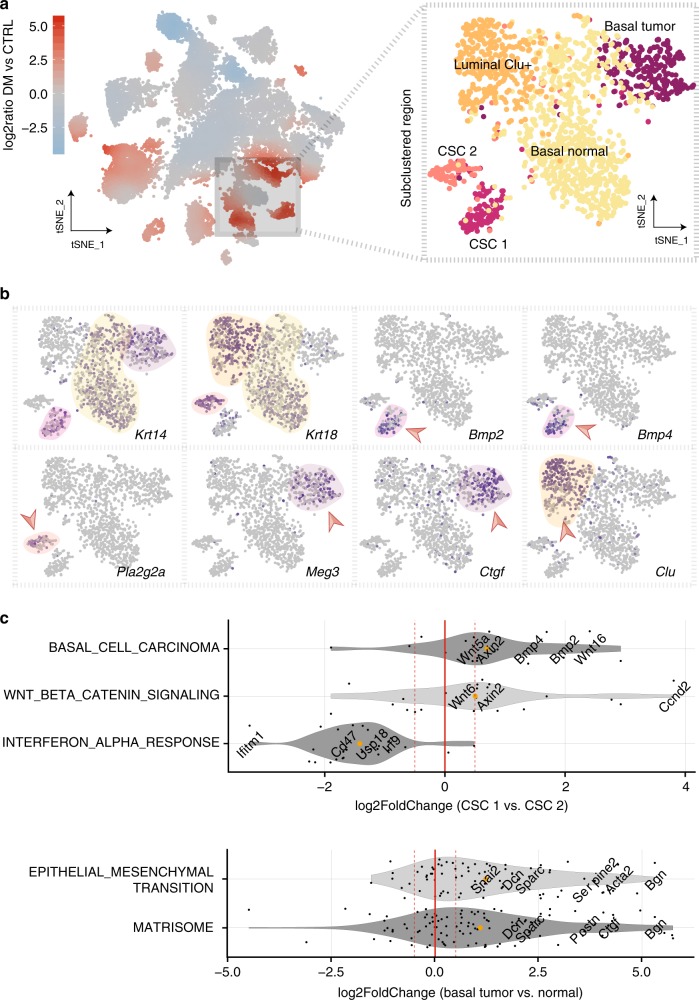
Subclustering reveals additional heterogeneity in cancer stem cell-like and basal cells. **a** Subclustering of the tumor-specific epithelial subset identifies two cancer stem cell-like (‘CSC 1’ and ‘CSC 2’) and two basal cell (‘basal normal’ and ‘basal tumor’) subpopulations. **b** Expression of several genes in the subclustered tumor-specific tSNE representation as indicated by a color scale ranging from gray (no expression) to dark blue (high expression) with regions of high expression highlighted. **c** Gene set enrichment analysis on differentially expressed genes between CSC-like or basal subclusters, respectively. Shown are log2 fold changes for all genes per pathway expressed in at least 5% of cells, with selected genes highlighted. Orange dots indicate the pathway mean, dashed lines the cutoff set on the pathway mean.

To functionally characterize these differences, we performed differential expression and subsequent pathway analyses between the respective pairs of CSC-like and basal subpopulations (Fig. 4c). This confirmed our initial observation in CSC-like cells as terms related to Wnt/β-catenin signaling and basal cell carcinoma were most significantly enriched in the ‘CSC 1’ compared to the ‘CSC 2’ subcluster. 

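Between basal tumor-like cells (13 glands) and basal normal-like cells (19 glands), 166 of 584 genes had an adjusted p under 0.05 (96 higher and 70 lower in basal tumor-like cells). These sub-clusters were formed from the same cells by genes that were not held out. The p-values of such genes thus follow in part from the clustering. Ece1, for example, is among the leading genes of the basal tumor-like cluster. Among genes that the paper does not name, Ece1 (3.19, standard error 0.39, adjusted p = 2.67e-08), Sostdc1 (2.85) and Sgk1 (2.79) had the largest log2 fold changes upward. Scgb2b26 (−3.23), 2310057J18Rik (−2.79), Scgb1b27 (−2.59), Scgb2b27 (−2.50) and Spt1 (−2.32), secretory transcripts of acinar cells, had the largest downward. The 10 acinar secretory genes together had 1583 UMIs per 10000 in basal normal-like and 356 in basal tumor-like cells (means over glands). Free RNA was not removed from either. Across 21 glands, their share in the UMIs of basal-like cells correlated with the share of acinar-like cells in the gland (Pearson r = 0.548, permutation p = 0.00974, adjusted p = 0.0146; rho = 0.631, p = 0.00266; r = 0.448 without the 2 farthest glands). Within the 8 control glands r was 0.53 (exact permutation p = 0.178) and −0.172 without the 2 farthest, and within the 13 double-mutant glands 0.527 (permutation p = 0.0635) and 0.793 without them. In CSC 1-like against CSC 2-like cells, Ly6e (−1.41, standard error 0.37, adjusted p = 0.0281) and Epcam (−1.11, standard error 0.30, adjusted p = 0.0291) were lower, and Ifitm1 was lower under the 5% filter (−2.39, adjusted p = 0.0096). With the gland as a block all 3 were still lower, but none had an adjusted p under 0.05. In these glands Irf9 had 10 UMIs, none of them in CSC 2-like cells, and 67.7 CPM in CSC 1-like cells, at least a 1.19-fold difference against a floor of 3 counts. The pathway collections that the authors tested with GAGE were not used here, and shorter lists took their place. The EMT, Wnt and stemness lists hold genes named in the paper, and the glycolysis and oxidative phosphorylation lists hold common genes of these pathways, chosen without reference to the paper. The value of a list was the sum of the UMIs of its genes per 10000, averaged over glands, so abundant genes weigh most.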

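The Wnt genes highlighted in Fig. 4c (Axin2, Wnt5a, Wnt6 and Wnt16) together had 12.7 UMIs per 10000 in CSC 1-like cells (10 glands) and 7.3 in CSC 2-like cells (4 glands). In the 4 glands with both populations their sum fell from 18.3 to 7.3, in 4 of 4 glands (two-sided exact sign-flip permutation test, p = 0.13, the smallest p possible). Taken one by one under the 5% filter, Axin2 had a log2 fold change of 0.58 (adjusted p = 0.78), Wnt5a of 0.46 (adjusted p = 0.866), Wnt16 of 3.11 (adjusted p = 0.117) and Wnt6 of −0.21 (adjusted p = 0.949) between CSC 1-like and CSC 2-like cells. Without the gland B13T40R6F, that of Axin2 was −0.23. Wif1, with 1.1 (adjusted p = 0.284), did not differ beyond the spread between glands.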

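The 5 EMT-related genes that the paper names (Snai2, Sparc, Serpine2, Acta2 and Bgn) together had 15.4 UMIs per 10000 in basal tumor-like and 4.01 in basal normal-like cells. In the 10 double-mutant glands with both populations their sum rose from 4.18 to 15.4, in 9 of 10 glands (two-sided exact sign-flip permutation test, p = 0.00586, BH-adjusted p = 0.0137). The genotypes were also compared in all basal-like cells, without sub-clusters, over 13 double-mutant and 8 control glands. Of 1284 genes, 128 had an adjusted p under 0.05 (115 higher and 13 lower). Postn rose by 5.29 (standard error 0.82, adjusted p = 0.000271), Krt6a by 4.14, Gsn by 3.73 and Ece1 by 3.59 on the log2 scale. Ucma (−2.77), Rpl29 (−1.24), Ptn (−1.15) and Cxadr (−1.0) were lower.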

When comparing the two basal subpopulations, we found that the main systematic differences were linked to extracellular matrix (ECM) proteins or epithelial-to-mesenchymal transition (EMT) signatures, which were strongly upregulated in the tumor-specific basal subset. Specifically, we observed a more than two-fold upregulation of the EMT master regulator *Snai2* and strong induction of other characteristic genes such as *Serpine2*, *Sparc*, *Acta2*, *S100a6* or the TGF-β modulator *Bgn*^53^ (Fig. 4c, Supplementary Fig. 9, Supplementary Data 1, Supplementary Fig. 10), while many other canonical EMT markers such as *Zeb1/2*, *Twist1/2*, *Fn1* or *Cdh2* were insufficiently detected in our data to be tested for differential expression. 

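Between basal tumor-like and basal normal-like cells, Snai2 had 125 ± 121 (SD, 13 glands) and 91.7 ± 87.4 (SD, 19 glands) CPM, a log2 fold change of 0.04 (standard error 0.39, adjusted p = 0.966 from edgeR with the 5% filter). It had a UMI in 8.56% of basal tumor-like cells (median 585.5 UMIs) and in 7.96% of basal normal-like cells (831.5). Sparc rose by 1.58 (standard error 0.29, adjusted p = 5.53e-05), and 12 of 13 basal tumor sums lay above the mean of the basal normal ones. S100a6 rose by 1.90 (standard error 0.28, adjusted p = 1.36e-06, 13 of 13). Under the 5% filter, Serpine2 rose by 2.61 (standard error 0.51, adjusted p = 5.99e-05), Acta2 by 4.30 (0.50, 9.67e-11) and Bgn by 4.76 (0.51, 5.46e-12). In all basal-like cells between genotypes, the log2 fold changes were 0.13 for Snai2 (adjusted p = 0.897), 1.10 for Sparc (adjusted p = 0.0635), 4.46 for Acta2 (adjusted p = 0.000688), 1.70 for S100a6 (adjusted p = 0.00162) and, without the filter on low counts, 2.36 for Serpine2 (adjusted p = 0.00311). Bgn had no UMI in basal-like cells of control glands and 157 CPM in double-mutant glands, at least a 22.1-fold difference against a floor of 3 counts. Zeb1 (2 UMIs), Zeb2 (9), Fn1 (21) and Cdh2 (1) were too rarely seen in both populations together to be tested after filtering, and no UMI of Twist1 or Twist2 was counted.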

To make our data easily accessible, we created a resource, which allows to access and interrogate our single-cell data for any gene of interest interactively via a web-based online tool (https://shiny.mdc-berlin.de/sc_msga/).

### Computational lineage analyses reconstruct tumorigenesis

We further investigated to what extent tumor-specific cells were connected to one another and contributed to the tumorigenesis in our genetic model. We chose a diffusion map approach, which embeds data in low-dimensional space where distances between cells represent a gradual but stochastic continuation such as during developmental processes^54^. Together with pseudotemporal ordering, this analysis allowed us to predict a differentiation trajectory for tumorigenesis (Fig. 5a, Supplementary Fig 11a). In agreement with our model, in which tumors are induced by activation of *β-catenin* and *Bmpr1a* mutations via the basal-specific *K14-cre* promoter^16,17^, we find that this trajectory initiates in basal tumor cells, further proceeds through the two CSC-like subpopulations, and ends in the luminal Clu+ cell cluster with continuous transitions in between (Fig. 5a, b). 

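A diffusion map and pseudotime were computed for the 1002 basal tumor-like, CSC 1-like, CSC 2-like and luminal Clu+-like cells of double-mutant glands (10 principal components, 15 nearest neighbors, 10 diffusion components), starting from the basal tumor-like cell with the most extreme first component. The start was thus set by the cell type and not found from the data. The median pseudotime was 0.497 in basal tumor-like (526 cells), 0.604 in luminal Clu+-like (245), 0.648 in CSC 1-like (173) and 0.814 in CSC 2-like cells (58). The quartiles of the basal tumor-like cells lay between 0.394 and 0.549, that of luminal Clu+-like cells between 0.577 and 0.630, that of CSC 1-like cells between 0.591 and 0.712 and that of CSC 2-like cells between 0.691 and 0.916. Luminal Clu+-like cells lay before CSC 2-like cells and apart from them on the second component, with a median of −1.01 against 1.94. The definition of cells moved the order most: with B9T90R4F included the medians of CSC 1-like and luminal Clu+-like cells were 0.605 and 0.608, and with cells typed by marker scores 0.388 and 0.467. With 50 neighbors they were 0.725 and 0.681, and with no gene held out 0.562 and 0.523. From the order along the trajectory, the K14-Cre-dependence of the mutations and the timing of early and late samples, the paper hypothesizes that tumorigenesis starts in basal cells and passes through the CSC-like cells to luminal-like cells, and it states that the direction of the trajectory is not settled.

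**Figure D6:**
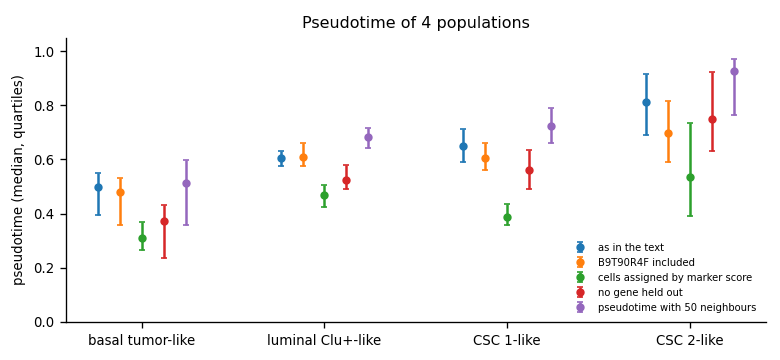
Pseudotime of the 4 populations under 5 settings; points are medians over cells and bars span the quartiles. Luminal Clu+-like cells lie between basal tumor-like and CSC 2-like cells in all settings, and on either side of CSC 1-like cells.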

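Diffusion pseudotime was also computed separately in the 8 double-mutant glands with at least 30 of these cells and at least 3 basal tumor-like cells, and compared with the pseudotime over all glands. Fewer neighbors were used there, and the variable genes and the starting cell were chosen anew in each gland. The correlation across the cells of the gland was 0.811 in B11T40R2F, 0.803 in B13T40R6F, 0.715 in B11T90R5F, 0.577 in B11T40R1M, 0.539 in B8T90R3F, 0.523 in both B8T90R2M and B13T40R5M, and −0.275 in B12T90R6M. Cells are not independent replicates, so no p-value is given. The pseudotime over all glands was also split by gland, which gives no separate replication of the order. In 1 of the 8 glands (B8T90R2M), the median of luminal Clu+-like cells in it lay after that of CSC 1-like cells (0.599 and 0.596). Without CSC-like cells, the median was 0.417 for basal tumor-like and 0.619 for luminal Clu+-like cells.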

We show that this trajectory is robust and reproducible across individual double-mutant tumor samples (Supplementary Fig. 11b) and that removal of CSC-like cells from the analysis still predicts the tumorigenesis path although disrupting cell connectivity (Supplementary Fig. 11c).

**Fig. 5:**
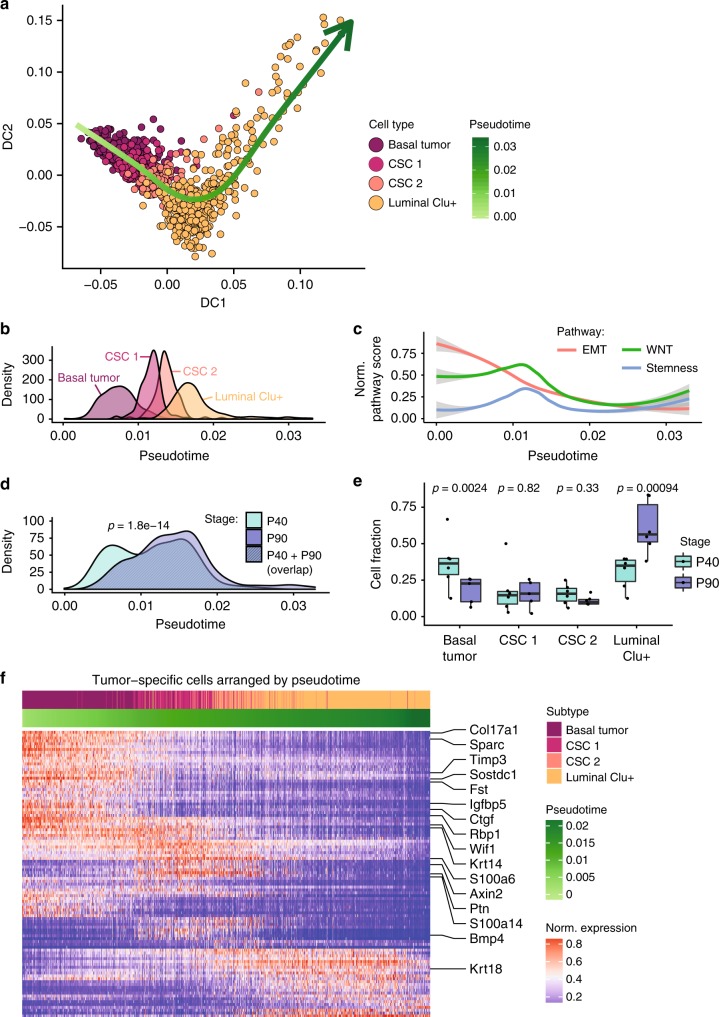
Computational lineage modeling allows to infer a robust trajectory of tumorigenesis. **a** Diffusion map of tumor-specific epithelial cell populations together with inferred trajectory obtained by smoothing diffusion coordinates over pseudotime. **b** Density plot of cells from the different subpopulations along pseudotime. **c** Normalized EMT, Wnt and stemness^64^ pathway scores, smoothed over pseudotime using LOESS regression (gray shading indicates 95% confidence intervals). **d** Density plot of cells from double-mutant P40 and P90 samples with ≥5 cells in the 4 subpopulations along pseudotime. *P*-value from linear model using 855 cells in 12 samples. **e** Proportions of the subpopulations from the same samples according to stage (*P*-values from binomial mixed effects model). Boxes span the 25th to 75th percentile, whiskers 1.5 times the interquartile range. **f** Heatmap of SAVER-imputed gene expression for the top 100 differential genes between the 4 subpopulations (top 16 are highlighted).

To validate this trajectory, we made use of the different time points (P40 and P90) at which we collected samples and monitored the contributions of tumor-specific cells pooled by stage (Fig. 5d, e; Supplementary Fig. 12) instead of cell type. 

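Pseudotime was averaged over the cells of each double-mutant gland with at least 5 cells in the 4 populations. There were 6 such glands at P40 and 5 at P90, with 17 to 251 cells each and 996 cells in all. The mean was 0.533 ± 0.0633 (SD, n = 6) at P40 and 0.580 ± 0.0400 (SD, n = 5) at P90, a difference of 0.0471 (two-sided exact permutation test over 462 arrangements, p = 0.186, BH-adjusted p = 0.310 over 5 comparisons), and 5 of 5 glands at P90 lay above the P40 mean. A linear model that takes every cell as a replicate, as in the paper, gave the lowest p, with a difference of 0.0502 (p = 3.6e-07). With the gland as random effect in a linear mixed model, the p was 0.179.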

In agreement with our model, we found that the number of cells from the early P40 tumor stage was significantly increased at the initial phase of tumorigenesis compared to that from the late P90 one, while the reverse was true at a more advanced phase. Stage-specific quantification of tumor-specific cells showed that although relative proportions of both CSC-like populations were similar, basal tumor and luminal Clu + cells were, in fact, significantly more and significantly less abundant in P40 cells than in P90 cells, respectively (Fig. 5e).

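Among the cells of the 4 populations, basal tumor-like cells made up 59.2% ± 13.7 (SD, n = 6 glands) at P40 and 44.1% ± 10.8 (SD, n = 5 glands) at P90 (two-sided exact permutation test, p = 0.0823, BH-adjusted p = 0.206). All 5 glands at P90 lay below the P40 mean and 1 below every gland at P40. Luminal Clu+-like cells made up 18.2% ± 12.1 and 31.7% ± 9.5 (exact permutation test, p = 0.0823, adjusted p = 0.206), with 5 of 5 glands at P90 above the P40 mean. CSC 1-like cells made up 17.1% ± 7.40 and 18.8% ± 2.03 (exact permutation p = 0.610) and CSC 2-like cells 5.55% ± 3.87 and 5.46% ± 3.50 (p = 0.968). The paper's binomial mixed model gave log-odds of −0.528 for basal tumor-like (p = 0.0895) and 0.529 for luminal Clu+-like cells (p = 0.092). Batches B11, B12 and B13 held glands of both stages. In B12, basal tumor-like cells made up 54.2% at P40 and 42.4% at P90, and B13 held no gland at P90 with enough cells. In B11 they made up 77.3% in B11T40R2F, 66.1% in B11T40R1M and 49.8% in B11T90R5F, but the sex genes of the last 2 go against their labels, so that their stages are uncertain too and B11 gives no sure comparison of stages. Without these 2 glands, the share of basal tumor-like cells at P90 and P40 differed by −15.2 percentage points (exact permutation p = 0.159).

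**Figure D7:**
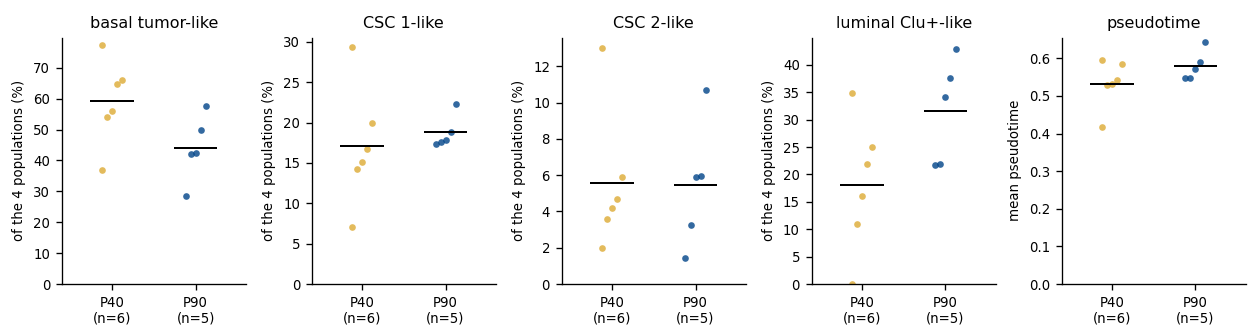
Share of each of the 4 populations (percent of the cells of the gland in them) and mean pseudotime in double-mutant glands at P40 (n = 6) and P90 (n = 5); each point is a gland and the black line the mean. All 5 glands at P90 lie below the P40 mean for basal tumor-like and above it for luminal Clu+-like cells, with overlap between the stages.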

To study potential changes in global expression dynamics along the trajectory, we took the most differentially expressed genes between the four subpopulations and ordered their expression by pseudotime (Fig. 5f, Supplementary Fig 13). 

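Expression along the trajectory was read as UMIs per 10000 in the summed cells of each population per double-mutant gland, so that glands could be compared in pairs. A mean over glands with at least 5 cells was available for 11 glands with basal tumor-like, 10 with CSC 1-like, 4 with CSC 2-like and 10 with luminal Clu+-like cells. Between CSC 1-like and basal tumor-like cells, 90 of 313 genes had an adjusted p under 0.05 from edgeR (39 higher and 51 lower in CSC 1-like cells). Among genes the paper does not name, Rn7sk (3.82) and Glul (2.86, standard error 0.48, adjusted p = 7.25e-05) were higher in CSC 1-like cells. Sostdc1 (−4.89), Ly6d (−3.94), Fst (−3.51) and Ly6a (−3.47) were lower. The gland as a block moved this number most as a ratio, to 4 genes, all among the 90. Most calls of this step thus do not hold when the shared glands are taken into account. Both populations were also formed by clustering the same cells, so the p-values of genes not held out follow in part from it. Unless stated otherwise, edgeR values of single genes for this step, here and below, come from the fit without the block.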

The results replicated the differential expression analyses summarized in Fig. 4c, and showed that we could additionally capture more subtle differences for individual genes for which the expression changed as a function of the tumor progression. We found that EMT-related genes such as *Ctgf*^55^ and *Sparc*^56,57^ were first activated in basal tumor cells, and that their expression extended and decreased within the cell population (*Ctgf*) itself or throughout both CSC-like subpopulations (*Sparc*) as tumorigenesis proceeded (Fig. 5f, Supplementary Fig. 13). 

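Ctgf rose from 2.37 to 8.34 UMIs per 10000 from basal normal-like to basal tumor-like cells, in 10 of 10 double-mutant glands with both (two-sided exact sign-flip permutation test, p = 0.00195, the smallest p possible, BH-adjusted p = 0.0169). It fell to 0.0361 in CSC 1-like cells, in 10 of 10 glands. The log2 fold changes were 3.27 from basal normal-like to basal tumor-like (standard error 0.42, adjusted p = 6.45e-08) and −6.04 from basal tumor-like to CSC 1-like cells (standard error 0.78, adjusted p = 2.63e-06). Ctgf had a UMI in 33.1% of basal tumor-like, 0.578% of CSC 1-like, 1.72% of CSC 2-like and 6.94% of luminal Clu+-like cells (median 585.5, 688, 1134.5 and 899 UMIs). Sparc rose from 3.29 to 8.39, in 8 of 10 glands (exact p = 0.0469, adjusted p = 0.108). It fell to 3.64 in CSC 1-like cells, in 7 of 10 glands (exact sign-flip permutation test, p = 0.0176, adjusted p = 0.0343), and from 3.65 to 0.33 in CSC 2-like cells of 4 glands. Its log2 fold change from basal tumor-like to CSC 1-like cells was −0.56 (adjusted p = 0.474), and with the gland as a block it was 1.36, in the other direction.

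**Figure D8:**
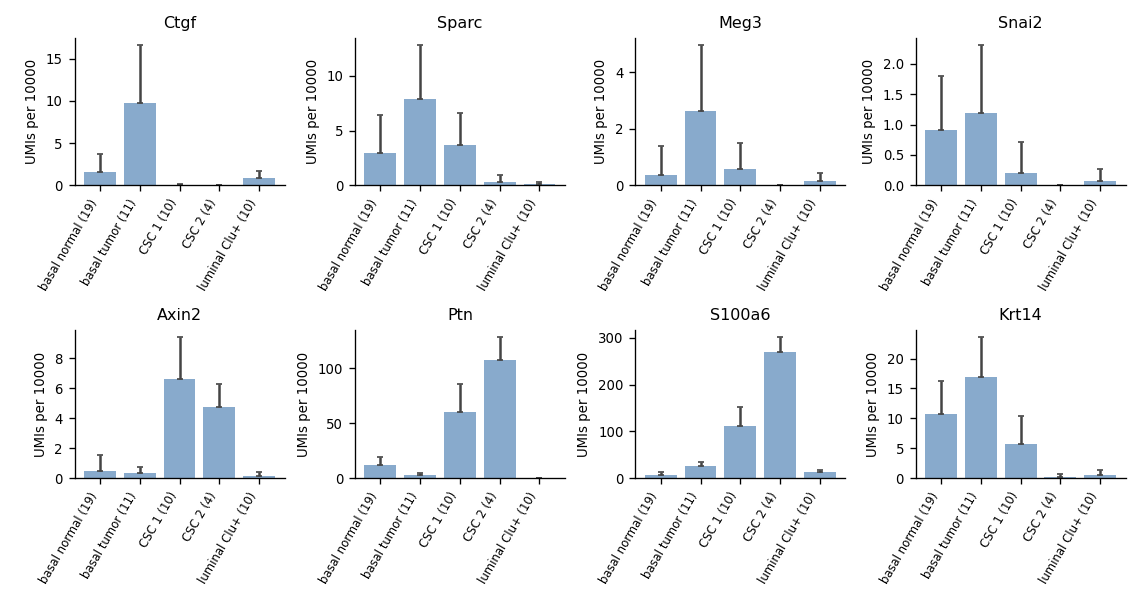
Mean UMIs per 10000 of 8 genes in basal normal-like (19 glands), basal tumor-like (11), CSC 1-like (10), CSC 2-like (4) and luminal Clu+-like cells (10); bars are means over glands and error bars 1 SD upward. Ctgf and Sparc peak in basal tumor-like cells.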

A similar pattern was observed for *Meg3*, a long non-coding RNA previously found to regulate EMT^58^ as well as the Wnt/β-catenin and p53 pathways^59,60^.

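Meg3 rose from 0.692 to 2.9 UMIs per 10000 from basal normal-like to basal tumor-like cells, in 8 of 10 glands (two-sided exact sign-flip permutation test, p = 0.0117, BH-adjusted p = 0.0457), and fell to 0.564 in CSC 1-like cells. The log2 fold change from basal tumor-like to CSC 1-like cells was −0.98 under the 5% filter (standard error 0.64, adjusted p = 0.382). In all basal-like cells, Meg3 had no UMI in control glands and 214 CPM in double-mutant glands, at least a 30.1-fold difference against a floor of 3 counts. In CSC 2-like cells no Meg3 UMI was counted.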

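From basal tumor-like to CSC 1-like cells, Ptn rose from 2.85 to 60.4 UMIs per 10000, S100a6 from 27.3 to 112, S100a14 from 1.21 to 7.44 and Axin2 from 0.375 to 6.63, each in 10 of 10 glands (two-sided exact sign-flip permutation tests, BH-adjusted p = 0.00952). The log2 fold change was 5.31 for Ptn (standard error 0.41, adjusted p = 1.28e-09), 2.47 for S100a6, 3.54 for S100a14 and 5.00 for Axin2 (standard error 0.50, adjusted p = 1.07e-07). Bmp4 had no UMI in the basal tumor-like cells of these glands and 796 CPM in CSC 1-like cells, at least a 104-fold difference against a floor of 3 counts. Bmp4 and S100a14 named the CSC-like cluster, so their rise into CSC 1-like cells follows in part from the naming. From CSC 1-like to CSC 2-like cells, in 4 glands, Ptn went from 71.0 to 107, S100a6 from 120 to 270.4 and S100a14 from 8.84 to 7.97, whereas Axin2 went from 8.29 to 4.76, lower in 3 of 4. Of these genes, only S100a6 had an adjusted p under 0.05 between both (−1.58 on the log2 scale for CSC 1 against CSC 2, standard error 0.38, adjusted p = 0.0162), and with the gland as a block none had. Axin2 had a UMI in 39.3% of CSC 1-like and 36.2% of CSC 2-like cells, and Bmp4 in 35.8% and 25.9%. In luminal Clu+-like cells Axin2 had a UMI in 1.22% and Bmp4 in 0 of 245, which allows a UMI to be seen in up to 1.22% of such cells at this depth (median 899 UMIs) and sets no limit to the cells that express it.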

While several genes (e.g., *Ptn*, *S100a6*, *S100a14*) were expressed in a more ubiquitous manner in CSC-like cells, Wnt target genes such as *Axin2* and *Bmp4* were specifically switched on in the CSC 1 subpopulation and continued to be only mildly expressed and subsequently inactivated in CSC 2 (Supplementary Fig. 13). However, in the latter, increased expression of the transcriptional regulators *Nupr1* and *Elf3* could be detected, both genes with known functions in epithelial cell differentiation and tumorigenesis^61,62^. 

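Elf3 rose from 0.498 to 6.95 UMIs per 10000 from CSC 1-like to CSC 2-like cells, in 4 of 4 glands (two-sided exact sign-flip permutation test, p = 0.13, the smallest p possible), and had a UMI in 10.4% and 55.2% of the cells (median 688 and 1134.5 UMIs). Its log2 fold change for CSC 1 against CSC 2 was −1.81 under the 5% filter (standard error 0.60, adjusted p = 0.099). Nupr1 rose from 14.1 to 21.2 in the same 4 glands and had a UMI in 38.7% and 70.7% of the cells. Over all glands its log2 fold change was −0.15 (standard error 0.41, adjusted p = 0.86), and its direction changed with the 5% filter (0.20) and without B11T90R5F (0.0012) or B13T40R6F (0.017). Nupr1 is also among the markers that named luminal Clu+-like cells, in which it had a UMI in 64.1%.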

Finally, *Clu*, and *Wfdc18*, which we identified as being specific to luminal Clu+ cells (Fig. 2), were expressed at a later stage towards the end of our inferred trajectory. 

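Clu went from 2.20 to 75.9 UMIs per 10000 from CSC 1-like to luminal Clu+-like cells in 9 glands, and from 0.316 to 92.7 from CSC 2-like cells in 4 glands. Wfdc18 went from 40.6 to 697 and from 15.9 to 584 in the same pairs. Both genes named the luminal Clu+-like cluster, so these steps hold by construction. Elf3 fell from 6.95 to 2.34 and Ptn from 107 to 0.249 from CSC 2-like to luminal Clu+-like cells.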

Validating previously proposed associations between EMT, Wnt signaling and stemness^63^, we found that gradual loss of the EMT expression signature correlated with activation of Wnt signaling and induction of known CSC marker genes in head and neck squamous cell carcinoma^64^ (Fig. 5c). Moreover, by inspecting differential pathways with mean log2 fold changes below the cutoff imposed in Fig. 4c, we identified dysregulated metabolic signatures suggesting that activation of the EMT program in basal tumor cells is accompanied by metabolic reprogramming from oxidative phosphorylation towards glycolysis (Supplementary Fig. 14). Together, our results show that our approach can identify specific genes and expression patterns potentially regulating and driving tumorigenesis.

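From basal tumor-like to CSC 1-like cells, the sum of the EMT genes fell from 15.9 to 4.28 UMIs per 10000, in 9 of 10 glands (two-sided exact sign-flip permutation test, p = 0.00391). That of the Wnt genes rose from 1.76 to 12.7, in 10 of 10. The sum of the stemness genes of the Methods, with Aldh1a read as Aldh1a1, Aldh1a2 and Aldh1a3 (15 of 16 genes found), rose from 4.12 to 13.4, in 10 of 10 glands. Without Bmp4, which is on that list and named the CSC-like cluster, it rose from 4.12 to 5.45, in 7 of 10 glands (exact p = 0.15). In CSC 2-like cells, in 4 glands, the EMT sum fell from 4.23 to 0.413 and the stemness sum from 16.6 to 9.42. Without Bmp4 the stemness sum went from 5.28 to 6.95 in these glands, higher in 2 and lower in 2, so the fall came from Bmp4. In luminal Clu+-like cells the EMT genes together had 0.417, the Wnt genes 0.131 and the stemness genes 2.52. From basal normal-like to basal tumor-like cells, the stemness sum rose from 1.92 to 4.37 in 10 of 10 glands. The Wnt sum rose from 1.44 to 1.79 (exact sign-flip permutation p = 0.355).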

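The sets of genes that the paper scored were not used here, and common genes of the pathways, which the paper does not list, were taken in their place. The 16 glycolysis genes together had 13.6 UMIs per 10000 in basal normal-like and 18.4 in basal tumor-like cells of 10 double-mutant glands, higher in 9 (two-sided exact sign-flip permutation test, p = 0.0332, BH-adjusted p = 0.0581). The 72 genes of oxidative phosphorylation went from 158 to 178, higher in 7 of 10 glands (exact p = 0.201). With the cells of all glands pooled, control glands included, they had 179 in basal normal-like and 171 in basal tumor-like cells. Their direction thus depends on how cells are summed. From basal tumor-like to CSC 1-like cells, glycolysis genes fell from 19.1 to 14.6, in 8 of 10 glands (exact p = 0.0234, adjusted p = 0.041), and genes of oxidative phosphorylation went from 172 to 177 (p = 0.609). From CSC 1-like to CSC 2-like cells, oxidative phosphorylation rose from 159 to 219, in 4 of 4 glands, and glycolysis went from 14.6 to 12.6. Luminal Clu+-like cells had sums of 16.5 and 167 for the 2 lists.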

## Discussion

In this study, we created a high-resolution salivary gland cell atlas and systematically dissected the cellular heterogeneity in a genetically-controlled, Wnt-dependent mouse model of a solid tumor. We identified, molecularly characterized and validated cell clusters that were specific to the tumor and established their lineage relationship by uncovering the progenitor and progeny populations of CSCs.

Different from other studies involving single-cell transcriptome profiling of human biopsy samples^5–7^, we could not computationally pinpoint the tumor cells by global copy-number variation (not present in our data), nor by identifying *β-catenin* and *Bmpr1a* mutations (not detectable) or EYFP-positive cells (mRNA transcripts not sufficiently captured by our sequencing method). Instead, we leveraged the reproducibility and large sample size of our data to systematically compare cells from control and tumor-bearing tissues to reliably and robustly identify those that were specific to the tumor samples, and confirmed these results by immunostainings in tissue sections.

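EYFP, the reporter recombined by K14-Cre, had 34.2 ± 47.9 CPM (SD, n = 14) in double-mutant and 72.5 ± 41.2 (SD, n = 12) in control glands (two-sided permutation test, p = 0.0375, and exact permutation within batches, p = 0.00405). In basal-like cells it had 73.7 ± 99.7 (13 glands) and 304.4 ± 233 (8 glands; exact permutation test, p = 0.00262, and within batches p = 0.0185). EYFP had no UMI in the control gland B14W40R5M, which had 39 Cre UMIs, the most of all glands, and none in the double-mutant gland B11T90R5F. Among glands with at least 1 EYFP UMI the means were 36.8 (n = 13) and 79.1 (n = 11; permutation p = 0.0231). In control glands, EYFP had a UMI in 27.4% of basal-like cells (95% Clopper-Pearson interval 22.9 to 32.3%, median 921 UMIs), 15.0% of immune-like cells (12.3 to 18.1%, 773.5), 16.9% of acinar-like (4038) and 20.4% of endothelial-like cells (947). In double-mutant glands it had a UMI in 8.16% of CSC-like cells (5.30 to 11.9%, 740.5), 5.71% of basal-like (4.35 to 7.33%, 584), 5.54% of luminal Clu+-like (3.32 to 8.61%, 869) and 4.65% of immune-like cells (3.77 to 5.66%, 573). Scaled to the UMIs of these cells, it had 150.7, 97.7, 59.5 and 74.9 CPM in the same order. Differences between these populations were not tested. Intervals and floors here and elsewhere cover counting error only.

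**Figure D9:**
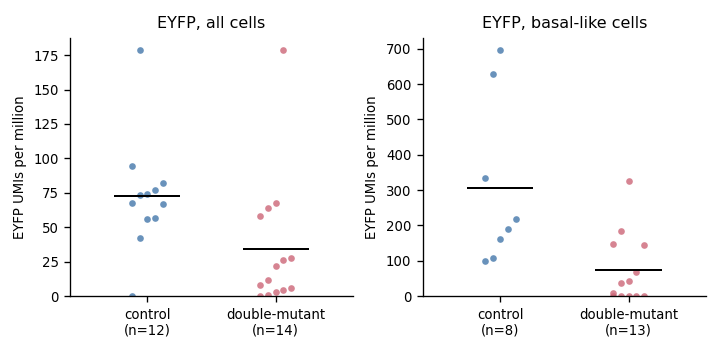
EYFP CPM in all cells (control n = 12, double-mutant n = 14) and in basal-like cells of glands with at least 10 of them (n = 8 and 13); each point is a gland and the black line the mean. In basal-like cells the means are 304.4 in control and 73.7 in double-mutant glands.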

Although only representing <1% of cells in our data, we were able to detect and extensively characterize CSC-like cells without relying on pre-defined surface markers, which often also target unrelated cells^9,13^. 

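Of the 23346 cells of the 26 glands, 295 (1.26%) were CSC-like. In the batches with both genotypes, the mean share in double-mutant glands was 7.36% in B9, 2.47% in B8, 2.28% in B13, 1.16% in B12 and 0.706% in B14. In the joint clustering with CITE-seq cells, 330 cells were CSC-like.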

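Axin2 had a UMI in 35.4% of CSC-like cells (median 740.5 UMIs) of double-mutant glands, 2.50% of basal-like cells (584), 2.00% of acinar-like cells (3625.5) and 0.20% of immune-like cells (573), a type taken as background. Bmp4 had a UMI in 31.0% of CSC-like, 7.18% of fibroblast-like (753) and 1.57% of endothelial-like cells of double-mutant glands and in 15.2% of fibroblast-like cells of control glands. Ptn had a UMI in 88.8% of CSC-like, 25.0% of fibroblast-like, 16.4% of basal-like and 1.30% of immune-like cells of double-mutant glands, and in 50.8% of basal-like cells of control glands. S100a14 had a UMI in 39.8% of CSC-like and 5.31% of basal-like cells. In whole glands, Bmp4 rose by 2.99 (standard error 0.60, adjusted p = 0.00141) and S100a14 by 3.34 (standard error 0.60, adjusted p = 0.000599) on the log2 scale from control to double-mutant glands. Bmp4 and S100a14 named the CSC-like cluster, Axin2 and Ptn did not.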

We found that Wnt target genes such as *Axin2* and *Bmp4* were exclusively activated in this small population, but also other genes with highly tumor-specific functions such as *Ptn* (promoting tumor angiogenesis^65^) and *S100a14* (involved in tumorigenesis^66^). Further investigation revealed that these CSC-like cells consist of a Wnt-high/K14+  and a luminal-like/K8+ subpopulation, also characterized by differential expression of the transcriptional regulators Nupr1 and Elf3, which are thought to promote metastasis and the induction of chemoresistance^61,62^. Further experiments will be required to functionally characterize these CSC subpopulations and to address their stemness potential. Nevertheless, it has been recognized that different stem cell types with tissue renewal capacity can reside within the same tissue, that a continuum of stem cell states may provide a higher degree of flexibility^67^, and that Wnt signaling is essential for stem and progenitor cell formation and function throughout development^10,68^. Our results indicate that the stabilizing β-catenin mutations in our mouse salivary gland SCC model trigger similar processes, as uncontrolled Wnt signaling can lead to aberrant expansion of stem cells or confer stem cell behavior, paving the way for malignant proliferation^9^.

Since the tumor in our model was driven by a K14-cre, we argued that the CSCs most likely originated from the tumor-specific basal population, characterized by an EMT expression signature. The importance of the EMT program is well established as a major mechanism for the ‘invasion-metastasis cascade’ in cancer biology^63^. With an ability to degrade and reorganize the ECM, it promotes the loss of cell-cell adhesion and the acquisition of migratory and invasive traits. In fact, EMT signatures have been observed in the tumor microenvironment^69,70^, but also in malignant cells^7^, and its critical role for the induction of a stem-like phenotype has only been recognized over the last years^12^. It has emerged that epigenetic and environmental cues can control EMT without introducing new genetic alterations, that this transition is therefore reversible, rarely fully executed under physiological or malignant conditions, and that an intermediate state between the poles of fully epithelial and mesenchymal cell identity is particularly favorable for the induction of the CSC phenotype^63,71^. Specifically, Snai2/Slug in coorporation with Sox9 have been identified as stemness- and EMT-inducing factors in the basal layer of the mammary epithelium^72^. Moreover, the activity of these transcription factors can promote the existence of transient epithelial cell populations which can convert to stem cells with long-term tissue reconstituting ability^72^, and we propose that similar mechanisms play an essential role in our system.

Further, while connections between Wnt signaling both downstream and upstream of the EMT have long been drawn^63^, we find here that genetic Wnt activation and Bmp deactivation in our model triggers EMT (presumably through Snai2) and metabolic reprogramming, before other Wnt targets, such as *Bmp2*/*4* or *Dkk2*/*4* can be detected.

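Sox9 had a mean of 4.62 UMIs per 10000 in basal normal-like, 8.21 in basal tumor-like, 5.97 in CSC 1-like, 3.65 in CSC 2-like and 7.04 in luminal Clu+-like cells. In paired glands it rose from 6.18 to 8.51 from basal normal-like to basal tumor-like cells, in 8 of 10 (two-sided exact sign-flip permutation test, p = 0.0273, BH-adjusted p = 0.0762). Snai2 went from 0.690 to 1.00 in the same step, higher in 6 glands and lower in 2 (exact p = 0.0312, adjusted p = 0.0762), and from 1.25 to 0.196 into CSC 1-like cells, lower in 8 of 10 (exact p = 0.0508). It had a UMI in 1.16% of CSC 1-like cells and in 0 of 58 CSC 2-like cells, which allows a UMI to be seen in up to 5.17% of such cells at this depth (median 1134.5 UMIs) and sets no limit to the cells that express it. Bmp2 had no UMI in basal tumor-like cells of double-mutant glands and 707.5 CPM in CSC 1-like cells, at least a 92.7-fold difference against a floor of 3 counts. Dkk4 rose from 0.0195 to 6.25 UMIs per 10000 and Dkk2 from 0.12 to 5.36 (in 9 of 10 glands), with log2 fold changes of 7.07 and 6.23. Bmp2 and Dkk4, but not Dkk2, named the CSC-like cluster, so their rise follows in part from the naming. The order in time rests on pseudotime, since stage was not compared for these genes.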

Our data allowed us to put the different tumor-specific cell populations on a robust trajectory and to map the continuous shifts in cellular identities during tumorigenesis by means of diffusion maps, which have been widely used together with single-cell data to study differentiation dynamics during development^73,74^. We note, however, that the directionality of the inferred trajectory is not conclusively fixed and requires further investigation. Nevertheless, based upon the K14-cre-dependence of mutations triggering the tumor in our model as well as the relative timing of early- and late-staged samples, we hypothesized that the tumorigenesis here is initiated in basal cells. This model further suggests that after EMT induction, Wnt signaling was upregulated in one CSC subpopulation in concert with the acquisition of a stemness phenotype that persisted throughout another CSC subpopulation already primed towards a luminal-like cell fate, towards which tumorigenesis finally transitioned. Comparable to epithelial differentiation processes, we noticed a general K14+ to K8+ gradient indicating that tumor-specific cells shifted from exhibiting basal-like to more luminal-like characteristics along the trajectory. This was accompanied by a gradual loss of EMT markers and therefore also suggests a reversal to an epithelial cell identity. Moreover, we found that the luminal-like cells exhibited high expression of *Wfdc18*, a gene that we identified to be specific to the excretory and intercalated ducts in control tissues. This suggests that in our model, Wfdc18-positive cells in the tumor may have undergone a similar differentiation path as normal cells in these ductal compartments.

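Krt14 went from 8.61 to 15.9 UMIs per 10000 from basal normal-like to basal tumor-like cells, from 17.6 to 5.63 from basal tumor-like to CSC 1-like cells (lower in 9 of 10 glands), and from 5.53 to 0.659 from CSC 1-like to luminal Clu+-like cells. Krt8 went from 3.65 to 6.46 from basal tumor-like to CSC 1-like cells, higher in 7 of 10 glands (two-sided exact sign-flip permutation test, p = 0.0508), and from 6.27 to 19.7 from CSC 1-like to luminal Clu+-like cells. Straight from basal tumor-like to luminal Clu+-like cells of 10 glands, Krt14 went from 17.1 to 0.593 and Krt8 from 3.69 to 19.6. Krt14 was among the markers of basal-like cells and Krt8 of luminal Clu+-like cells, and both were held out only of the sub-clustering. The log2 fold change of Krt14 from basal tumor-like to CSC 1-like cells was −1.28 (standard error 0.43, adjusted p = 0.0261) and that of Krt8 0.57 (standard error 0.45, adjusted p = 0.388). Between basal tumor-like and basal normal-like cells, those of Krt14 and Krt5 were 0.40 (adjusted p = 0.157) and 1.05 (adjusted p = 0.000514).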

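In control glands, Wfdc18 had a UMI in 99.6% of luminal Dcpp1+-like cells, 54.9% of ductal Smgc+/Esp4+-like cells and 14.7% of immune-like cells, at 249.7 and 87.6 UMIs per 10000 in the first 2 types. In double-mutant glands the levels were 674 UMIs per 10000 in luminal Dcpp1+-like, 652 in luminal Clu+-like and 270 in ductal Smgc+/Esp4+-like cells, and 99.8% and 79.8% of luminal Dcpp1+-like and ductal Smgc+/Esp4+-like cells had a UMI.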

Our work demonstrates the importance of using controlled models to robustly and reproducibly study essential mechanisms of carcinogenesis and tumor progression which would otherwise not be possible. Finally, our approach provides a blueprint to molecularly identify markers and characterize transcriptional events that are fundamental in the regulation of tumorigenesis, and ultimately facilitate further clinical studies in the design of appropriate treatment strategies.

## Methods

### Mouse strains

K14Cre(Δneo), β-catenin^flox^, Bmpr1a^flox^ alleles, and Cre-inducible R26^EYFP^ reporter mice have been described, and mutant mice were analyzed for genotype and recombination by PCR^16,75–79^. To obtain the double mutants, homozygous mice carrying the β-catenin^flox^ gain-of-function, the Bmpr1a^flox^ loss-of-function allele and R26^EYFP^ were crossed with K14-Cre mice that were homozygous for the Bmpr1a^flox^ allele. Control mice were obtained by crossing K14-Cre mice with mice carrying the Cre-inducible R26^EYFP^ reporter. All mice used in this study had a C57BL/6 background. Animal experiments were approved by LAGeSo Berlin and performed according to EU and national institutional regulations.

### Tissue dissociation and single-cell sample preparation

Submandibular glands and primary tumor samples were collected, minced and dissociated with a GentleMacs Dissociator (Miltenyi Biotec) in digestion buffer (DMEM/F12 1:1 (Invitrogen), 1.67 mg/ml collagenase (Invitrogen), 1.33 mg/ml hyaluronidase (Sigma) and 1.67 mg/ml dispase (Invitrogen)). Cell suspensions were passed through a stainless filter (70 μm) and centrifuged at 900 × *g* for 5 min at 4 °C. Pellets were suspended in 10 ml Dulbecco’s modified Eagle/F12 1:1 medium and washed three times with PBS containing 10% fetal bovine serum (Invitrogen). Prior to sorting, cells were stained with DAPI, and then filtered through a 40 μm mesh. The FACS Aria (BD Biosciences) instrument was used for sorting and dead cells excluded by elimination of DAPI-positive cells and gates set to exclude cell clusters. Cells were directly sorted and fixed in ice-cold 80% methanol and stored at −80 °C until further processing.

### Drop-seq procedure, single-cell and bulk library generation, and sequencing

Monodisperse droplets of about 1 nl in size were generated using microfluidic PDMS devices (Drop-SEQ chips, FlowJEM, Toronto, Canada; pre-coated with Aquapel). Barcoded microparticles (Barcoded Beads SeqB; ChemGenes Corp., Wilmington, MA, USA) were prepared and flowed in using a self-built Drop-seq set up^19^ (Online-Dropseq-Protocol-v.3.1: http://mccarrolllab.com/dropseq/) as previously described^18^. Cell preparations and reagents were kept on ice and handled in the cold. Methanol-fixed cells^18^ were centrifuged at 3000–5000 × *g* for 5 min, rehydrated in 1 ml PBS + 0.01% BSA supplemented with RNAse inhibitors (1 unit/μl RiboLock, ThermoFisher), pelleted and resuspended again in 0.5 ml PBS + 0.01% BSA in the presence of RNAse inhibitors. Cells were manually counted by means of a hemocytometer and diluted to a suspension of typically ~50–100 cells/μl in PBS + 0.01% BSA. Droplets were collected in 50 ml Falcon tubes for ~13 min, corresponding to ~1 ml of combined aqueous flow volume (1  ml cells and 1 ml of beads). Droplets were broken immediately after collection and barcoded beads with captured transcriptomes were reverse transcribed and exonuclease-treated. First strand cDNA was amplified by equally distributing beads from one run to 24 PCR reactions (50 μl volume; 4 + 9 to 11 cycles). 20 μl fractions of each PCR reaction were pooled (total = 480 μl), then double-purified with 0.6x volumes of AMPure XP beads (Beckman Coulter). Amplified cDNA libraries were assessed and quantified on a BioAnalyzer High Sensitivity Chip (Agilent) and the Qubit dsDNA HS Assay system (ThermoFisher). If necessary, more cDNA was purified from the PCR reactions. 600 pg of each cDNA library was fragmented, amplified (12 cycles) and indexed for sequencing with the Nextera XT v2 DNA sample preparation kit (Illumina) using custom primers enabling 3’-targeted amplification as described^19^. The libraries were double-purified with AMPure XP Beads (0.6 × , 1 × ), quantified and sequenced on Illumina NextSeq500 sequencers (library concentration 1.8 pM; NextSeq 500/550 High Output v2 kit (75 cycles) in paired-end mode; read 1 = 20 bp using the custom primer Read1CustSeqB^19^, read 2 = 64 bp).

For bulk sequencing, RNA was extracted with Trizol (Invitrogen) from freshly dissected submandibular glands. RNA integrity was assessed on a BioAnalyzer RNA Nano Chip (Agilent). Strand-specific cDNA libraries were generated from 500 ng total RNA according to the Illumina TruSeq protocol (TruSeq Stranded mRNA LT Sample Prep Kit, Illumina). Libraries were sequenced on an Illumina NextSeq 500 sequencer using the High Output v2 Kit (150 cycles), single read: 150 bp, index read: 6 bp.

### CITE-seq experiments

Antibodies were covalently and irreversibly conjugated to DNA-barcoding oligonucleotides by iEDDA click chemistry as previously described^80^. The antibody panel (see Supplementary Table 1) was prepared by mixing equal quantities of each DNA-barcoded antibody and concentrating the panel on an Amicon Ultra 0.5 ml 30 kDa MWCO centrifugal filter (Millipore).

Live intact cells from control and double-mutant submandibular glands of ~P70 mice were prepared as described above. Cells from each animal were processed separately and immediately prepared for simultaneous transcriptome and epitope profiling as outlined in the online CITE-seq protocol (https://cite-seq.com/) using the panel of 63 barcoded antibodies. We further supplemented the cells with a low amount (3%) of human HEK cells (cultured and prepared as described before^18^) used as a spike-in control. The cells were then processed for Drop-seq and cDNA libraries prepared as described earlier. Antibody-derived tag (ADT) libraries were amplified for 12 cycles together with TruSeq Small RNA primers for indexing and sequenced together with cDNA libraries on Illumina NextSeq500 sequencers using the same settings as those used previously for single-cell transcriptome libraries.

### Immunostainings

Immunofluorescence analyses were performed on formalin-fixed paraffin-embedded tissue sections as described^76^. Antigen retrieval was accomplished by Tris-EDTA (10 mM Tris, 1 mM EDTA, 0.05% Tween-20, pH 9.0) at 99–100 °C for 20 min. Following retrieval, sections were stained with one or several of the following primary antibodies for immunodetection: mouse-anti-β-catenin (BD Transduction Laboratories, 610153), rabbit-anti-EGF (Abcam, ab9695), goat-anti-Smgc (Sigma, SAB2501988), rabbit-anti-Kal1 (aka Wfdc18; Abcam, Ab115270), rabbit-anti-Axin2 (Cell signalling, 2151), rabbit-anti-Wif1 (Abcam, ab186845), rabbit-anti-SMA (aka Acta2; Abcam, ab5694), goat-anti-Prol1 (Abcam, Ab119999), mouse-anti-PGRP (aka Pglyrp1; ThermoFisher, MA1-41044), rabbit-anti-Hepacam2 (Abcam, ab189943), goat-anti-Muc19 (Abcam, ab121014), mouse-anti-AQP5 (Santa Cruz Biotechnology, sc-514022), rabbit-anti-Clusterin (Abcam, ab92548), guinea pig-anti-CK8 (aka K8 or Krt8; Progen, GP-K8), rabbit-anti-CK14 antibodies (aka K14 or Krt14; ThermoFisher, MA5-11599), rabbit-anti-Klk1 (Boster, PA1709), mouse-anti-Ptn (Santa Cruz Biotechnology, SC74443), goat-anti-Sparc (R&D Systems; AF942). Secondary antibodies were conjugated with Cy2, Cy3, or Cy5 fluorochromes (Jackson ImmunoResearch Laboratories). Images were captured using an Axio imager Z1m and AxioCam MRm (Carl Zeiss) and a Leica TCS SP8.

### Processing and analysis of single-cell RNA-seq data

Drop-seq data were processed using Drop-seq tools v1.12^19^, based on the Gencode vM7 reference augmented by two pseudo-chromosomes containing the *Cre* and *EYFP* sequences, respectively. Selecting valid barcodes with the ‘knee’ method, resulting DGEs for each sample were combined and analyzed in R (version 3.4.4) using Seurat^21^ (version 2.3.4). We additionally filtered for at least 100 genes and less than 15% mitochondrial content. Clustering and t-SNE were performed based on a PCA with significant components chosen using JackStraw. For clustering, we used a resolution of 0.7 for the control samples and of 1.0 for the combination of all samples, and merged several acinar subclusters which were not distinguishable from their marker genes. We controlled replicate-to-replicate consistency (see below) across samples, and pooled and analyzed singe-cell datasets without any sample alignment method. For improved visualization, we additionally filtered out all cells located more than 3 standard deviations away from their cluster center and those which had a different identity than the majority of their 10 nearest neighbors in the t-SNE.

Bulk RNA-seq data were mapped to the same augmented Gencode vM7 reference using STAR^81^ (version 2.6.0c), quantified using featureCounts (version 1.6.0), and converted to TPM. For the comparison between bulk and single-cell RNA-seq, we used AverageExpression followed by a TPM transformation, and selected all genes found in all samples with TPM > 1.e−4.

For the CITE-seq samples, we used the same processing pipeline on the RNA fraction as for the other Drop-seq samples and filtered for at least 100 but less than 2500 genes and less than 15% mitochondrial content. We regressed out number of UMIs as well as the percentages of mitochondrial and ribosomal genes before performing clustering and t-SNE based on a PCA using 30 significant components. We also performed an additional analysis where we mapped against a combined hg19 and mm10 reference. From the second pipeline run we used reads mapping to the human genome to identify cells of human origin or doublets, and removed these cells from the standard pipeline output. We used CITEseq-count (v1.2) to quantify ADT counts for the respective cells found in both pipeline runs. Specifically binding antibodies were identified by inspecting ADT count distributions for human and mouse cells.

Batch effects and sample-to-sample variability were quantified using an entropy-based approach inspired by the one in Azizi et al.^20^. Specifically, we aimed to measure how well the local distribution of cells among samples mirrors the global one, taking into account that the latter might not be perfectly uniform. Therefore we used the relative entropy (Kullback-Leibler divergence) $$D_{j}= \sum _{i\epsilon I}q_{i} \,log(q_{i}/q_{i}^{0})$$, where *q*_*i*_ is the proportion of cells from group *i* in the local neighborhood *N(j)* of cell *j*, and $$q_i^0$$ is the proportion of cells of group *i* in the entire data set. The set *I* of sample groups was defined by the biological factors sex, stage, and genotype, by their combination, by technical factors such as cell dissociation protocol, or simply by replicate, and the local neighborhood was defined by taking the 30 nearest neighbors in the kNN-Graph (calculated in PCA space). Controls were obtained by randomly shuffling the group assignment between cells.

The relative density of two sample groups on the t-SNE was plotted using the log2 ratio of two separate 2D kernel density estimators interpolated on the t-SNE coordinates of each cell. Differences in cluster proportions were analyzed using mixed-effects linear models (lme4 package;^82^ version 1.1) using a binomial model with sex, stage and genotype (if applicable) as fixed effects and sample identity as random effect.

Subclustering of cancer stem and basal cells was performed on these populations separately, removing one sample (B9T90R4F) with high content of ribosomal genes and the few cells from control samples from the cancer stem cell clusters. Differential genes between subclusters were detected by pooling counts over all cells from one sample and subcluster, using DESeq2^83^ (version 1.18) on the pooled counts with the number of cells per group as covariate, and then filtering for genes expressed in at least 5% of cells. Pathway analysis was done with GAGE^84^ (version 2.28) on the log2 fold changes estimated by DESeq2. We used HALLMARK, KEGG and REACTOME gene sets from the Molecular Signature Database (MsigDB: http://www.broad.mit.edu/gsea), kept pathways with a *q*-value <0.1 and absolute average log2 fold changes >0.5, and ignored those with more than 10% ribosomal genes. For the diffusion map, we combined the tumor-specific basal and CSC subclusters with the luminal Clu+ cluster and used destiny^85^ (version 2.6.2) on the highly variable genes to create the diffusion map embedding and diffusion pseudotime. We also ran destiny on each sample with more than 10 cells in the relevant subpopulations separately and compared sample-specific to global pseudotime estimates. Differential genes along the trajectory were identified on pooled counts using DESeq2 with a likelihood ratio test on all 4 clusters simultaneously, and gene expression values plotted along the trajectory after imputation using SAVER^86^ (version 1.1.1). Gene set scores were computed supplying imputed expression values to Seurat’s AddModuleScore function. An additional “stemness” gene set (*Pou5f1*, *Nanog*, *Sox2*, *Prom1*, *Bmi1*, *Lgr5*, *Msi1*, *Tdgf1*, *Bmp4*, *Cspg4*, *Cxcr4*, *Alcam*, *Slc2a13*, *Aldh1a*) was curated from the literature^64^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The sequencing data generated is available in GEO under the accession GSE124425. Metadata for each sequenced cell, from which figures based on the single-cell RNA sequencing data can be reproduced, are provided as a source data file.

## Source Data

Source Data

# Supplementary material for: Tracing tumorigenesis in a solid tumor model at single-cell resolution
**Source:** Nat Commun. 2020 Feb 20;11:991. doi: 10.1038/s41467-020-14777-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

Tracing tumorigenesis in a solid tumor model at single-cell resolution

Praktiknjo et al.

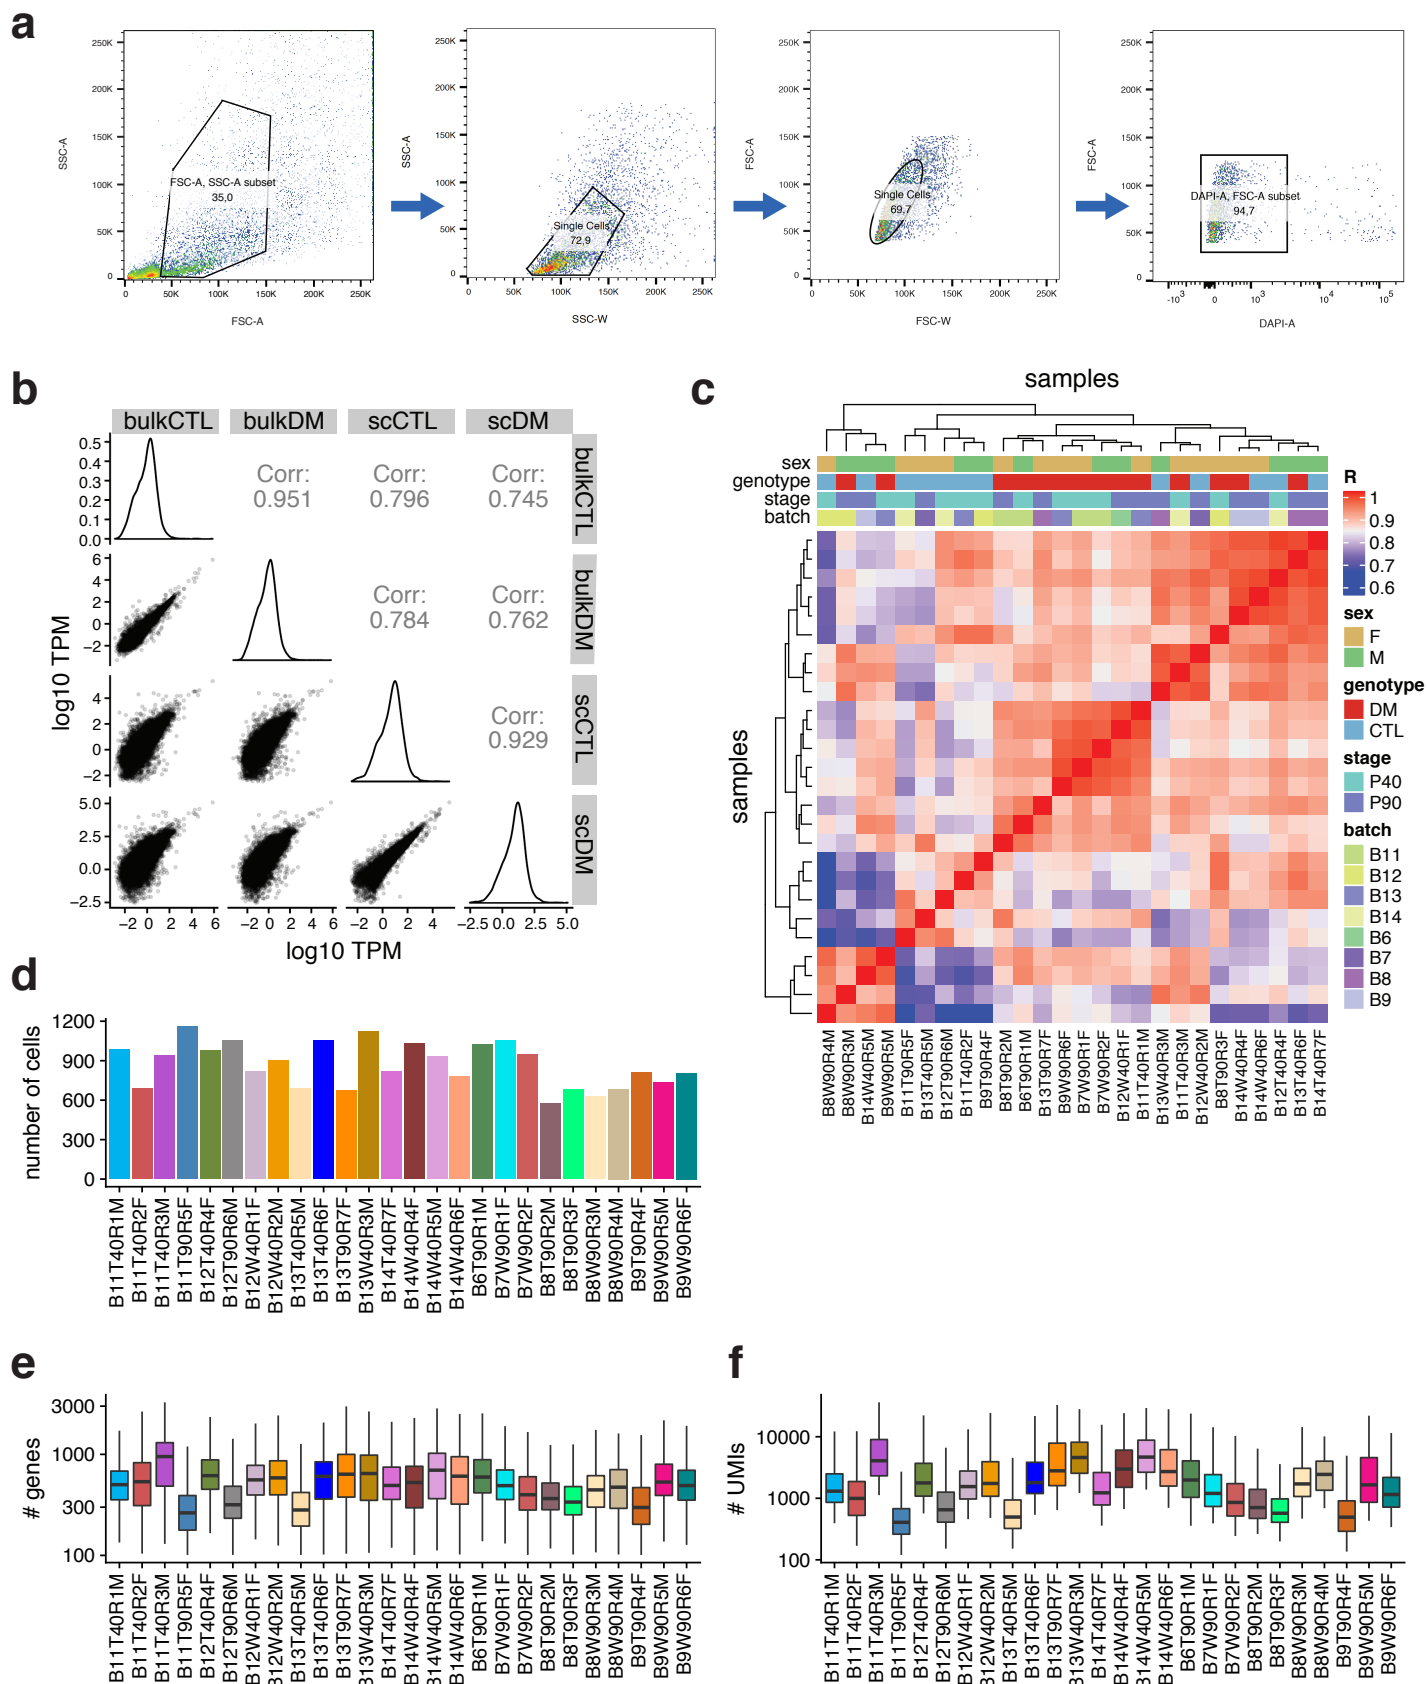

Supplementary Fig. 1

**Supplementary Fig 1. Single-cell sample preparation and run statistics.** **a** Flow cytometric approach to obtain live, single cells, from dissociated submandibular salivary glands. Cells were first sorted by size to remove cellular debris and doublets, and the subset of DAPI-negative cells further selected to exclude dead cells. **b** Pairwise gene expression correlations between samples pooled from single-cell control (scCTL) or single-cell double-mutant (scDM) datasets and bulk RNA-seq data from freshly dissected whole control (bulkCTL) or double-mutant (bulkDM) submandibular glands. *Lower left part:* correlation scatter plots where axes correspond to either single-cell expression counts (UMIs) converted to log10-transformed average transcripts per million (ATPM) or RNA-seq bulk expression levels in transcripts per million (TPM). *Upper right part:* Pearson correlation coefficients for the respective comparison. *Diagonal:* expression density distribution plots of samples. **c** Correlation heatmap of normalized expression values (as described above) for the 26 individual single-cell libraries. Pearson coefficients were generally high as indicated by a color scale ranging from blue ( $R=0.6$ ) to red ( $R=1$ ). Samples did not cluster in an obvious way according to the sex (F=female vs. M=male), genotype (control vs. double-mutant), stage (P40 vs. P90) of the animal or the experimental batch in which they were processed. **d** Mean number of cells obtained per sample after single-cell experimental and computational processing. **e** Box plots showing the distribution of genes per cell for each sample. **f** Box plots showing the distribution of the number of UMIs per cell for each sample. **e, f** Boxes span the 25<sup>th</sup> to the 75<sup>th</sup> percentile, whiskers 1.5 times the interquartile range. Cell number per sample as indicated in d.

**a**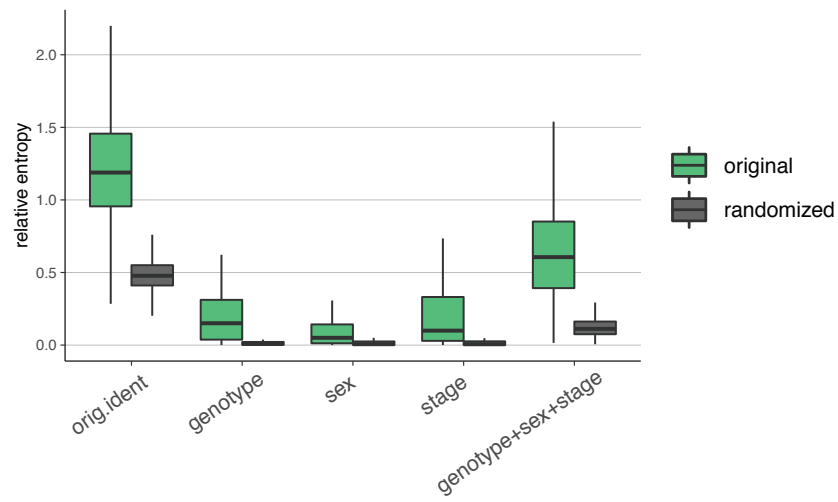**b**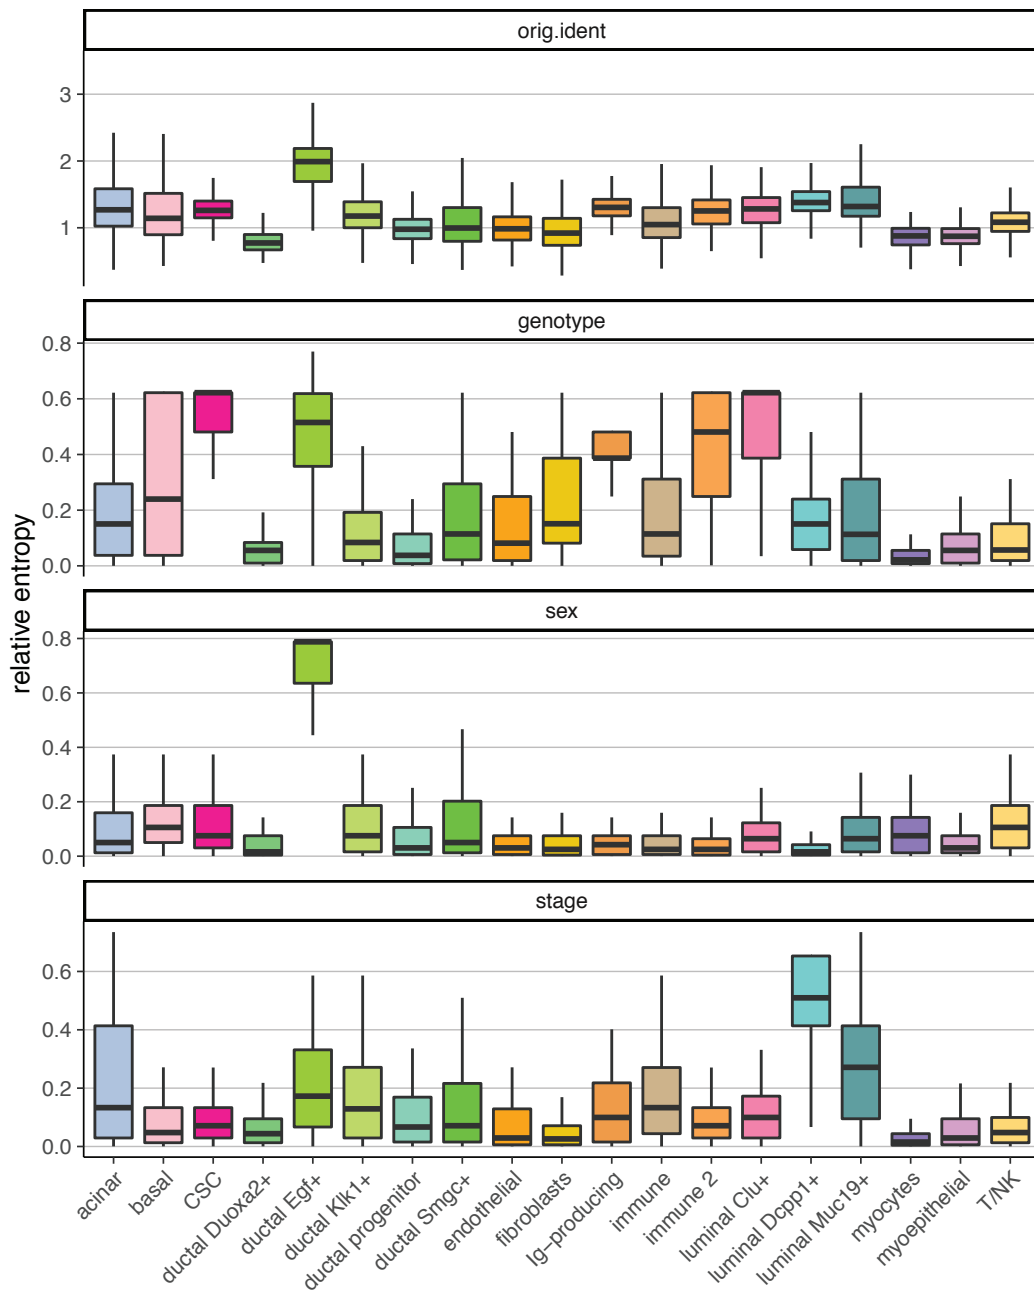**Supplementary Fig. 2**

**Supplementary Fig 2. Entropy-based quantification of batch effects.** We used relative entropy (Kullback-Leibler divergence) to quantify how well a cell's local neighborhood reflects the global distribution of cells across samples or other biological groups, such as genotype, stage, sex or the combination of all three. 22525 cells in 26 samples used in total. **a** Distribution of relative entropy values for cells grouped by sample (orig.ident), genotype, sex, stage or the combined effect of genotype+sex+stage, compared to randomizing these labels across cells. **b** Relative entropy per cell type is highest in cell types that exhibit the strongest differences related to a specific biological factor (e.g., CSCs for genotype, ductal Egf+ for sex or luminal Dcpp1+ for stage). **a, b** Boxes span the 25<sup>th</sup> to the 75<sup>th</sup> percentile, whiskers 1.5 times the interquartile range.

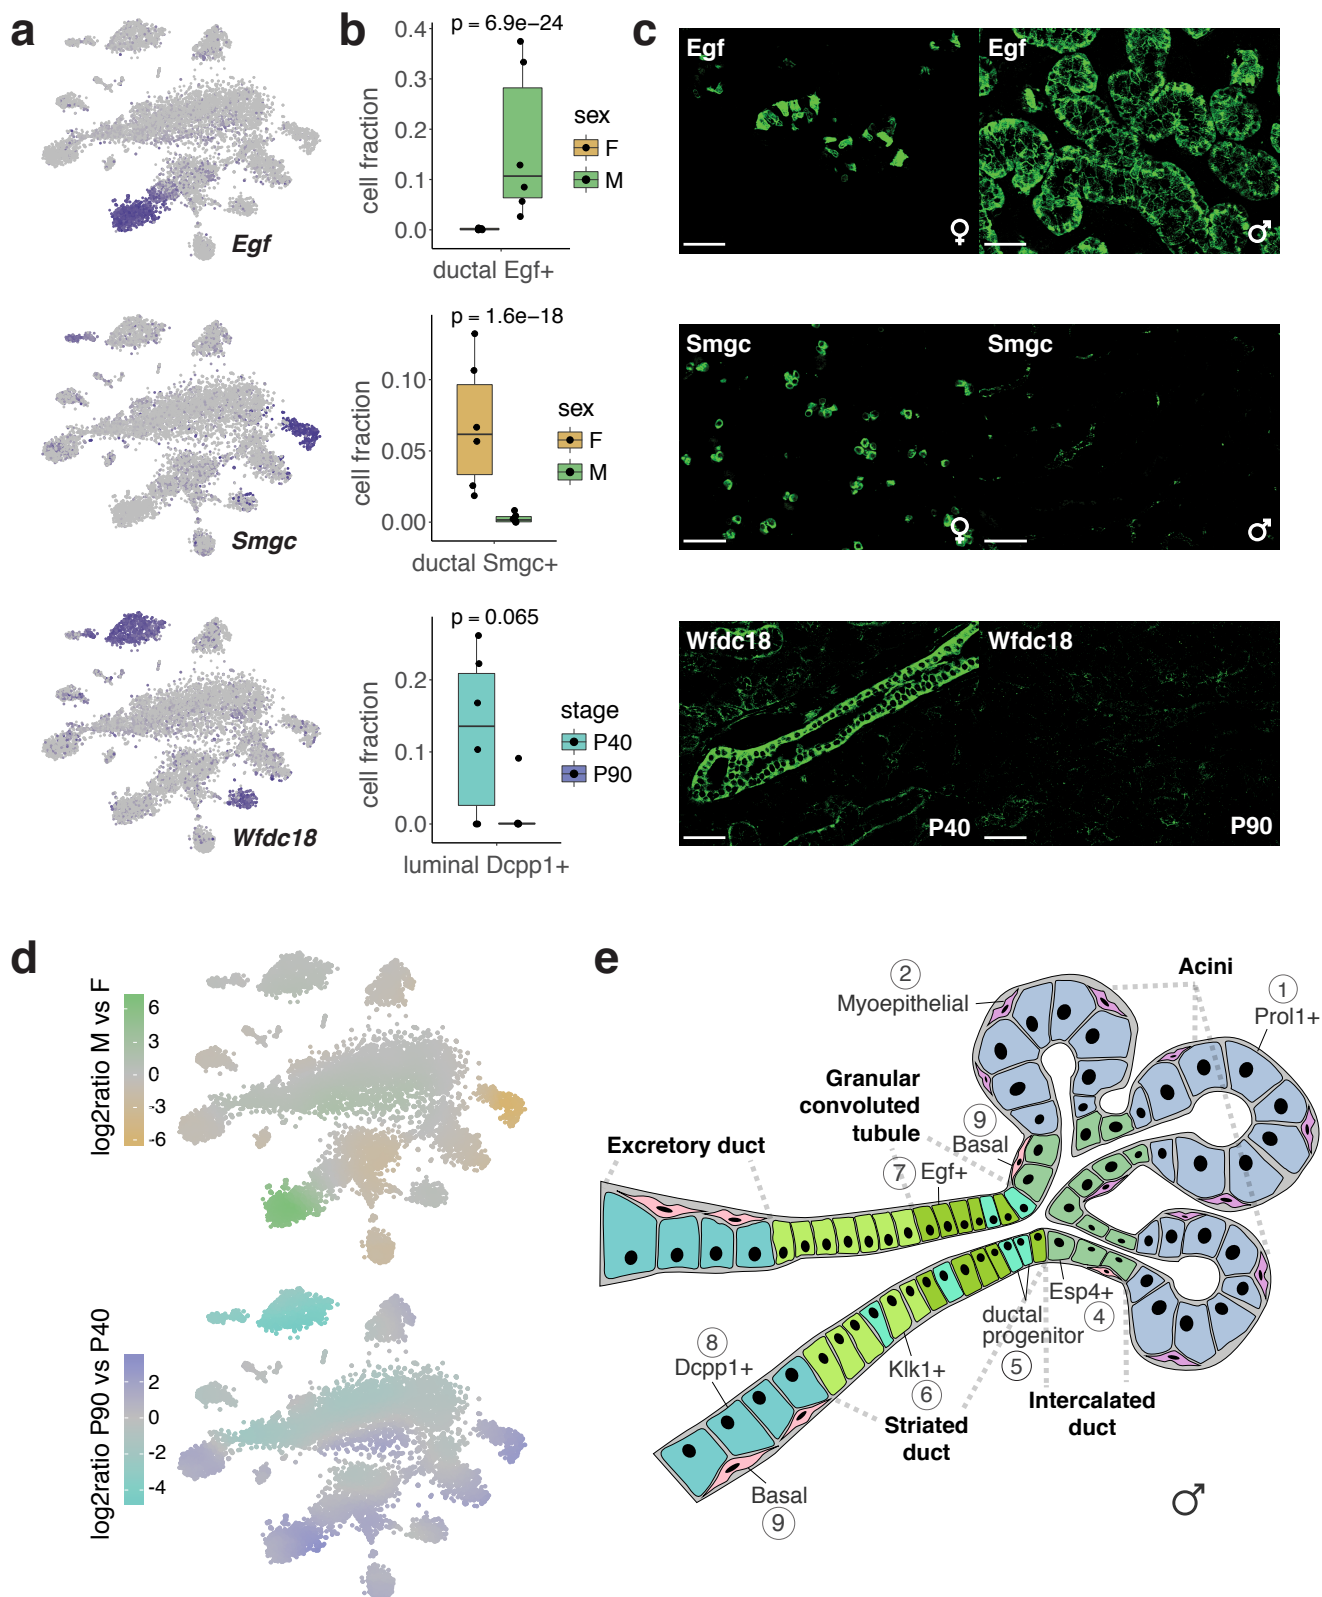

Supplementary Fig. 3

**Supplementary Fig 3. Validation of sex- and stage-specific cell clusters.** **a** Expression of *Egf* (top), *Smgc* (middle) and *Wfdc18* (bottom) in the tSNE representation as indicated by a color scale ranging from grey (no expression) to dark blue (high expression). **b** Fraction of cells from male and female (top and middle) or P40 and P90 (bottom) animals contributing to the ductal *Egf*<sup>+</sup>, ductal *Smgc*<sup>+</sup>, and luminal *Dcpp1*<sup>+</sup> clusters. Boxes span the 25<sup>th</sup> to the 75<sup>th</sup> percentile, whiskers 1.5 times the interquartile range. P-values from mixed-effects binomial model using 10398 cells in 12 samples. **c** Immunofluorescence analysis of submandibular gland tissue sections from female and male (top and middle) and P40 and P90 (bottom) animals for *Egf*, *Smgc* and *Wfdc18* proteins. Representative images of at least two independent experiments. Scale bars: 50  $\mu$ m. **d** tSNE plots showing either sex- (top) or stage-specific (bottom) relative local densities of cells as determined by the log<sub>2</sub>-transformed ratio of male to female (green to dark yellow) or P90 to P40 (blue to turquoise) contributions in neighbouring cells, respectively. **e** Anatomical sketch of the male submandibular gland based on single-cell transcriptome data, available literature (see text for references) and validations in tissue sections by immunofluorescence.

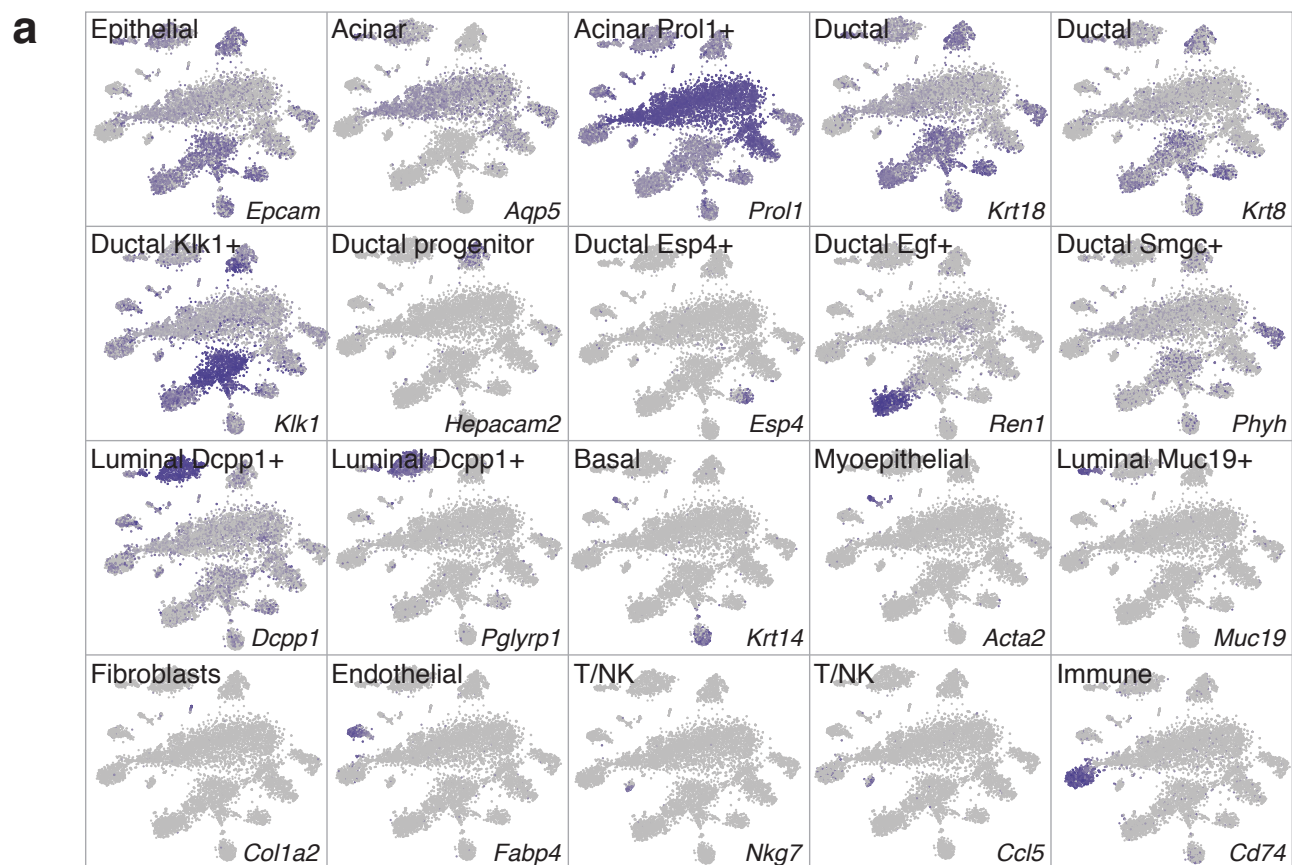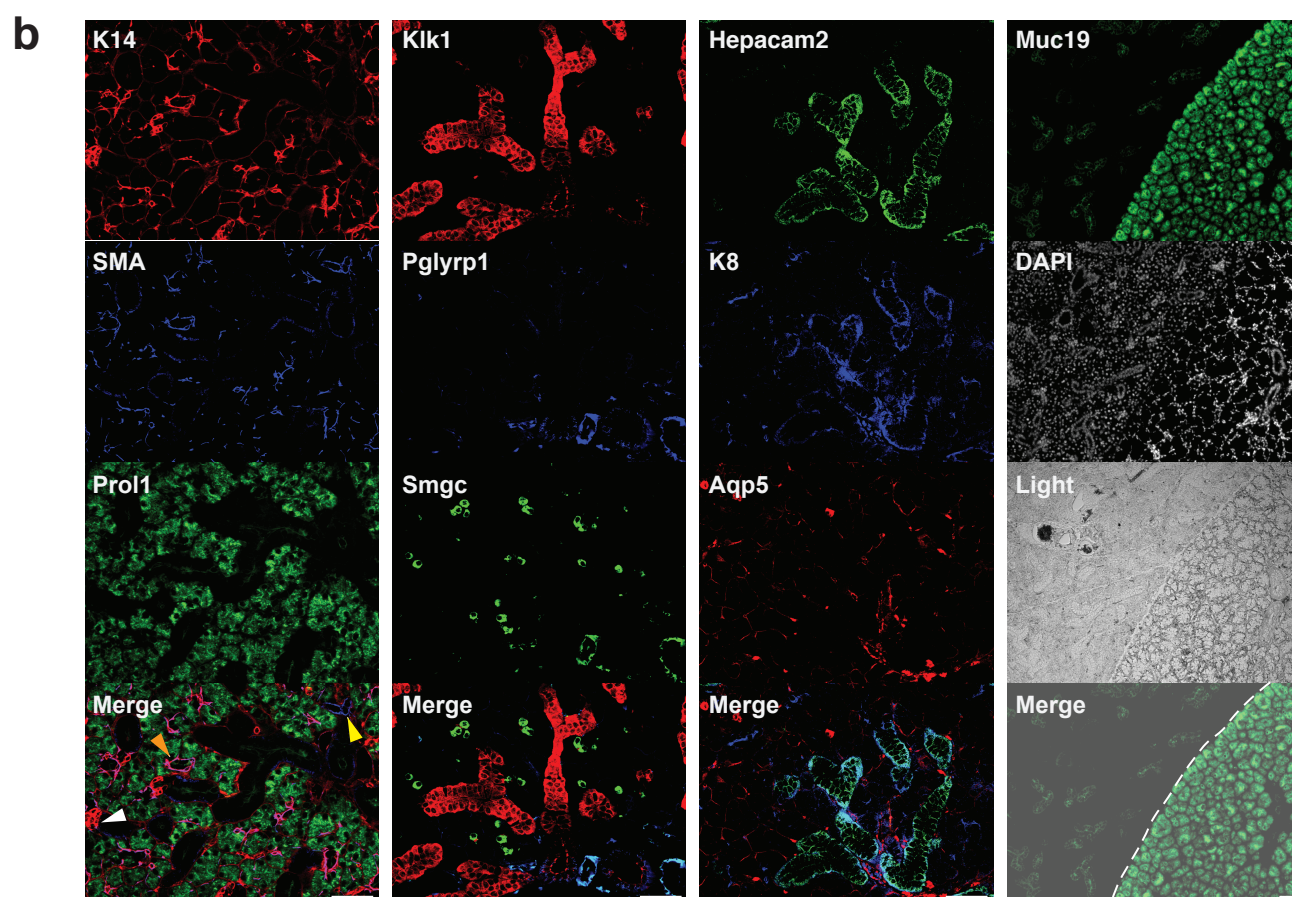

**Supplementary Fig. 4**

**Supplementary Fig 4. Cell type-specific marker expression in control salivary glands. a** Projection of several differentially expressed genes in clusters onto the tSNE showing some of the markers which were used for the cell type annotation. Expression levels are indicated by a color scale ranging from grey (no expression) to dark blue (high expression). **b** Validation of cell type-specific epithelial markers by immunofluorescence analysis in salivary gland tissue sections from control animals. From left to right, (co)localizations of: K14 (basal), SMA (myoepithelial), Prol1 (acinar) / Klk1 (striated), Pglyrp1 (excretory), Smgc (intercalated ductal in females) / Hepacam2 (ductal progenitor), K8 (ductal), Aqp5 (acinar) positive cells in submandibular glands; and Muc19-positive cells in the sublingual gland. White, yellow and orange arrowheads mark K14-high, SMA-high and combined K14/SMA-high cells, respectively. Dashed line the boundary between submandibular (left) and sublingual (right) tissue. Except for Muc19, representative images of at least two independent experiments. Scale bars: 50  $\mu$ m.

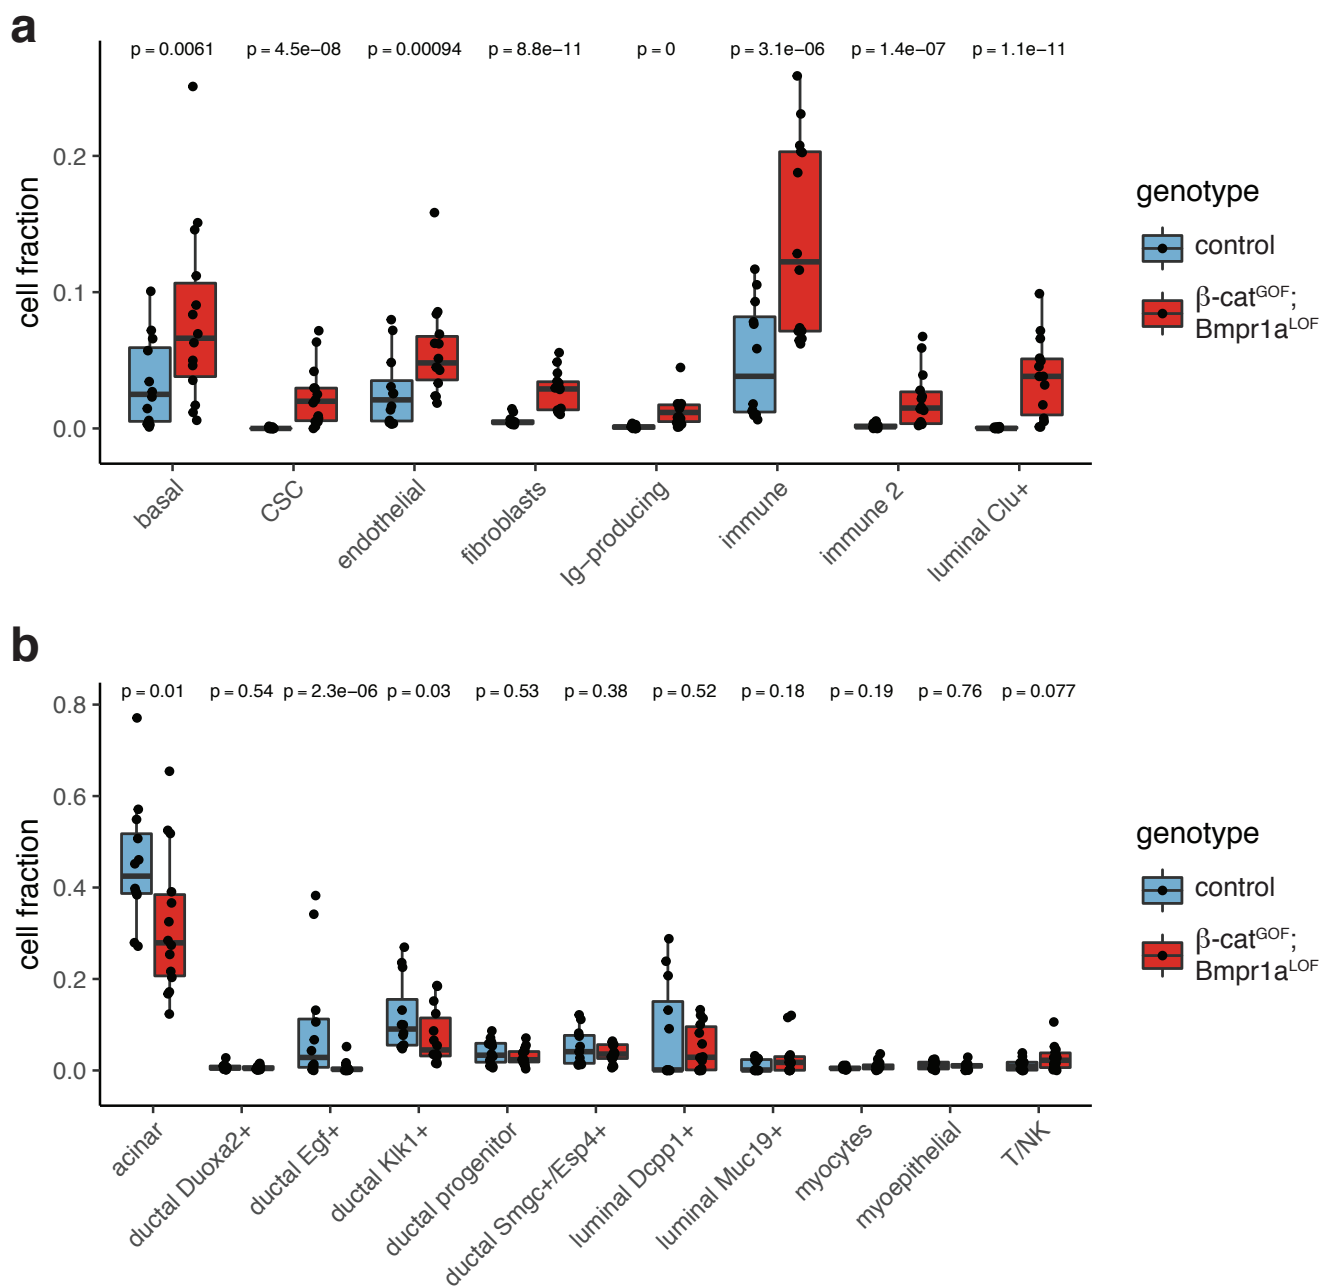

## Supplementary Fig. 5

**Supplementary Fig. 5. Proportions of enriched cell populations in double-mutant tissues.** CSCs, basal, luminal Clu+, immune, immune2, Ig-producing and stromal (fibroblasts and endothelial) cell clusters were significantly more abundant in tumor-bearing tissues (a), while other prominent epithelial cell populations were accordingly more abundant in the control (b). P-values from mixed-effects model using 22525 cells in 26 samples. Boxes span the 25<sup>th</sup> to the 75<sup>th</sup> percentile, whiskers 1.5 times the inter-quartile range.

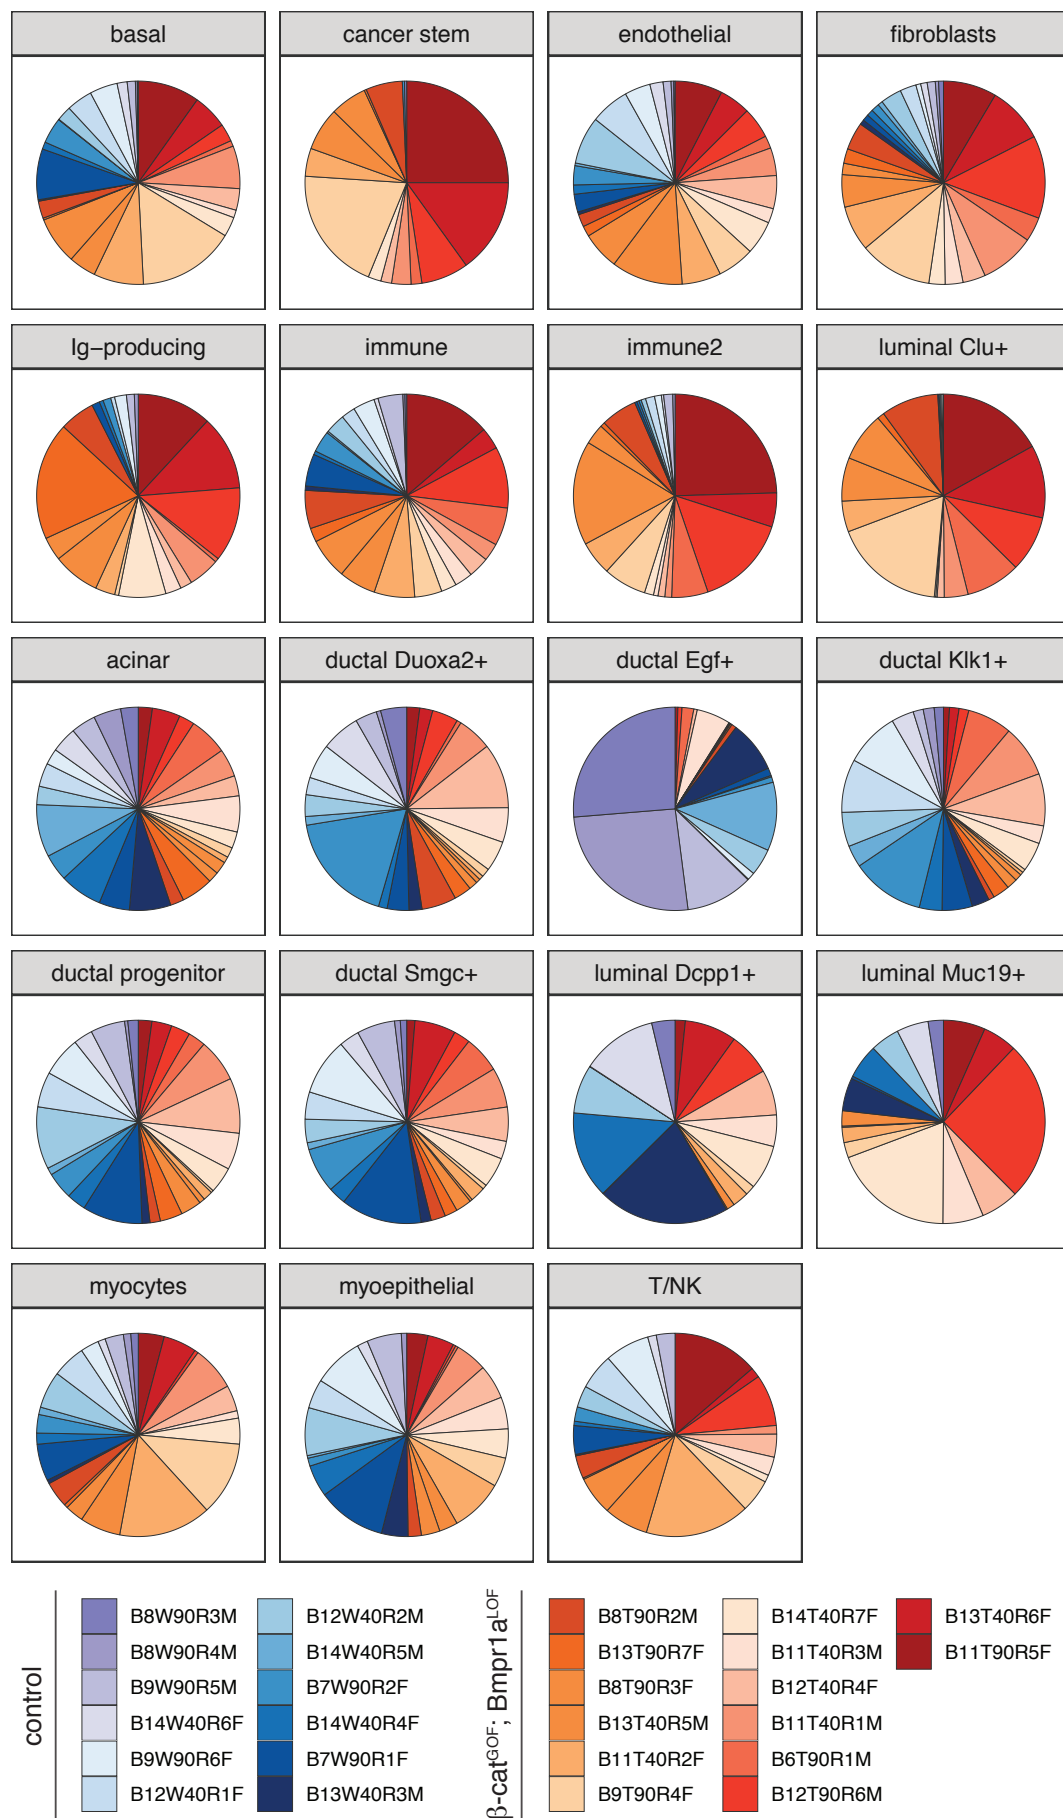

## Supplementary Fig. 6

**Supplementary Fig. 6. Relative contributions of samples to cell clusters.** Control samples are shown in shades of purple and blue; double-mutant tumor-bearing samples in shades of red and orange.

**a** $\beta$ -cat<sup>GOF</sup>; Bmpr1a<sup>LOF</sup>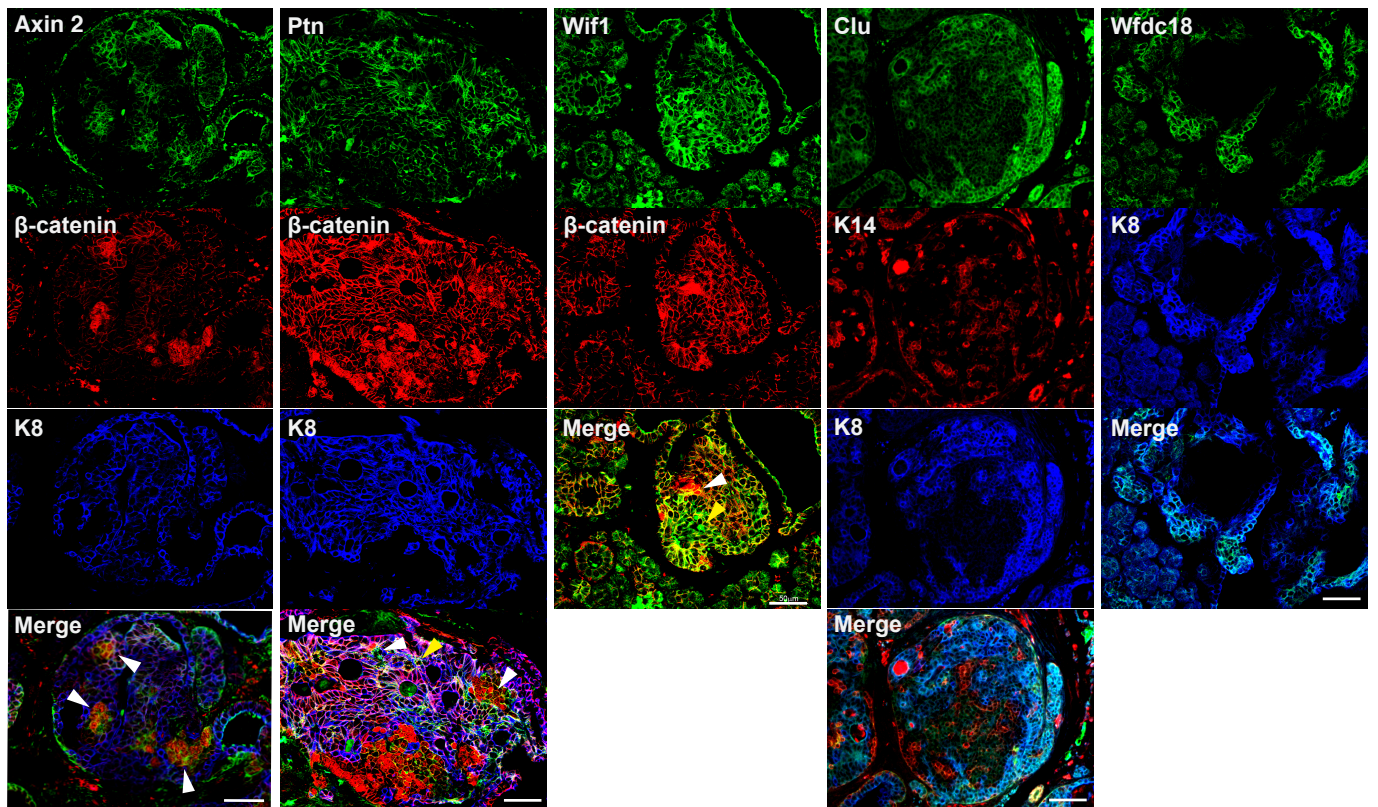**b**

control

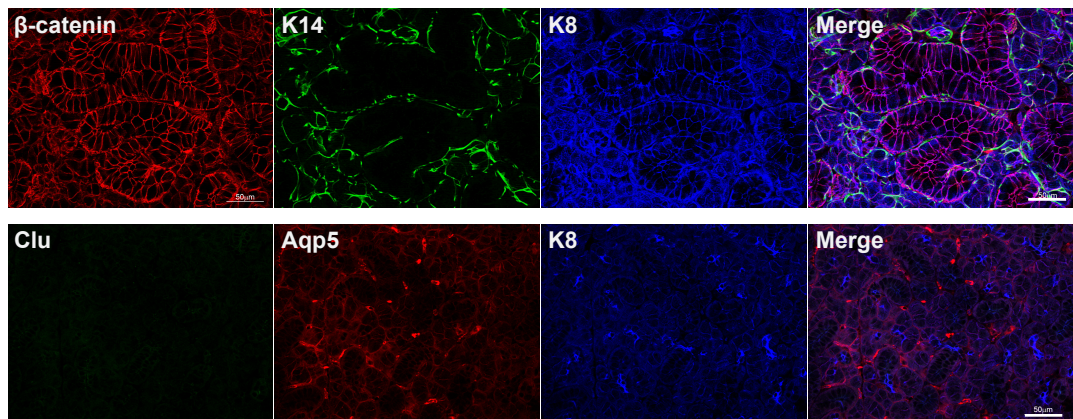

## Supplementary Fig. 7

**Supplementary Fig. 7. Immunofluorescence analysis of tumor-specific markers in double-mutant and control tissues.** **a** Validation of tumor-specific cells (cancer stem, tumor-specific basal and luminal Clu<sup>+</sup> cells) by immunofluorescence in tumor regions of double-mutant salivary gland tissue sections using markers identified from our single-cell data (see Fig. 2c). White arrowheads indicate co-staining of Axin2, Ptn and Wif1 with nuclear  $\beta$ -catenin. Yellow arrowheads indicate co-staining of Ptn with K8 or point out Wif1-positive cells. Clu and Wfdc18 stainings strongly correlated with K8-positive cells in tumor lesions. **b** Co-stainings of  $\beta$ -catenin/K14/K8 and Clu/Aqp5/K8 in tissue sections from control salivary glands show absence of nuclear  $\beta$ -catenin and Clu-positive cells. **a, b** Representative images of at least two independent experiments. Scale bars: 50  $\mu$ m.

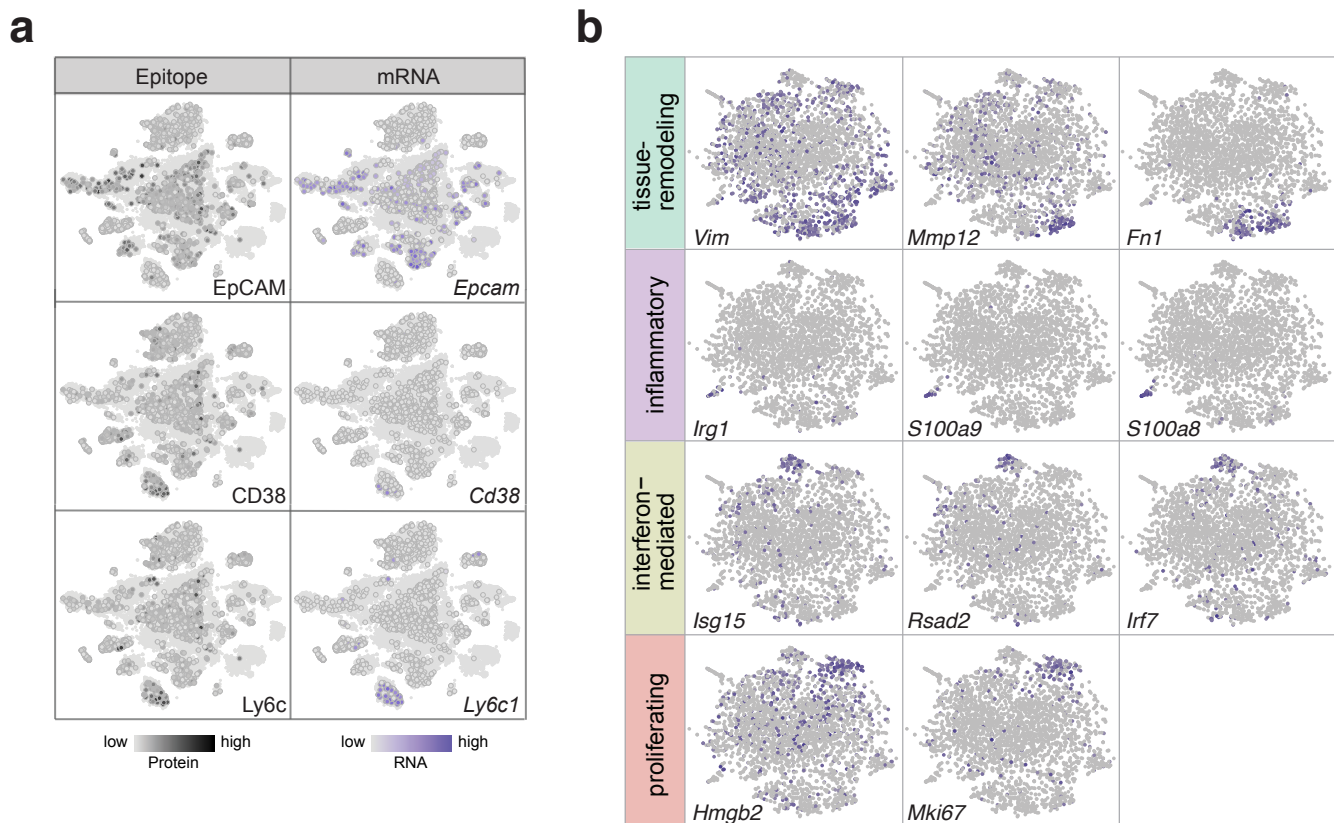

## Supplementary Fig. 8

### Supplementary Fig. 8: Cell surface markers and expressed genes in the tumor microenvironment.

**a** Epitope and mRNA signals in cells from CITE-seq experiments for epithelial (*Epcam*) and stromal-specific markers (*Cd38*, *Ly6c*) in the tSNE of the combined clustering as shown in Fig. 3b. **b** Gene expression of several markers in the subclustered tSNE representation of immune cells as shown in Fig. 3d.

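On immune-like against other cells, EpCAM had the lowest of 61 differences in centered log-ratio (−0.927, lower in 4 of 4 CITE-seq glands), Ly6C was −0.275 and CD38 −0.0850 (lower in 3 of 4). In RNA, Epcam had a UMI in 1.52% of immune-like and 31.2% of other cells, Cd38 in 0.168% and 1.13%, Ly6c2 in 2.19% and 5.62% and H2-Ab1 in 93.9% and 5.62%. Between 5.24% and 6.69% of the antibody counts matched no antibody.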

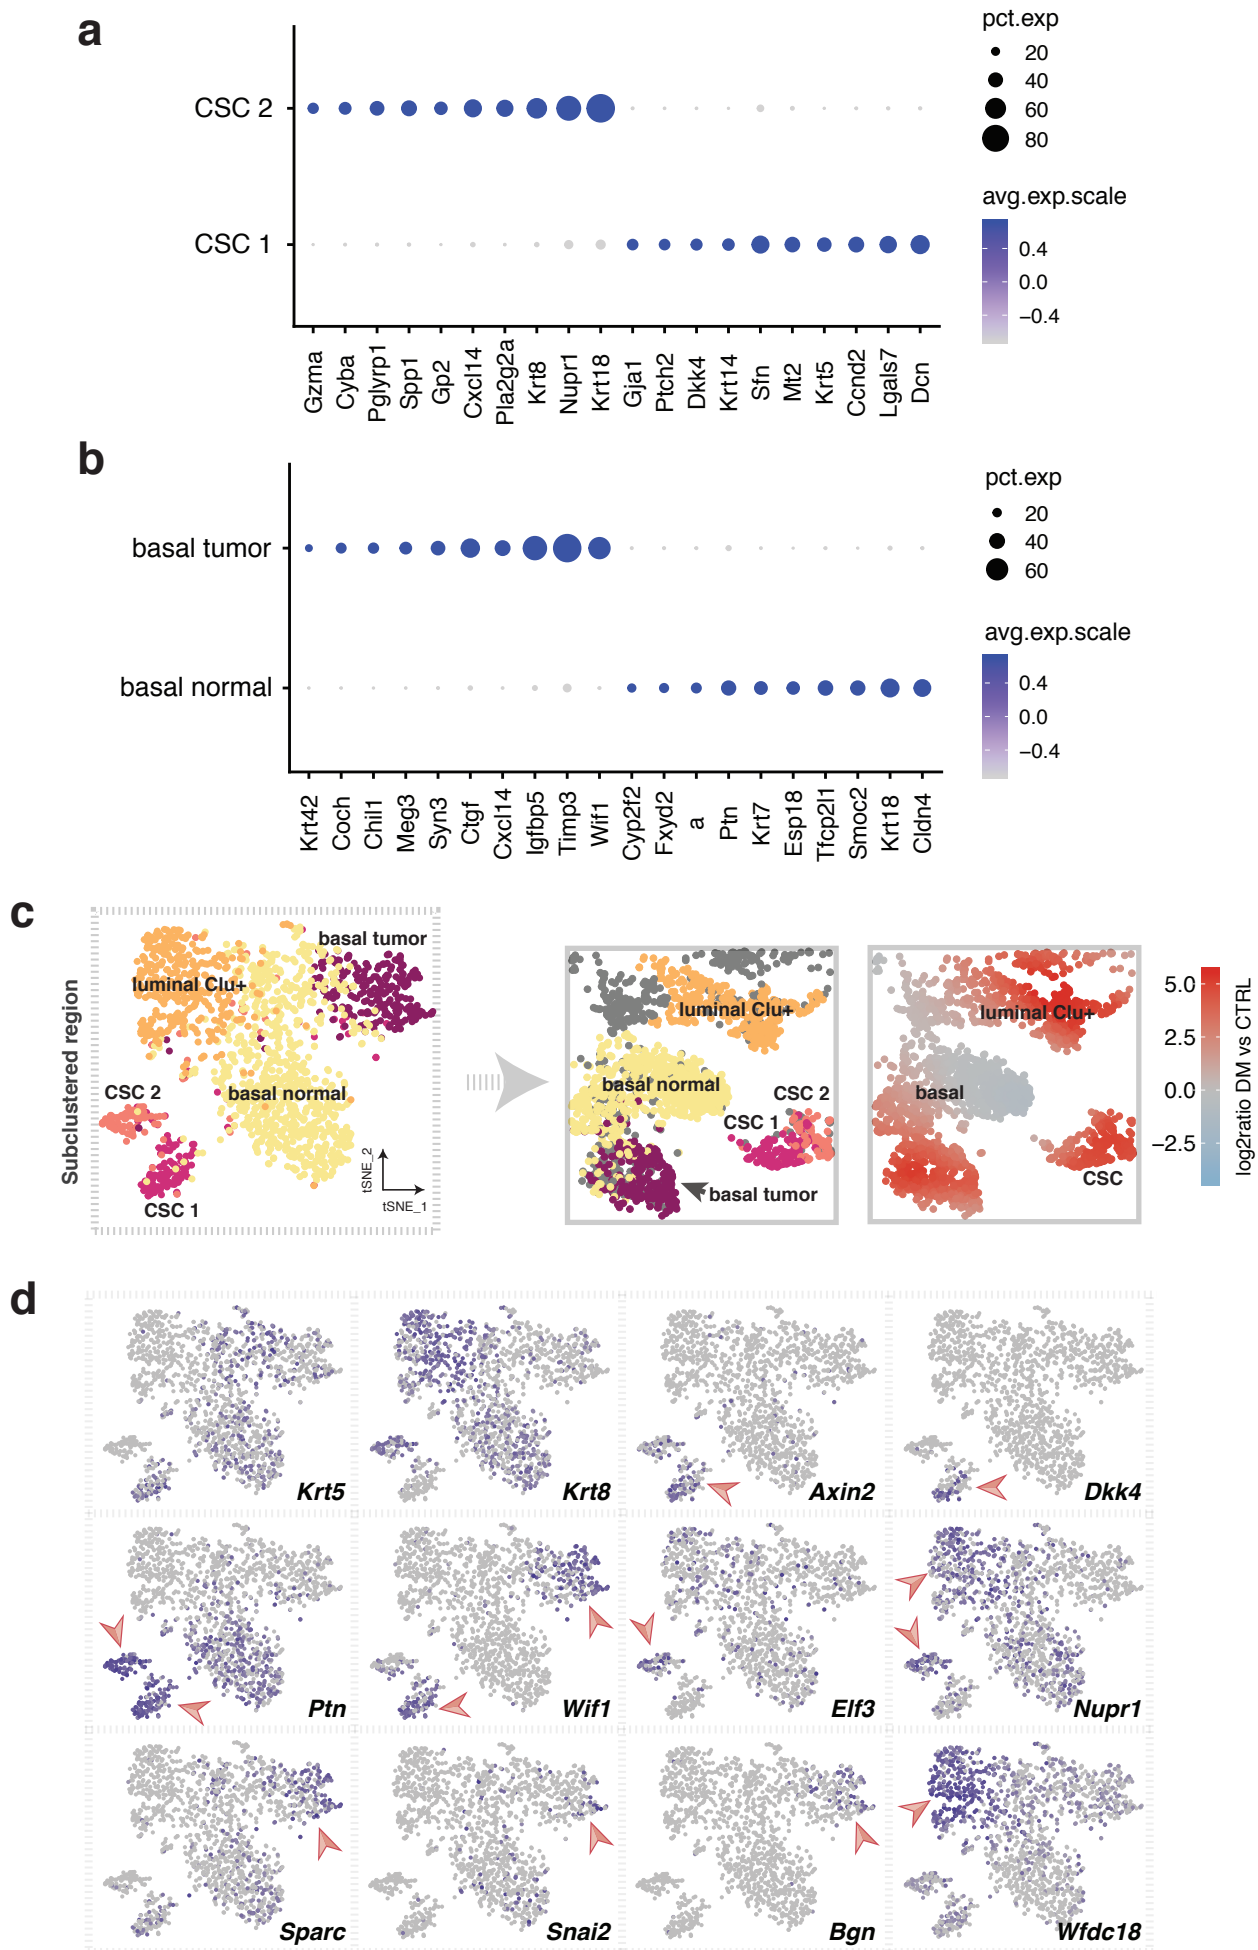

Supplementary Fig. 9

**Supplementary Fig. 9: Characterization of CSC-like and basal subpopulations.** **a, b** Top marker genes for CSC (**a**) and basal (**b**) subpopulations, respectively. **c** Projection of the subclustered tumor-specific region back onto a subregion of the tSNE shown in Fig. 4a. **d** Expression of several genes in the subclustered tumor-specific tSNE representation as indicated by a color scale ranging from grey (no expression) to dark blue (high expression).

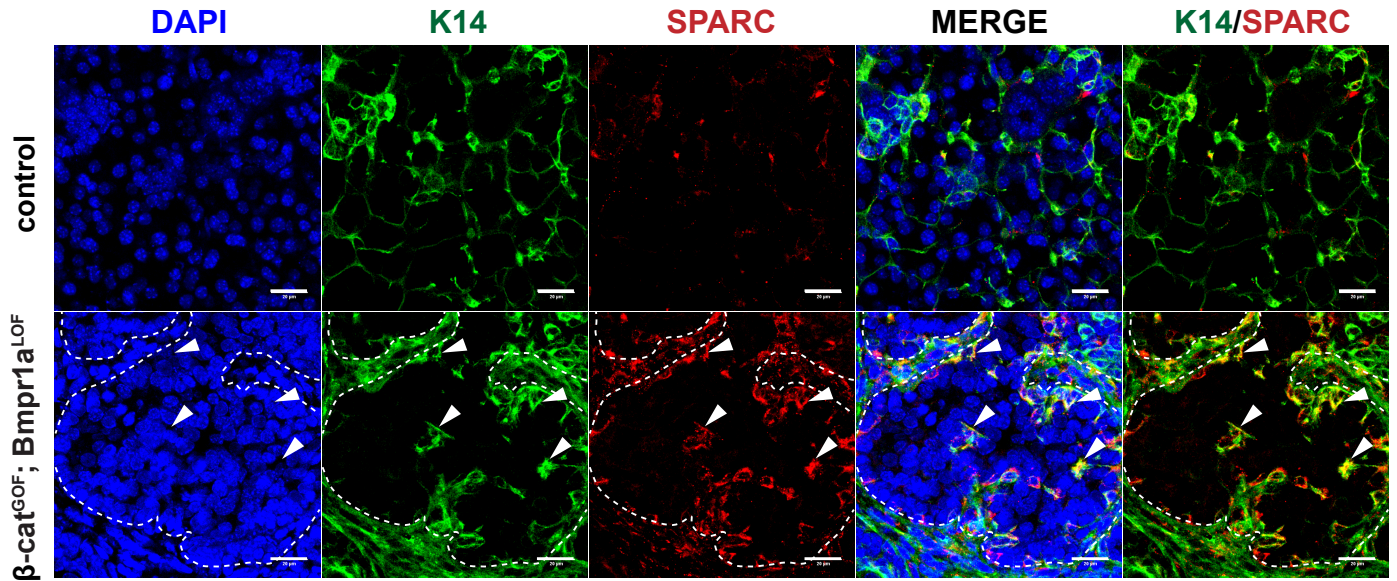

## Supplementary Fig. 10

**Supplementary. Fig. 10: EMT occurs in basal cells at early stages of tumorigenesis.** Immunofluorescence of control (top) and double-mutant (bottom) salivary glands at P40 with antibodies against SPARC, an emerging EMT marker that is associated with tumor progression and increased invasiveness in several cancers (see supplemental references<sup>1-5</sup>). SPARC was particularly prevalent in the tumor region of double-mutant tissues. Compared to control tissue, SPARC was upregulated in K14-positive cells within the tumor as well as in the tumor-associated stroma. Arrows indicate co-staining of K14 and SPARC. Dashed lines indicate the tumor region in the double-mutant tissue section. Representative images of two independent experiments. Scale bar: 20  $\mu\text{m}$ .

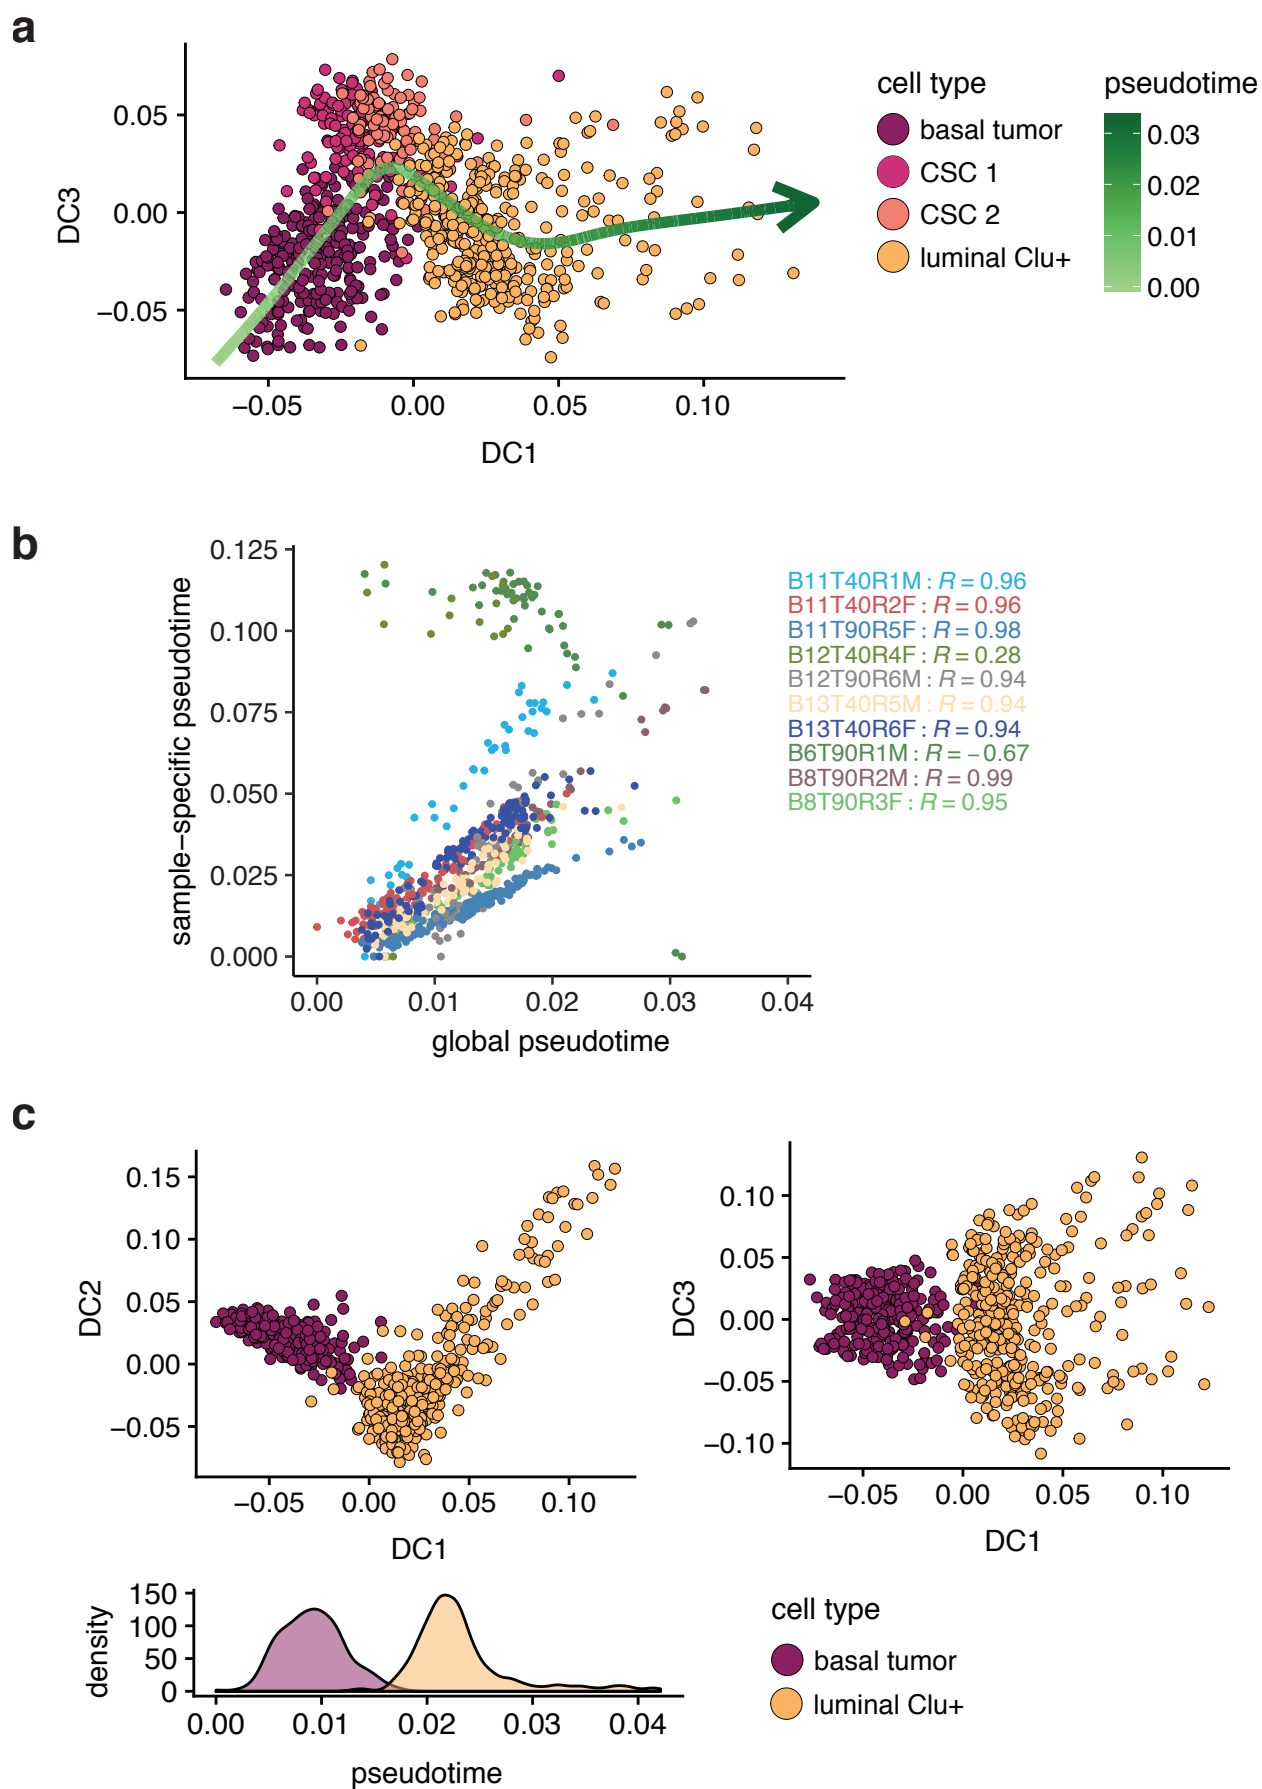

**Supplementary Fig. 11**

**Supplementary Fig. 11: Diffusion map control analyses.** **a** Diffusion map of tumor-specific epithelial cell populations shown in the first and third components together with inferred trajectory obtained by smoothing diffusion coordinates over pseudotime. **b** Diffusion analysis for individual double-mutant tumor samples with >10 cells in the relevant clusters showing sample-specific pseudotime plotted against global pseudotime. With the exception of B6T90R1M (dominated by luminal Clu+ cells) and B12T40R4F (only 15 cells) correlations (Pearson's R) were generally high. **c** Diffusion map shown in the first and second (left) and first and third (right) components of tumor-specific epithelial cell populations after removing CSCs from the analysis. Respective density plot of basal tumor and luminal Clu+ cells along pseudotime is shown (bottom).

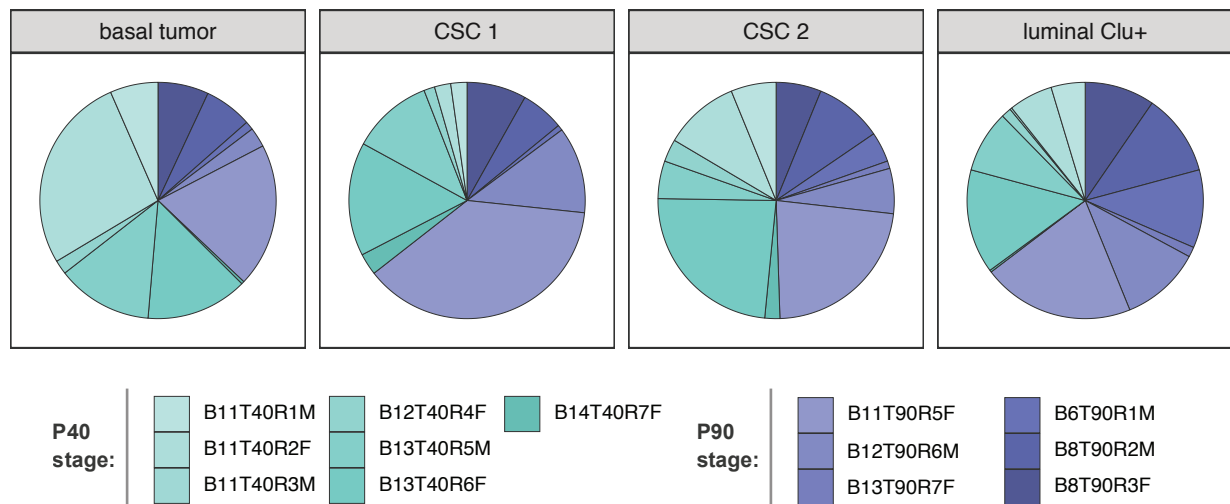

## Supplementary Fig. 12

**Supplementary Fig. 12: Relative contributions of double-mutant samples to tumor-specific epithelial cell types.** Samples from the P40 and P90 stage are shown in shades of turquoise and dark blue, respectively.

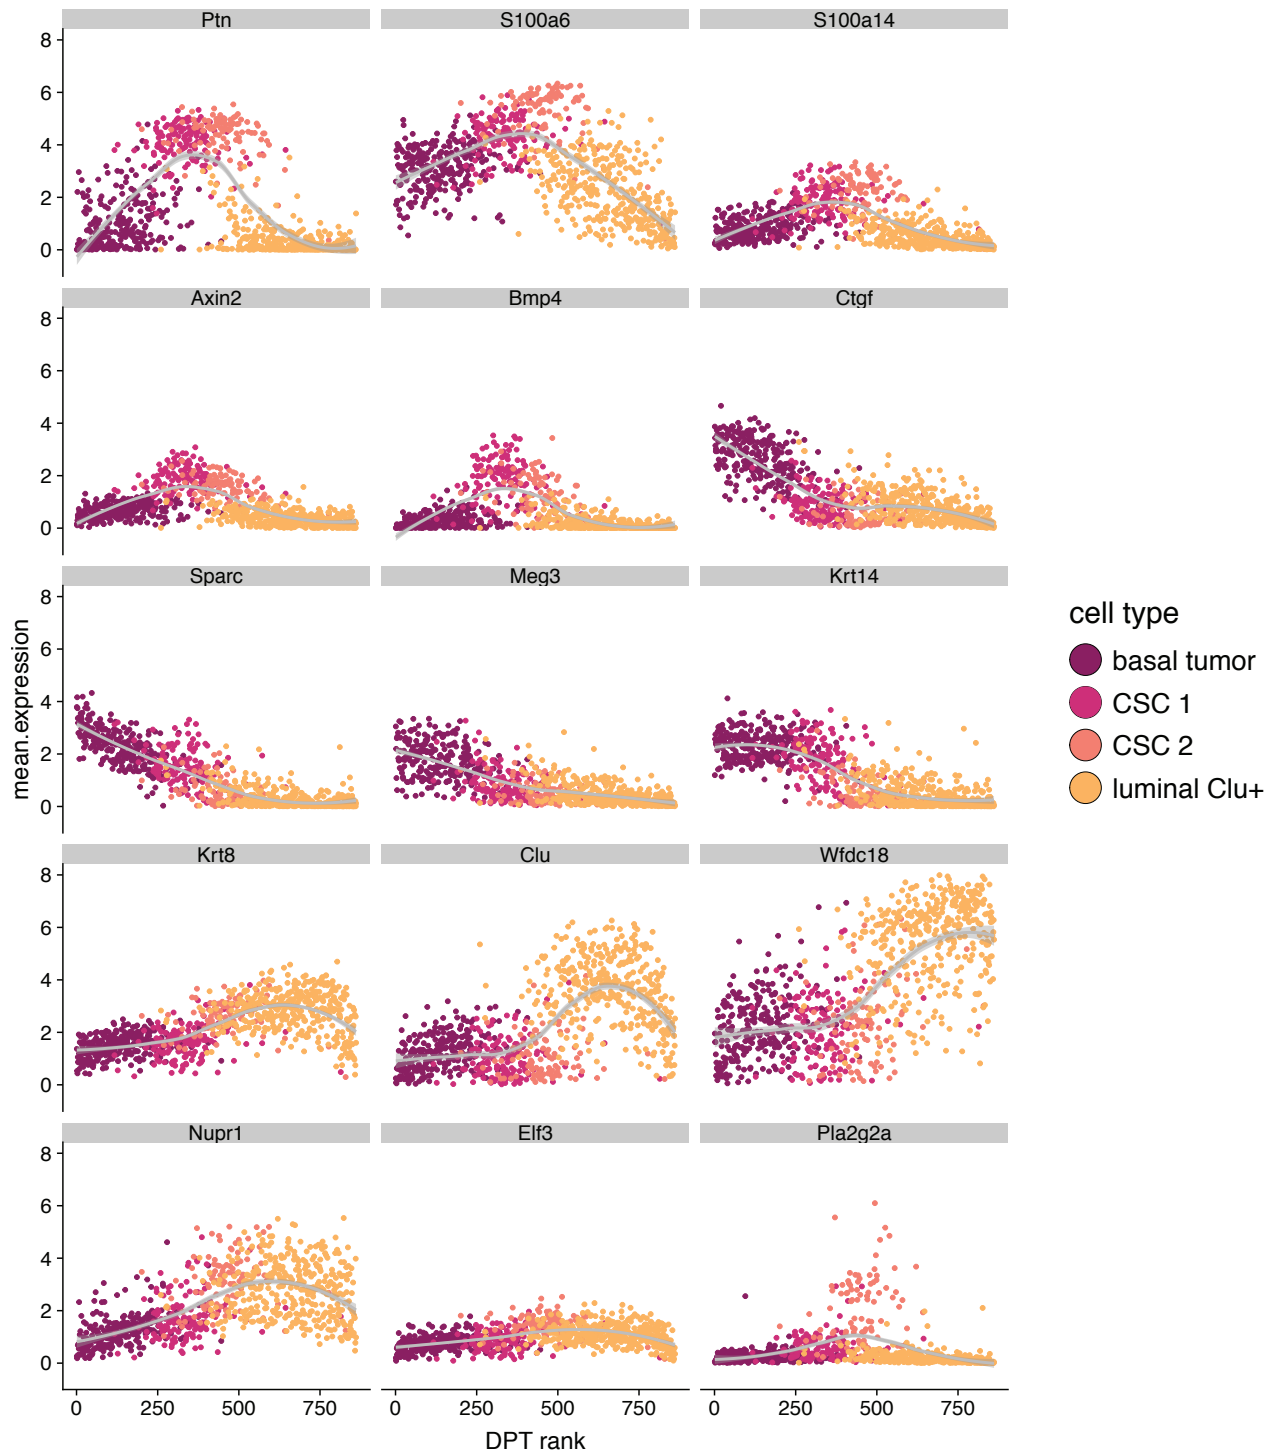

## Supplementary Fig. 13

**Supplementary Fig. 13: Gene expression for selected differential genes as function of pseudotime rank.** SAVER-imputed gene expression with grey lines from LOESS smoothing (shading indicates 95% confidence interval).

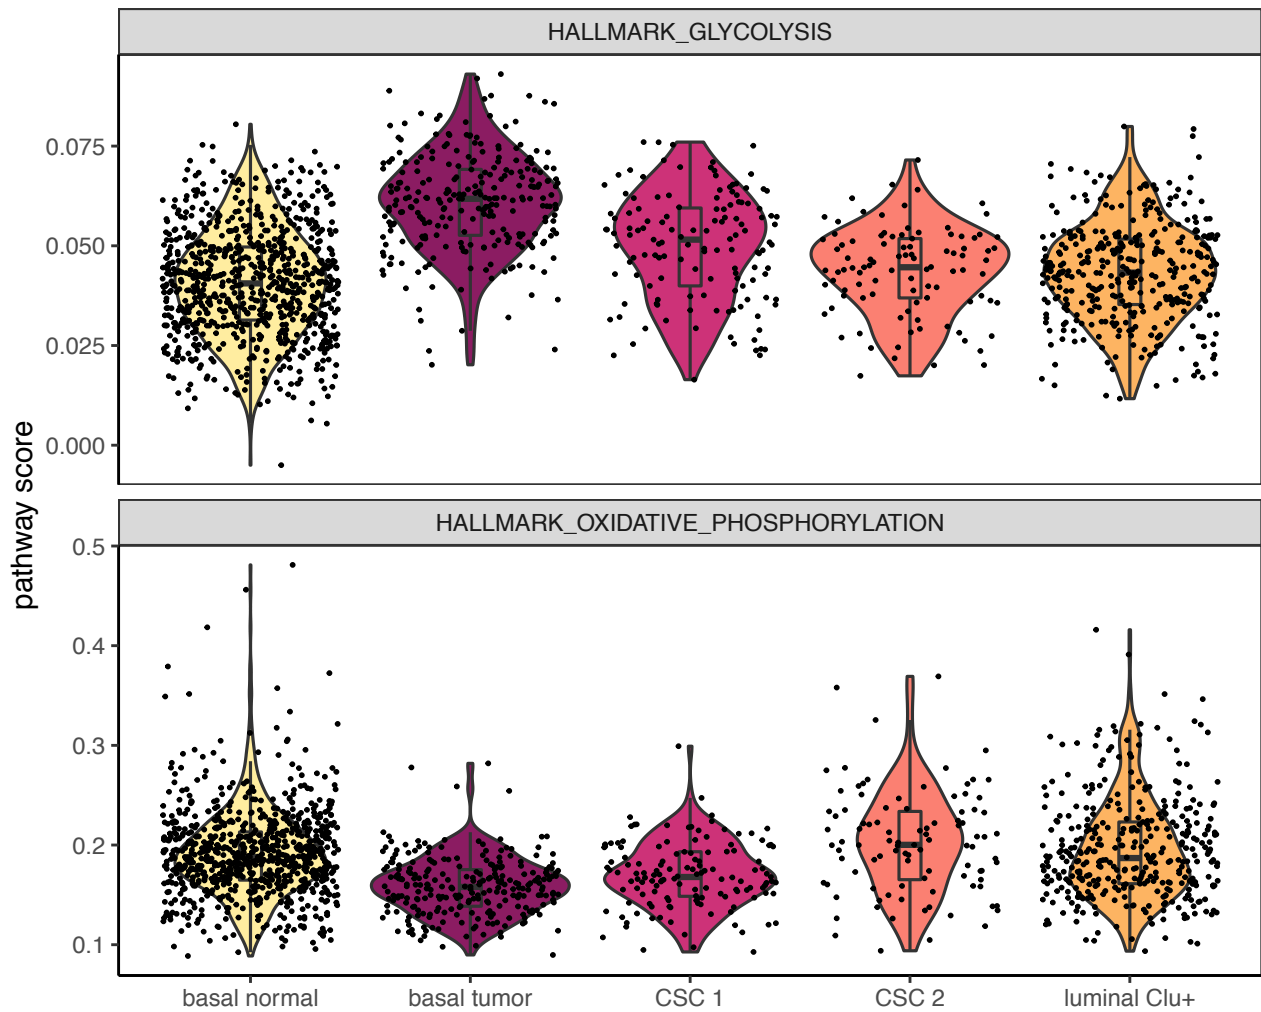

## Supplementary Fig. 14

**Supplementary Fig. 14. Metabolic pathway scores in tumor-specific epithelial cells.** Violin plots with boxplots showing the distribution of HALLMARK\_GLYCOLYSIS and HALLMARK\_OXIDATIVE\_PHOSPHORYLATION gene set scores from SAVER-imputed expression data in tumor-specific epithelial cells as defined in Fig. 4 compared to the 'basal normal' subpopulation (shown on the left in yellow).

| Antibody       | Clone     | CITE-seq barcode | Antibody           | Clone       | CITE-seq barcode | Antibody         | Clone    | CITE-seq barcode |
|----------------|-----------|------------------|--------------------|-------------|------------------|------------------|----------|------------------|
| CD62L          | MEL-14    | AATCGCTCCGGA     | CD54               | YN1/1.7.4   | GGACATTACCAC     | control_mIgG2b   | 27-35    | GATCGTAATACC     |
| A2B5           | 105       | AGCGAAGACGAT     | CD74               | In1/CD74    | TATACGGACGTG     | Nectin2*         |          | AACCATGGTCGC     |
| control_AH_IgG | HTK888    | CATGATTGGCTC     | CD69               | H1.2F3      | ACGGCTAATCAC     | NK1.1            | PK136    | AGCAAGCCTCAT     |
| CCR9_CD199     | L053E8    | ACCGATCTCAGC     | CD71               | RI7217      | TAGGCTGCTTAA     | Notch1           | HMN1-12  | GCTCAGATTAGT     |
| CD103          | Clone 2E7 | CCGCGTTACACA     | CD8                | 5H10        | CCGATCGTATGC     | Notch2           | HMN2-35  | CATACGCGAAGG     |
| CD104          | 346-11A   | CTTAACATCATGG    | CD95               | SA367H8     | ATCTATGCCTCC     | Notch3           | HMN3-133 | TGCTGAGGTCTT     |
| CD11b          | M1/70     | TCAATTGCGTGC     | CD97               | 18d3        | AACGTAACTGAG     | Notch4           | MHN4-2   | GCGTCCGAGAAT     |
| CD11c          | N418      | CGTAAGAACCGT     | cKit               | 2B8         | CCTCGGATACTA     | PDCA1_CD137      | 17B5     | TTCGTACAGTTC     |
| CD127          | A7R34     | CGTACAAGCCAC     | CLEC12A_CD371      | 5D3/CLEC12A | GAACCTTCTGGCG    | SiglecF          | S17007L  | CGAAGAGGCCCTT    |
| CD133          | 315-2C11  | CCAATACGAGCA     | CLEC9A_DNGR1_CD370 | 7H11        | TGAGCCTCACTT     | SiglecH          | 551      | CGTGATTGAAGG     |
| CD152          | 9H10      | CTGACGACTCAG     | CSF1R_CD115        | AFS98       | TTGATCGACCGT     | SIRPa_CD172a     | P84      | GAGTAGCACATA     |
| CD16_32        | 93        | CAGTTGCTCTGA     | CX3CR1             | SA011F11    | GTTGTTGGTCCG     | TCRg_d           | GL3      | GCGACAATGACG     |
| CD169          | 3D6.112   | CTAGCTGACGCA     | Delta_Like_4       | HMD4-1      | AGGCTAAGGCAA     | TNFRH3_TNFRSF26* |          | TCTCTCAAGTCC     |
| CD19           | 1D3       | CATGTCTACATC     | EpCAM              | G8.8        | GAGGACGATCAT     | Trop2*           |          | GAACTCATAGGC     |
| CD205          | NLDC-145  | TCTGGAGGACAA     | ESCAM*             |             | ATAGGTCATGCG     | XCR1             | ZET      | GTCCAACAGCCA     |
| CD209a         | MMD3      | CAATAGCAGCTC     | IAIE_MHC           | M5/114.15.2 | TGGCTGGCTAGA     | Jagged2          | HMJ2-1   | GTGGATCATGTT     |
| CD24           | M1/69     | TAGTGCTAGGCG     | IL7Ra_CD127        | A7R34       | CGGAGTAGTAAT     | CD29             | HM_1-1   | TTCCTGGCTAA      |
| CD25           | 3C7       | AACTGCTCCACA     | Lamp1              | 1D4B        | GAACCTCCACCTC    |                  |          |                  |
| CD317          | REA818    | GTCTGTAGGCAT     | Ly6A/E             | D7          | ATGCCAGCAGAG     |                  |          |                  |
| CD34           | HM34      | GTTGAAGACTGG     | Ly6C               | HK1.4       | AAGAGCTCGCAG     |                  |          |                  |
| CD38           | 90        | GGCCGAGTCTAA     | Ly6G               | 1A8         | TCGATAACCGCT     |                  |          |                  |
| CD4            | RM4-5     | TGACGTAACACT     | control_mIgG1      | MG1-45      | TGTCCGGCAATA     |                  |          |                  |
| CD45R          | RA3-6B2   | ACGAGGAGATGG     | control_mIgG2a     | MG2a-53     | GAGGCGATTGAT     |                  |          |                  |

**Supplementary Table 1:** List of oligonucleotide-coupled antibodies used for CITE-seq experiments. All uncoupled antibodies were obtained from BioLegends except for those indicated by an asterisk which were obtained from R&D Systems.

## Supplementary References

- 1 Framson, P. E. & Sage, E. H. SPARC and tumor growth: where the seed meets the soil? *Journal of cellular biochemistry* **92**, 679-690, (2004).
- 2 Feng, J. & Tang, L. SPARC in Tumor Pathophysiology and as a Potential Therapeutic Target. *Current pharmaceutical design* **20**, 6182-6190, (2014).
- 3 Grant, J. L. *et al.* A novel molecular pathway for Snail-dependent, SPARC-mediated invasion in non-small cell lung cancer pathogenesis. *Cancer prevention research (Philadelphia, Pa.)* **7**, 150-160, (2014).
- 4 Girotti, M. R. *et al.* SPARC promotes cathepsin B-mediated melanoma invasiveness through a collagen I/alpha2beta1 integrin axis. *The Journal of investigative dermatology* **131**, 2438-2447, (2011).
- 5 Fenouille, N. *et al.* The epithelial-mesenchymal transition (EMT) regulatory factor SLUG (SNAI2) is a downstream target of SPARC and AKT in promoting melanoma cell invasion. *PloS one* **7**, e40378, (2012).

# Supplementary material for: Tracing tumorigenesis in a solid tumor model at single-cell resolution
**Source:** Nat Commun. 2020 Feb 20;11:991. doi: 10.1038/s41467-020-14777-0
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | bcl2fastq (v2.20.0)<br>Drop-seq tools (v1.12)                                                                                                                                                                                                              |
| Data analysis   | R (v3.4.4) with packages Seurat (v2.3.4), lme4 (v1.1), DESeq2 (v1.18), GAGE (v2.28), destiny (v2.6.2), SAVER (v1.1.1)<br>STAR (v2.6.0)<br>featureCounts (v1.6.0)<br>CITEseq-count (v1.2)<br>Analysis scripts and R markdowns will be provided upon request |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The sequencing data generated is available in GEO under the accession GSE124425 (<http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124425>)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences    ☐ Behavioural & social sciences    ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We analyzed the transcriptomes of > 22,000 single cells. Selection of cell barcodes and filtering were performed as described in the methods using Drop-seq tools (v1.12) and Seurat (v2.3.4). |
| Data exclusions | No data was excluded.                                                                                                                                                                          |
| Replication     | Transcriptome data from > 22,000 single cells, obtained from at least 3 mice of each experimental group.                                                                                       |
| Randomization   | Clustering analysis showed that data was not influenced by experimental batch.                                                                                                                 |
| Blinding        | Although mouse genotypes were known, data collection and analyses were performed unbiasedly.                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used in the study are listed in the Methods and Supplementary Information.   |
| Validation      | Antibody-specific validations are available as indicated on the manufacturers' webpage. |

## Animals and other organisms

Policy information about [studies involving animals](#); ARRIVE guidelines recommended for reporting animal research

|                         |                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice used in this study had a C57BL/6 background. Control and double-mutant mice were obtained as described in the Methods. Female and male mice staged around P40, P70 and P90 were collected for experiments. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                             |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                         |
| Ethics oversight        | Animal experiments were approved by LAGeSo Berlin and performed according to EU and national institutional regulations                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                           |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells from submandibular glands and primary tumors were isolated as detailed in the Methods.                                                                                                                                                                                                              |
| Instrument                | FACS Aria (BD Biosciences)                                                                                                                                                                                                                                                                                |
| Software                  | FlowJo                                                                                                                                                                                                                                                                                                    |
| Cell population abundance | Representative abundance of relevant cell populations are provided in the gating strategy (Supplementary Fig. 1a).                                                                                                                                                                                        |
| Gating strategy           | The FSC/SSC gating strategy was used to eliminate cell debris, fragments and pyknotic cells with both low or high FSC/SSC reads. Subsetting gating strategy (FSC area and height) was used to identify the single-cell population and live cells further selected after exclusion of DAPI-positive cells. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

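Single-cell RNA was measured by Drop-seq in 26 salivary glands, 12 from control and 14 from double-mutant mice, at P40 and P90 and in both sexes. RNA and surface proteins were measured together by CITE-seq in 4 further glands at P70, 2 of each genotype, and bulk mRNA-seq was made from 1 gland of each genotype, at P70 (control) and P100 (double-mutant). Samples were assigned to genotype, sex, stage, replicate and batch from their titles and descriptions, before the data were examined. Fig. 3a draws both CITE-seq control mice as female, whereas one of their titles gives a male, and sex was not used in that experiment.

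The authors mapped Drop-seq and CITE-seq reads with Drop-seq tools and STAR to mm10 with the GENCODE vM7 annotation, to which the sequences of Cre and EYFP had been added, and deposited UMI counts per gene and cell barcode for the barcodes above the knee. Those counts carry no normalization and no filter on genes or mitochondrial transcripts. Human cells added to the CITE-seq libraries had been removed by the authors through mapping to both genomes, a step that cannot be repeated from counts. Antibody tags were counted by the authors with CITEseq-count for the same barcodes, and neither the paper nor the tables state whether these counts are UMIs or reads. Bulk reads were counted by the authors on exons with featureCounts, without normalization. All values are counts, and genes are named by symbol. No coordinates were used. The reference annotation at hand (GENCODE vM21) served only to give the chromosome of genes by symbol. In 891 cells for which the authors' table of cells gives UMI and gene counts, all 891 had the same numbers in the count tables. That table is truncated, so the authors' clusters were not used.

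Total UMIs per Drop-seq gland ranged from 650301 to 6994504. Of 26987 barcodes, 23346 had at least 100 genes and under 15% mitochondrial UMIs, the paper's limits, and of 3095 CITE-seq barcodes 2535 also had fewer than 2500 genes. The median cell held 2062 UMIs in control and 1151 in double-mutant glands, so that rare transcripts were harder to detect in double-mutant cells. The counting intervals given are Clopper-Pearson intervals at 95%. A count of 0 was taken to allow up to 3 counts. Intervals and limits cover counting error only.

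UMIs were scaled to 10000 per cell and log-transformed, 2000 variable genes were reduced to 30 principal components, and cells were joined to 20 nearest neighbors and grouped by the Leiden method on the shared-neighbor graph (scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0). The resolution was 0.7 for control glands alone and 1.0 for all glands, as in the paper, where another program (Seurat) was used, so the numbers mean different things in both. No alignment of samples was applied. A cluster was named when at least 3 markers of a list reached 2-fold over the other cells and 10% of its cells, and its name ends in "-like" to mark that it is not the authors' cluster. Axin2, Ptn, Wif1, Egf, Smgc, Dcpp1, the sex genes, EYFP and Cre were held out of the clustering. Sub-clusters of CSC-like (resolution 0.3), basal-like (0.2) and immune-like cells (1) were found from 1000 variable genes and named at 1.5-fold. For CSC-like and basal-like cells, the keratins and the EMT, Wnt and matrix genes that the paper reports for them were held out. For immune-like cells, the genes that the paper lists for the subsets were not held out. The step of the paper that removed cells far from their cluster center was for display and was not repeated. Diffusion pseudotime was computed with 10 principal components, 15 neighbors and 10 diffusion components, from the basal tumor-like cell with the most extreme first component. Per-gland pseudotime used glands with at least 30 cells and 10 neighbors, with the variable genes and the starting cell chosen anew in each gland.

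The gland was the replicate in every test. Shares of cells were compared by a two-sided permutation test of the mean share per gland, with 100000 resamples where both groups had at least 10 glands and all arrangements otherwise. For paired populations the signs of the differences were flipped in all possible ways. UMIs were summed per gland, or per gland and population with at least 10 cells (5 for sub-clusters), and compared with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, TMM normalization, filterByExpr), with sex and stage as covariates for genotype, stage for sex, sex for stage, and log2 of the number of cells for sub-clusters, as in the paper. The standard error of a log2 fold change was its size divided by the square root of F. P-values were adjusted by Benjamini-Hochberg over the genes of a comparison or the tests of a family, and 0.05 was the threshold. A p given without an adjusted value, as for EYFP, Cre, the scores of stage and sex genes and comparisons within a stage, sex or batch, is unadjusted. DESeq2 1.42.0 was the other tool, and lme4 1.1.37 with lmerTest 3.1.3 gave the paper's binomial mixed model and the linear mixed model. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used. CPM are counts scaled to the same library total.

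The genes named in the text follow a rule. It takes every gene that the Results name for a comparison, and for each fit up to 5 higher and 5 lower genes with the largest log2 fold change among those with an adjusted p under 0.05 and a mean of at least 10 counts per sum, without the genes that named the clusters compared, and the sex genes, Cre and EYFP. Gene lists held 5 EMT genes, the 4 Wnt genes of Fig. 4c, the stemness genes of the Methods with Aldh1a read as Aldh1a1, Aldh1a2 and Aldh1a3 (15 of 16 found), 16 glycolysis genes, 72 genes of oxidative phosphorylation and 10 acinar secretory genes. The glycolysis and oxidative phosphorylation lists hold common enzymes and nuclear subunits of these pathways, which the paper does not name. The acinar secretory list was chosen after the lower genes had been seen and shares Prol1, Car6, Pip, Lpo and Bpifa2 with the markers of acinar cells. The pathway collections used with GAGE were not used here, nor was SAVER imputation.

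The groups, the tests, the rule for named genes and most alternatives were set before the data were examined. The resolutions of the sub-clusters and the rule for a cluster that fits more than 1 list were set after the data had been seen, as were the alternatives without B11T40R1M and B11T90R5F, the binomial model for the 4 tumor populations and for immune-like cells over 30 glands, the linear model on cells, the permutation within batches for myeloid subsets, the antibody comparison without unnamed clusters, the EYFP alternatives and those on the order in pseudotime. The alternatives changed 1 choice at a time, except that thinning cells to 500 UMIs also left out the cells with fewer UMIs. They covered the resolution, the number of principal components, the filter on cells, doublet scores, depth, the genes held out, the test, batch, the replicate number as a block, the filter on low counts, the normalization and the libraries used.

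Stage cannot be told apart from batch in control glands, since no batch held controls of both stages. The titles number the replicates within each genotype and stage, and nothing in the paper states that equal numbers are pairs. The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale (101 and 156 in the smallest fits), of which between 50.5% and 93.0% were found, with between 1.37% and 7.61% false calls. The self-test of the genotype-by-stage fit found 50.5% and that of the genotype-by-sex fit 61.0%.

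A p from a figure was taken to differ from the value here when it lay on the other side of 0.05. Values read from figures were taken by eye, and p-values under 0.0001 were compared as minus log10 of p.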

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

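The tests of batches for Bpifb9a, Ltf and H19 and of the paralog Bpifb9b were chosen before their results were seen, and the other tests in this part, those of free RNA and of the batch for RP24-89H23.2, only after, although the fit with batch as a covariate had been set before as an alternative.

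A gland far from the others of its group was looked for in 60 groups of 6 or 7 glands, over 15 measures, by the gap to the nearest gland over the whole range. It was found 8 times, where about 3 would be found by chance at 1 in 20. Several of these measures are related, so the excess cannot be read as 8 separate events.

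Ig-producing-like cells made up 4.41% of the double-mutant gland B13T90R7F, against 0.0937% to 1.72% in the other 6 double-mutant glands at P90. The gland had 2780.5 UMIs in its median cell, more than the other double-mutant glands at P90, and a difference in depth was not tested for this gland alone. With cells under 500 UMIs left out and the others thinned to 500, Ig-producing-like cells were still more frequent in double-mutant than in control glands. The alternatives of that comparison in percentage points gave differences between 1.1 and 1.47, while the binomial mixed model gave log-odds of 2.40 (adjusted p = 1.88e-07). The design gives no condition that sets B13T90R7F apart from the other glands at P90, so no biological explanation was tested.

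CSC-like cells made up 0.156% of the control gland B8W90R3M and 0% of the other 5 control glands at P90. Luminal Clu+-like cells made up 0.0872% of the control gland B13W40R3M and 0% of the other 5 control glands at P40. Each of these shares is a single cell, and a single cell among 10743 control cells does not tell a rare cell from an assignment to the wrong cluster, from a doublet or from a barcode with RNA of other cells. None of these was tested for the cells themselves, and no biological explanation was tested.

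Ductal Egf+-like cells made up 5.71% of the double-mutant gland B11T40R3M, against 0% to 0.699% in the other 6 double-mutant glands at P40. They made up 7.31% of the double-mutant gland B6T90R1M, against 0.117% to 1.65% in the other 6 double-mutant glands at P90. Both glands are labelled male, and in control glands these cells were more frequent in males. In double-mutant glands they made up 2.67% in males and 0.377% in females by label. The difference in the genotype effect between the sexes had a permutation p of 0.0501 (adjusted p = 0.401 over 16 cell types). B11T40R3M also had a median of 4036 UMIs per cell, against 488 to 1778 in the other 6 double-mutant glands at P40. A difference in depth or in the part of the gland taken was not tested for these glands, and B6 held no other gland.

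EYFP had 178.8 CPM in the control gland B9W90R6F, against 57.0 to 94.3 in the other 5 control glands at P90, and 178.6 CPM in the double-mutant gland B11T40R2F, against 0.876 to 67.6 in the other 6 double-mutant glands at P40. Basal-like cells made up 7.67% of the cells of B9W90R6F and 16.1% of those of B11T40R2F. Within basal-like cells EYFP had 627 CPM in B9W90R6F (46 UMIs), against 0 to 697 in the other control glands at P90, and 324 CPM in B11T40R2F (40 UMIs), against 0 to 185 in the other double-mutant glands at P40. More basal-like cells alone would not raise this level, so for B11T40R2F they are not the whole explanation. What else sets these glands apart was not tested, and the other tests of EYFP concern the genotypes.

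The transcript RP24-89H23.2 was the only gene of 11420 whose genotype effect differed between P90 and P40 at an adjusted p under 0.05 in edgeR (−4.59 on the log2 scale, standard error 0.79, adjusted p = 0.0449, and 628 genes at an unadjusted p under 0.05). It had 10.1 CPM in control glands at P40 and 35.1 at P90, and 18.5 and 1.88 in double-mutant glands. All of 9 alternatives gave the same direction, between −4.97 and −4.17, with adjusted p-values from 7.7e-19 to 0.582. With batch as a covariate the difference was −4.69 (adjusted p = 0.582), so its size did not fall but it no longer passed the threshold. Without B11T40R1M and B11T90R5F it was −4.28 (adjusted p = 0.228). Since stage follows batch in control glands, a difference between batches cannot be told apart from an effect of stage for this gene. A difference of stage between the genotypes stays open as well. As many genes or more were found in 4 of 100 random splits of the glands, the real one included, so that chance can be excluded at 0.05, though other splits gave up to 1605 genes.

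Bpifb9a, which the paper does not report, had 43.6 CPM in double-mutant glands and no UMI in the 12 control glands, at least 578-fold higher against a floor of 3 counts over the control glands. It was found in 13 of 14 double-mutant glands, with 9.40 CPM at P40 and 77.7 at P90. It was higher in the double-mutant glands in 5 of the 5 batches with both genotypes, from 1.31 in B14 to 97.3 CPM in B8 against 0 in controls, which argues against a difference between batches. A UMI was found in 5.44% of CSC-like cells and in 0.25% of immune-like cells, and CSC-like cells held 49.5% of its UMIs, acinar-like cells 33.3% (with a UMI in 0.245% of them), unnamed cells 9.68% and the other types the rest, which argues against free RNA as the whole signal. Its near-identical paralog Bpifb9b had 55 UMIs in double-mutant and none in control glands, against 1302 for Bpifb9a. Reads shared between both cannot be told apart from expression of each by counts alone. What stays open is which paralog was expressed, and a change in the cells found only in double-mutant glands, which was not tested separately.

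Ltf, also not reported by the paper, had 266 CPM in double-mutant and 0.732 in control glands, and was found in 13 of 14 and in 3 of 12 glands. It was higher in double-mutant glands in 5 of 5 batches, although by little in B14 (2.63 against 1.83 CPM), and reached 935 CPM in B9 (0 in controls). A UMI was found in 89.8% of luminal Clu+-like and 1.4% of immune-like cells of double-mutant glands (median 869 and 573 UMIs), and luminal Clu+-like cells held 84.9% of its UMIs. Batch and free RNA as the whole cause are therefore argued against.

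H19 had 35.5 CPM in double-mutant and 0.232 in control glands, and was higher in double-mutant glands in 5 of 5 batches, with 5.10 against 1.16 CPM in B12, 7.01 against 0.155 in B14 and between 8.99 and 123 against 0 in the others. A UMI was found in 17.5% of luminal Clu+-like and 0.20% of immune-like cells, and luminal Clu+-like cells held 76.4% of its UMIs. Batches and free RNA are argued against as the whole cause. For Ltf and H19, the rise in whole glands may follow from the presence of luminal Clu+-like cells rather than from a change within a cell type, a hypothesis that leaves the source of these cells open.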

How the results depend on the processing

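The alternatives without B11T40R1M and B11T90R5F, the linear model on cells, the binomial mixed model for the 4 tumor populations and for immune-like cells over 30 glands, permutation within batches for myeloid subsets, antibodies without unnamed clusters, the EYFP alternatives and those on the order in pseudotime were chosen only after results had been seen, as were the counts of random splits, and the others were set before.

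Of 406 values of 51 results under another choice, 326 kept their direction and their side of the threshold or moved by less than the spread, 40 lost the threshold, 24 gained it or grew by more than 1.5 times, 7 without a test moved by more than the spread and 9 changed direction. For the 152 genes named, the numbers were 835, 97, 20, 0 and 9 of 961.

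Ranges in percentage points below leave out the models on cells (the binomial mixed model, in log-odds, and the linear models), whereas counts of alternatives and ranges of adjusted p include them. The share of CSC-like cells was higher in double-mutant glands under all of its 12 alternatives, by 1.87 to 2.67 percentage points (adjusted p from 5.06e-06 to 0.0156). The same held for Ig-producing-like cells (13 alternatives, up to 1.47 percentage points), luminal Clu+-like (14, 2.05 to 5.41), fibroblast-like (13, 1.89 to 2.46) and immune-like cells (13, 8.09 to 12.3), and the share of ductal Egf+-like cells was lower under 13 (−10.4 to −8.20). T/NK-like cells never passed the threshold (13 alternatives, adjusted p from 0.1 to 0.653), nor did luminal Clu+-like cells among the 4 tumor populations (9 alternatives, 9.87 to 17.2 percentage points, 11.0 in the linear mixed model and 5.39 in the linear model on cells, adjusted p from 0.0604 in the latter to 0.444), luminal Dcpp1+-like cells between stages of control glands (7, 10.7 to 12.3) or myoepithelial-like cells (12). Inflammatory-like cells passed it under 5 of 5 (1.24 to 1.32). With glands left out in turn and the scale and cells changed, CD11b stayed between 2.51 and 3.24 and CD172a between 2.19 and 2.31 (7 alternatives each). Over the glands left out in turn alone, CD11b ranged from 2.51 to 2.70 and CD172a from 2.19 to 2.31. The difference in EYFP stayed between −42.2 and −38.3 CPM under 2 alternatives.

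Resolution 0.7, permutation within Drop-seq batch, permutation within sex and stage and leaving out the 5% of cells with the highest Scrublet scores changed no side of a threshold in the shares between genotypes.

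For acinar-like cells, 4 of 13 alternatives lost the threshold (adjusted p from 0.0055 to 0.15 over all). The difference was −10.8 percentage points with cells thinned to 500 UMIs (adjusted p = 0.15), −14.8 without B9T90R4F (0.0558) and −14.4 without B11T40R1M and B11T90R5F (0.0719). For basal-like cells, 6 of 13 lost it (0.00598 to 0.129): 4.74 at resolution 1.5 (0.0504), 5.17 with at least 200 genes and under 10% mitochondrial UMIs (0.0577), 4.42 with no gene held out (0.0951), 3.54 without B9T90R4F (0.0723) and 4.59 without the B11 pair (0.0897). For endothelial-like cells, 5 of 13 lost it (0.00142 to 0.163): 2.44 with at least 200 genes (0.0874), 1.75 with thinned cells (0.163), 2.84 without B9T90R4F (0.0558) and 3.01 without the B11 pair (0.0525). Leaving glands out gives fewer arrangements and glands, and for the others the cause was not tested.

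Differences that did not pass the threshold changed as follows, and the cause was not tested. Ductal Klk1+-like cells were lower by −5.22 percentage points with 20 principal components and passed it (adjusted p = 0.0352, from 0.0352 to 0.336 over the alternatives). Ductal progenitor-like cells were at 0.288, in the other direction, with 20 principal components and at −2.32 with at least 200 genes (0.0388, from 0.0388 to 0.889). Ductal Smgc+/Esp4+-like cells were at −0.117 with at least 200 genes, ductal Duoxa2+-like cells at 0.0685 with thinned cells, and luminal Dcpp1+-like cells had log-odds of 0.803 in the binomial mixed model, each in the other direction. Proliferating-like cells differed by 5.28 percentage points with Drop-seq glands alone and passed the threshold (0.0335, up to 0.573). Tissue-remodeling-like cells, which had passed it, did not within batches (4.77, adjusted p = 0.101, from 0.00136), nor did interferon-activated-like cells with at least 20 immune-like cells (2.71, 0.100), at a doubled resolution (2.98, 0.0553) or in the binomial mixed model (log-odds 0.392, 0.114; the range was 0.0464 to 0.114). In control glands, the share of ductal Smgc+-like cells differed by 2.09 percentage points with types from the clustering of all 26 glands (0.160, from 8.13e-06 to 0.25).

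Among the 4 tumor populations, a linear model with every cell as a replicate passed the threshold for basal tumor-like cells (−9.52 percentage points, adjusted p = 0.00664, up to 0.701), CSC 1-like cells (5.56, 0.0345, up to 0.955) and pseudotime (0.0502, 1.82e-06, up to 0.489). By construction it takes more replicates than there are glands. With the gland as a random effect none of the 5 results passed it. CSC 1-like cells were at −7.45 and CSC 2-like cells at 1.09 with B9T90R4F included, and CSC 2-like cells at 0.494 with cells assigned by marker scores, each in the other direction. The order of luminal Clu+-like and CSC 1-like cells in pseudotime changed with B9T90R4F included (a difference of medians of 0.0032) and with marker scores (0.0789). CSC 2-like cells lay after CSC 1-like cells and these after basal tumor-like cells in all 4 settings.

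The number of genes depended on the filter on low counts. Without it, which adds genes to the test, 616 genes by sex, 2235 by stage, 189 by genotype and stage, 57 by genotype and sex, 395 in immune-like cells, 313 in basal-like cells, 700 between basal tumor-like and basal normal-like cells, 35 between CSC 1-like and CSC 2-like and 387 between CSC 1-like and basal tumor-like cells had an adjusted p under 0.05. With genes in at least 5% of cells, the last 3 numbers were 514, 75 and 357. DESeq2 called 205 genes by sex, 8 by genotype and stage, 2 by genotype and sex and 28 between CSC 1-like and CSC 2-like cells. In edgeR no gene had a genotype effect that differed by sex (398 at an unadjusted p under 0.05). The normalization with DESeq2's size factors in edgeR changed no number by more than 1.5 times, but between basal tumor-like and basal normal-like cells 116 genes were higher and 41 lower, against 96 and 70 with TMM.

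With each gland thinned to the same number of UMIs, 60 genes by sex (44 of them among the 91), 328 by stage (306 among the 988) and 1024 by genotype (882 among the 2309) were called, of fewer genes tested, which limits what can be seen at this depth. With batch as a covariate, 301 genes by genotype were called, 252 of them among the 2309. Of the 1515 higher genes 235 and of the 794 lower genes 17 were still called. The directions of all 2309 were kept, and the median log2 fold change of the 1515 higher genes was 1.09 against 1.19. With that covariate 0 genes by genotype and stage were called (781 unadjusted), and 0 with at least 200 genes per cell (586 unadjusted) or without the B11 pair (462 unadjusted). Without B9T90R4F 3 were called. With the share of acinar-like cells as a covariate, 80 genes in immune-like cells and 55 in basal-like cells were called, 66 and 52 of them among those called without it, with all directions kept. Between CSC 1-like and CSC 2-like cells, 7 genes were called without the number of cells as covariate and 5 with at least 10 cells per sum. Leaving out 1 gland in turn gave 5 to 15: 15 without B11T40R2F, 6 without B11T90R5F, 5 without B12T90R6M and 6 without B13T40R6F, with 11, 5, 4 and 4 of the 13. Between CSC 1-like and basal tumor-like cells, 45 genes were called without the covariate.

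Of the named genes, 9 values changed direction. Without the filter on low counts Hmgb2 in immune-like cells had a log2 fold change of 0.14, Snai2 in basal tumor-like against basal normal-like cells −0.046, Elf3 in CSC 1-like against basal tumor-like cells 0.058, and Nupr1 in CSC 1-like against CSC 2-like cells 0.22. Nupr1 was at 0.20 with genes in at least 5% of cells, and at 0.0012 and 0.017 without B11T90R5F or B13T40R6F (−0.25 to 0.017 over the glands left out). Axin2 between these cells was at −0.23 without B13T40R6F (up to 0.37 over the glands left out), and Sparc in CSC 1-like against basal tumor-like cells at 1.36 with the gland as a block. None of these genes passed the threshold in the main edgeR fit of these comparisons, and the cause was not tested. Sparc did pass it in the paired sign-flip test between CSC 1-like and basal tumor-like cells.

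Whether equal replicate numbers pair the glands was looked at through the deviations of genes from the mean of their genotype and stage. Sex was not removed, so shared sex can enter these correlations. Pairs of glands with the same number from different groups had a median correlation of 0.0569 (37 pairs), pairs with another number −0.0179 (216), pairs of the same batch −0.00967 (22) and pairs of another batch −0.0102 (231). These numbers share only a number. Permuted within replicate number and stage, the differences were those above, −15.8 percentage points for acinar-like cells (adjusted p = 0.0557), 4.87 for basal-like (0.129) and 2.93 for endothelial-like cells (0.0557). Permuted within replicate number, those of control glands were 15.8 for ductal Egf+-like (p = 0.25, the permutation allowing few arrangements) and 6.97 for ductal Smgc+-like cells (0.25). With the replicate number as a covariate 10 genes by sex and 4002 by genotype were called (10 and 2224 shared). With the gland as a block, 6 genes between CSC 1-like and CSC 2-like (1 shared) and 4 between CSC 1-like and basal tumor-like cells (4 shared) were called.

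Random splits of the samples into groups of the same sizes, 100 for each comparison with the real one included, gave a number of genes as large as the real one in 1 split, the real one, for sex, stage, genotype, immune-like cells and basal-like cells, so chance can be excluded there. The number was also 1 for the 3 comparisons of sub-clusters, but these were formed by clustering the same cells on their expression, so that it says nothing on chance. It was 4 of 100 for genotype and stage, which excludes chance at 0.05, and 100 of 100 for genotype and sex, where 0 genes were called and any split gives as many, so that it says nothing either. For stage in control glands, a split that matched the early and late batches for 83.3% of the glands gave 952 genes, near the 988 of the real split, which matches them for all glands. No value within batches can be had for controls. For genotype the largest other split gave 1157 genes, and for genotype and stage 1605.

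The lowest correlation of bulk and pooled single-cell data was 0.761 with log10(TPM + 1), 0.763 as Spearman's rho, 0.682 with at least 10 counts in every sample and 0.773 without gene length. That between libraries was 0.783 with log10(TPM + 1). The share of the divergence between glands that genotype, sex and stage gave was 83.8% with 15 neighbors and 68.2% with equal cells per gland, and 52.2% without subtraction of the shuffled values.

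Some alternatives gave no value. With 20 principal components no cluster was named ductal Duoxa2+-like or ductal Smgc+/Esp4+-like, with at least 200 genes none was named ductal Duoxa2+-like, with thinned cells none was named CSC-like or ductal Smgc+/Esp4+-like (nor ductal Smgc+-like in controls), and with no gene held out none was named myoepithelial-like. Batch as a covariate cannot be estimated beside stage in control glands. CSC-like cells were thus not told apart with cells thinned to 500 UMIs. Cells with fewer UMIs had been left out, so loss of cells and loss of depth act together there.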

Differences from the paper's values

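Only the linear model on cells, the binomial mixed model among the 4 tumor populations and the settings on the order in pseudotime among the tests in this part were chosen after results had been seen.

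Of 14 values in the paper's text that were also computed here, 2 differed by the criterion used, and of 43 values shown in its figures, 13 did. A value was taken to differ when it was more than 1.5 times the other and, where a spread was known, farther from it than the spread. A p-value was taken to differ when it lay on the other side of 0.05, and a correlation when it was farther away than a margin, of 0.1 for those of pseudotime, of 0.05 for those between libraries or printed in a figure, and of rounding for the lowest of bulk and pooled data.

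The lowest correlation between single-cell libraries was 0.589, and the paper's value is at least 0.8. The paper averaged expression over cells before conversion to TPM, where UMIs were summed here, and such averaging was not among the alternatives. Of the alternatives set before the data were examined, log10(TPM + 1) gave 0.783, which did not differ, whereas Spearman's rho (0.571) and genes with at least 10 counts in every sample (0.591) did. The lowest correlation of bulk and pooled single-cell data, 0.747 against the paper's 0.74, did not differ, and among its alternatives only genes with at least 10 counts in every sample (0.682) did. The 6 correlations printed in Supplementary Fig. 1b match those found here, which ranged from 0.747 to 0.951.

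The fold change of Snai2 from basal normal-like to basal tumor-like cells was 1.03, and the paper's is more than 2. The alternative set before the data were examined, no filter on low counts, gave 0.969 and differed too. In the 10 double-mutant glands with both populations, Snai2 went from 0.690 to 1.00 UMIs per 10000, higher in 6 and lower in 2 (exact sign-flip permutation p = 0.0312, adjusted p = 0.0762).

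The share of ductal Klk1+-like cells differed between genotypes with a permutation p of 0.167 over 26 glands, and the paper's p is about 0.03 in Supplementary Fig. 5b, read by eye. The paper's binomial mixed model took the cells with the sample as a random effect, and the permutation test took glands as replicates. Of the alternatives set before the data were examined, 20 principal components (permutation p = 0.0252) and at least 200 genes with under 10% mitochondrial UMIs (0.0316) did not differ. Resolution 0.7 (0.128) and 1.5 (0.160), the top 5% of Scrublet scores left out (0.222), cells thinned to 500 UMIs (0.168), no gene held out (0.238), permutation within sex and stage (0.179), within batch (0.174) and within replicate number and stage (0.133), the analysis without B9T90R4F (0.231) and the binomial mixed model (0.055) differed.

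For the share of proliferating-like cells among immune-like cells, the minus log10 of the permutation p was 0.531 (p = 0.294), and the paper's is about 7.6 in Fig. 3e, read by eye, from a mixed model on cells where glands were the replicates here. Of the alternatives set before the data were examined, Drop-seq glands only (1.60) did not differ, whereas at least 20 immune-like cells (0.318), a doubled resolution of sub-clustering (0.483) and the Wald test of the binomial mixed model (1.27) did. The likelihood ratio test of the same model gave p = 0.0467, on the paper's side of 0.05.

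For the mean pseudotime at P90 against P40, the minus log10 of the exact permutation p was 0.730 (p = 0.186), and the paper's is about 14 in Fig. 5d, read by eye. The paper's linear model took cells as replicates, and glands were the replicates here. All alternatives set before the data were examined differed: glands with at least 20 cells (1.15), no gene held out (0.790), marker scores (0.801), B9T90R4F included (0.790), permutation within replicate number (0.727), 50 neighbors (0.778) and the linear mixed model on cells (0.747). A linear model on cells like that of the paper, chosen after seeing the values, gave a p of 3.64e-07 and lay on the paper's side of 0.05.

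For basal tumor-like cells among the 4 populations at P90 against P40 the exact permutation p was 0.0823, and the paper's is about 0.0024 in Fig. 5e, read by eye. No gene held out (0.0173) and marker scores (0.0455), set before the data were examined, did not differ. Glands with at least 20 cells (0.143), B9T90R4F included (0.680), permutation within replicate number (0.13) and the linear mixed model (0.119) differed. For luminal Clu+-like cells the exact p was also 0.0823, and the paper's is about 0.00094 in Fig. 5e, read by eye. No gene held out (0.0303) did not differ, whereas glands with at least 20 cells (0.167), marker scores (0.210), B9T90R4F included (0.177), permutation within replicate number (0.25) and the linear mixed model (0.116) did. A linear model on cells, chosen after seeing the values, gave 0.00266 and 0.0483 and lay on the paper's side for both. The paper's binomial mixed model, which takes cells with the sample as a random effect where the permutation takes glands, was also run after seeing the values and gave 0.0895 and 0.0916.

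The correlation of the pseudotime of a single gland with that over all glands was 0.577 in B11T40R1M, 0.811 in B11T40R2F, 0.715 in B11T90R5F, −0.275 in B12T90R6M, 0.523 in B13T40R5M, 0.803 in B13T40R6F, 0.523 in B8T90R2M and 0.539 in B8T90R3F. The paper's values in Supplementary Fig. 11b, read by eye, are about 0.96, about 0.96, about 0.98, about 0.94, about 0.94, about 0.94, about 0.99 and about 0.95 in the same order. No alternative was set for these. The runs in single glands used fewer neighbors than the pseudotime over all glands, and what this choice changes was not tested.

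The paper places luminal Clu+ cells at the end of the trajectory. Here their median pseudotime was 0.604, before CSC 1-like (0.648) and CSC 2-like cells (0.814), and they lay before CSC 2-like cells in all 5 settings. With B9T90R4F included (0.605 for CSC 1-like and 0.608 for luminal Clu+-like cells) and with marker scores (0.388 and 0.467), settings applied to the order after seeing the values, they lay after CSC 1-like cells.

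The paper describes Bmp4 and Ptn as activated in CSC-like cells alone. Bmp4 had a UMI in 7.18% of fibroblast-like cells of double-mutant and 15.2% of those of control glands, against 31.0% of CSC-like cells, and Ptn in 50.8% of basal-like cells of control glands, against 88.8% of CSC-like cells. Bmp4 was among the markers that named the CSC-like cluster, Ptn was not. 

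The paper finds Nupr1 higher in CSC 2 than in CSC 1 cells. Its log2 fold change for CSC 1 against CSC 2 was −0.15 (adjusted p = 0.86), although in the 4 glands with both populations it rose from 14.1 to 21.2 UMIs per 10000. Fig. 4c draws Irf9 as lower and Wnt6 as higher in CSC 1. Here Irf9 had a UMI in 5.78% of CSC 1-like and 1.72% of CSC 2-like cells, and the log2 fold change of Wnt6 was −0.21 (adjusted p = 0.949). Of the other genes that the figure labels for these pathways and that were compared here, Wnt5a, Wnt16, Axin2, Bmp2, Bmp4 and Ifitm1 had the direction of the figure, for Axin2 with the exception of the analysis without B13T40R6F (−0.23).

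The paper describes Ig-producing cells as a population that emerges in double-mutant glands. Cells of this kind also made up 0.114% of the cells of control glands, against 1.24%. It also describes CITE-seq cells as spread evenly over the clusters, and they made up between 0% of luminal Muc19+-like and 34.7% of T/NK-like cells.

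The paper reports a shift from oxidative phosphorylation to glycolysis in basal tumor cells, from sets of genes that were not used here. Common genes of oxidative phosphorylation went from 158 to 178 UMIs per 10000 from basal normal-like to basal tumor-like cells of 10 double-mutant glands, higher in 7 (exact permutation p = 0.201), and those of glycolysis from 13.6 to 18.4. With the cells of all glands pooled, oxidative phosphorylation had 179 in basal normal-like and 171 in basal tumor-like cells, the paper's direction. Free acinar RNA was not removed from either population.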

Other observations

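The test of autosomal sex genes was chosen before its result was seen, and the other tests in this part, those of mixed samples, free RNA, batches, depth and the K14 lineage, only after, although the fits with batch as a covariate and with thinned glands had been set before as alternatives.

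In the double-mutant gland B11T40R1M, labelled male, 591 UMIs of Xist and 1 of the Y-linked genes were counted, and in B11T90R5F, labelled female, no UMI of Xist and 194 of the Y-linked genes. The other 24 Drop-seq glands had sex genes that go with their labels. Y-linked genes in B11T40R1M came to 0.450 CPM, against 45.9 to 199.9 in the 11 other males, which argues against a mixed sample or free RNA from another gland. A mislabelled pair was tested on 78 autosomal genes that differed by sex in control glands. Their score was higher by 0.591 in the 5 other double-mutant males than in the 7 other females (exact permutation p = 0.00126 over 792 arrangements), with 0.0804 and −0.511 as means. It was −0.447 in B11T40R1M and 0.141 in B11T90R5F, each within the range of the sex opposite to its label. A candidate explanation is a swap of these samples, which come from the same batch. It would exchange their stages as well, and this stays open, since sex genes do not tell whether the sex or the whole label is wrong. No biological explanation was tested.

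Both CITE-seq libraries of control glands held Xist and Y-linked UMIs, with 86.4 and 34.3 CPM in B15W70R1M and 74.8 and 32.2 in B15W70R2F, levels seen together in no Drop-seq gland. Over both, 4 cells held both kinds, against 15.9 if the kinds were independent among cells, a ratio of 0.251. Free RNA would spread over the cells of both sexes, so the ratio argues against it as the whole cause. So few cells are found by chance with a one-sided Poisson p of 0.000419, and each library may therefore hold cells of animals of both sexes. In the CITE-seq libraries of double-mutant glands, with 14.5 and 20.9 CPM of Y-linked genes, 5 cells held both against 4.95, a ratio of 1.01. No biological explanation was tested.

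Of 9099 genes, 988 differed by stage in control glands, 842 of them higher at P90, and 79.1% of these 842 have names of clones or predicted genes, against 11.1% of all tested. All control glands at P40 are from batches B11 to B14 and all at P90 from B6 to B9. A score of these genes, the mean of those higher less that of those lower, was −3.06 in control glands at P40 and −0.0787 at P90. In double-mutant glands of the late batches, P90 (3 glands) and P40 (7) differed by −0.0999 (exact permutation p = 0.875 over 120 arrangements). At P90, glands of early batches (4) lay 1.67 above those of late ones (3; exact p = 0.114 over 35 arrangements). A difference between batches is a candidate explanation for many of these genes, as their score was not higher at P90 among glands of the same batches. A difference in depth is argued against, since 306 of the genes were called again with all glands thinned to the same number of UMIs. An effect of stage in control glands alone stays open.

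Secretory genes were lower in immune-like cells of double-mutant glands. The share of 10 acinar secretory genes in the UMIs of these cells correlated with the share of acinar-like cells over 24 glands (Pearson r = 0.784), and within control (0.833) and double-mutant glands (0.776). Free RNA from acinar cells, of which double-mutant glands held fewer, is a candidate explanation. A change within immune-like cells was not tested apart from it.

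The difference between genotypes in whole glands was also set against batches. With batch as a covariate 301 genes were called, 252 of them among the 2309 called without it, and the directions of all 2309 were kept, which argues against batches as the whole cause, although only 17 of the 794 lower genes were still called, against 235 of the 1515 higher. The mix of cell types differs between the genotypes and stays open as an explanation for single genes.

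EYFP, the reporter of the K14 lineage, had 34.2 ± 47.9 CPM (SD, n = 14) in double-mutant and 72.5 ± 41.2 (SD, n = 12) in control glands, a difference of −38.3 (permutation p = 0.0375). Within basal-like cells the difference was −230.7 CPM (permutation p = 0.00262, 13 and 8 glands), which argues against fewer cells of the K14 lineage in double-mutant glands as the whole cause. Within batches the permutation p was 0.00405, which argues against batches as the whole cause. EYFP had no UMI in the control gland B14W40R5M, in 6316913 UMIs, although this gland had 39 UMIs of Cre (6.17 CPM). It had none in the double-mutant gland B11T90R5F and 2 UMIs in B14T40R7F. Among glands with at least 1 EYFP UMI the difference was −42.2 (36.8 against 79.1 CPM, permutation p = 0.0231, within batches 0.00309), so the glands without any EYFP UMI did not make the difference. This says nothing on glands with few UMIs, such as B14T40R7F, for which an animal without the reporter allele stays open. A lower expression of the reporter in tumor-bearing glands stays open as well and was not tested. Cre had 2.45 CPM in double-mutant and 3.28 in control glands (permutation p = 0.193).

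Whether the effect of genotype on the share of a cell type differed by stage or sex was tested for 16 cell types. None had an adjusted p under 0.05. The smallest unadjusted p was 0.0342, for ductal Klk1+-like cells by sex (11.5 percentage points, adjusted p = 0.401), with 9.05% and 7.06% in double-mutant males and females and 7.05% and 16.5% in control males and females.

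Igf2, which the paper does not report and which was singled out after its values were seen, had a UMI in 23.7% of luminal Clu+-like cells of double-mutant glands (median 869 UMIs) and in 0.35% of immune-like cells (573), and luminal Clu+-like cells held 83.2% of its UMIs in these glands. Reg3g, singled out in the same way, had a UMI in 13.8% and 0.0999% of these cells, with 69.7% of its UMIs in luminal Clu+-like cells. No explanation was tested for these genes.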
